# Deciphering immune responses primed by a bacterial lipopeptide in wheat towards *Zymoseptoria tritici*

**DOI:** 10.3389/fpls.2022.1074447

**Published:** 2023-01-26

**Authors:** Rémi Platel, Anca Lucau-Danila, Raymonde Baltenweck, Alessandra Maia-Grondard, Pauline Trapet, Maryline Magnin-Robert, Béatrice Randoux, Morgane Duret, Patrice Halama, Jean-Louis Hilbert, François Coutte, Philippe Jacques, Philippe Hugueney, Philippe Reignault, Ali Siah

**Keywords:** wheat, *Zymoseptoria tritici*, induced resistance, priming, lipopeptide, omics

## Abstract

Plant immunity induction with natural biocontrol compounds is a valuable and promising ecofriendly tool that fits with sustainable agriculture and healthy food. Despite the agroeconomic significance of wheat, the mechanisms underlying its induced defense responses remain obscure. We reveal here, using combined transcriptomic, metabolomic and cytologic approach, that the lipopeptide mycosubtilin from the beneficial bacterium *Bacillus subtilis*, protects wheat against *Zymoseptoria tritici* through a dual mode of action (direct and indirect) and that the indirect one relies mainly on the priming rather than on the elicitation of plant defense-related mechanisms. Indeed, the molecule primes the expression of 80 genes associated with sixteen functional groups during the early stages of infection, as well as the accumulation of several flavonoids during the period preceding the fungal switch to the necrotrophic phase. Moreover, genes involved in abscisic acid (ABA) biosynthesis and ABA-associated signaling pathways are regulated, suggesting a role of this phytohormone in the indirect activity of mycosubtilin. The priming-based bioactivity of mycosubtilin against a biotic stress could result from an interaction of the molecule with leaf cell plasma membranes that may mimic an abiotic stress stimulus in wheat leaves. This study provides new insights into induced immunity in wheat and opens new perspectives for the use of mycosubtilin as a biocontrol compound against *Z. tritici*.

## 1 Introduction

Wheat is one of the most consumed cereal crops worldwide, serving as primary ingredient in human nutrition, food industry, and livestock feed. Wheat cultivation has to cope with a wide range of phytopathogenic microorganisms impacting its growth, productivity, and the quality of its production (Savary et al., 2019). The most frequently occurring and damaging pathogen on wheat crop is the hemibiotrophic fungus *Zymoseptoria tritici*, responsible for Septoria tritici blotch (STB) disease, causing severe yield losses of up to 50% during high-level pressure years (Fones and Gurr, 2015). The infection process of this hemibiotrophic pathogen consists of an initial asymptomatic biotrophic phase followed by a necrotrophic phase, the latter being characterized by the apparition of visual symptoms (Steinberg, 2015). Even if progresses have been accomplished in wheat resistance breeding during the last decades, with 22 major resistance genes described against *Z. tritici*, disease control of STB relies mainly on synthetic fungicides (Brown et al., 2015; Torriani et al., 2015; Yang et al., 2018). In Europe, 70% of the total currently applied fungicides are used to protect wheat against *Z. tritici* (Fones and Gurr, 2015). Nevertheless, fungicide resistance developed by *Z. tritici* populations is an increasing concern for wheat producers (Cools and Fraaije, 2013; McDonald et al., 2019). Therefore, a strong need for substitutes and alternatives have emerged in the recent years, reinforced by all the concerns about the potential impacts of chemical inputs on the environment and human health.

Biosurfactants are surface-active biomolecules produced by a broad range of microorganisms, including bacteria and fungi. These molecules are often classified according to their chemical structure, such as mannosylerythritol lipids, trehalose dimycolate, trehalolipids, sophorolipids, rhamnolipids, and lipopeptides (Crouzet et al., 2020). Even though they may be very diverse both in their structure and origin, they all are amphiphilic molecules, composed by hydrophilic and hydrophobic moieties. They also exhibit a high potential for application in many fields, including human health, cosmetic, food industry, petroleum industry, soil and water remediation, nanotechnology and agriculture (Sachdev and Cameotra, 2013; Shekhar et al., 2015; Kourmentza et al., 2021). Regarding their use in crop protection, many studies have reported them as promising ecofriendly candidates for biocontrol of crop diseases (Ongena and Jacques, 2008; D’aes et al., 2010; Sachdev and Cameotra, 2013; Crouzet et al., 2020). Moreover, green surfactants have often been described as displaying high biodegradability, as well as low toxicity and ecotoxicity, two major advantages required for the development of sustainable agriculture (Shekhar et al., 2015).

The possible modes of action of biosurfactants in plant protection against pathogens are diverse. For instance, they can display direct antimicrobial activity towards pathogens, modify the bio-availability of nutrients used by the pathogens, and/or induce plant immune defenses (D’aes et al., 2010). The compounds inducing the plant immune defenses may be distinguished into two categories, including elicitors, that directly activate host defense responses after their application, and priming agents, that require additional signals, such as pathogen recognition, to trigger full defense responses (Paré et al., 2005). Primed plants may develop a stronger and/or faster response pattern than so-called naïve (unprimed) plants. They can also detect the pathogen invasion at a lower threshold and hence react in a more sensitized way. Finally, primed plants can exhibit other response networks, involving specific defense pathways (Conrath et al., 2002; Paré et al., 2005; Lämke and Bäurle, 2017).

*Bacillus* spp. are considered as microbial factories for the production of metabolites of interest, especially biosurfactant molecules such as lipopeptides. Lipopeptides consist of a hydrophobic fatty acid tail linked to a short linear or cyclic oligopeptide (CLPs), and were, initially, mainly studied for their direct antimicrobial activities against phytopathogenic agents. However, many investigations have also been carried out on their stimulating effect of host defense mechanisms (Ongena and Jacques, 2008; Raaijmakers et al., 2010; Chowdhury et al., 2015; Crouzet et al., 2020). Three main groups of CLPs have been reported to exhibit significant biological activities, including surfactins, iturins and fengycins. The two latter possess a significant antimicrobial activity against a wide range of fungi and oomycetes, likely due to their ability to interact directly with pathogen plasma membranes, hence resulting in their destabilization, pore formation and cytoplasmic leakage, leading *in fine* to cell death or to an inhibition of spore germination (Chitarra et al., 2003; Pérez-García et al., 2011; Desmyttere et al., 2019; Crouzet et al., 2020). However, some authors suggest that CLPs could also display antifungal activity by interacting with fungal intracellular targets (Qi et al., 2010). Concerning their ability to induce plant immunity, many studies have highlighted the potential of mainly two families of CLPs, fengycin and surfactin, to trigger defense reactions in various plants, such as bean, citrus, grapevine, lettuce, tomato, melon, rye grass, sugar beet, and wheat, as reviewed by Crouzet et al. (2020). Mycosubtilin, another CLP was also shown to induce defense responses in grapevine cells (Farace et al., 2015). Supposedly, CLPs are able to fit into the lipid bilayer of host plant plasma membranes, slightly altering the lipid dynamics, hence leading to the activation of defense reactions, as eliciting or priming agents (Nasir et al., 2010; Schellenberger et al., 2019).

Although the innate immunity of wheat towards *Z. tritici* is extensively studied (*e.g.* Rudd et al., 2015; Seybold et al., 2020), the literature regarding the induced resistance in wheat against this major fungal pathogen, with exogenous treatments, is relatively poor. Regarding CLPs, only one single study showing the potential of surfactin to activate defense mechanisms in wheat against *Z. tritici* has been recently reported (Le Mire et al., 2018). Nevertheless, the ability of mycosubtilin, a CLP from the iturin family, to induce defense reactions in wheat against this disease has never been investigated, while its direct antimicrobial activity against *Z. tritici* has already been examined (Mejri et al., 2018). Omics tools, including transcriptomics and metabolomics, have significantly improved these later years the understanding of plant-pathogen cross-talks. Although such approaches have already been used to investigate the interactions between wheat and *Z. tritici*, they have not been deployed so far to examine the induced resistance in this pathosystem. The aim of the present study was thus to determine whether mycosubtilin is able to trigger immunity reactions in wheat towards *Z. tritici* as an eliciting (in absence of fungal infection) or a priming (in presence of fungal infection) molecule, by using transcriptomic and metabolomic tools. The analyses allowed to decipher the mechanisms as well as the plant-defense related pathways induced by the biomolecule. Cytological bioassays were also performed to better understand the mode of action of mycosubtilin on both the fungus and the host plant.

## 2 Materials and methods

### 2.1 Plant growth, treatment and inoculation

Seeds of the cultivar (cv.) Alixan (Limagrain, France), susceptible to STB, were pregerminated in square Petri dishes (12 × 12 cm) on moist filter paper as described by Siah et al. (2010a), and germinated grains were delicately transferred into three-liter pots filled with universal loam (Gamm Vert, France). The prepared pots were then placed in the greenhouse at 21 ± 2°C with a 16/8 h day-night cycle. For each condition and each sampling modality, three pots harboring 12 wheat plants each (n=36), were used. At day 0 (D0), corresponding to three weeks after sowing, plants of each pot were hand-sprayed with 30 mL of either a solution of 100 mg.L^-1^ mycosubtilin from *Bacillus subtilis* (Lipofabrik, Lesquin, France) or mock (control) treatment. Mycosubtilin was first dissolved in dimethyl sulfoxide (DMSO, Sigma-Aldrich, Saint-Louis, USA), leading to a final DMSO concentration of 0.1% in the treatment solution, also supplemented with 0.05% of polyoxyethylene-sorbitan monolaurate (Tween 20, Sigma-Aldrich, Saint-Louis, USA) serving as wetting agent. Mock treatment consisted of a solution of 0.1% DMSO supplemented with 0.05% of Tween 20. At two days after treatment (D2), half of the plants treated with mycosubtilin, as well as control plants, were inoculated by hand-spraying 30 mL of *Z. tritici* spore suspension (10^6^ spores.mL^-1^), mixed with 0.05% of Tween 20, on the plants of each pot. Fungal spores were obtained by growing the *Z. tritici* single-spore strain T02596 (isolated in 2014 in Northern France) on potato dextrose agar (PDA) medium during one week in dark conditions, according to Siah et al. (2010a). The other half of the plants were mock inoculated by hand spraying 30 mL of a 0.05% Tween 20 solution on the plants of each pot. All pots, even the mock inoculated ones, were then immediately covered with a clear polyethylene bag for three days in order to ensure a high humidity level on the surface of the leaves, a required condition for the success of the infection. At 23 days after treatment (D23), the disease severity level was assessed by scoring, on the plant third leaves, the area of lesions (chlorosis and necrosis) bearing or not pycnidia. Leaf samples were harvested at two (D2), five (D5) and fifteen (D15) days after treatment for further cytological, biochemical, or molecular analyses. In addition to the protection efficacy assay, a phytotoxicity biotest was performed in order to evaluate the impact of mycosubtilin at different concentrations (0, 0.8, 4, 20, 100, and 500 mg L^-1^) on leaf appearance and plant fresh biomass. The assay was carried out in the greenhouse using the same conditions of plant growth and treatment described above. Leaf appearance was assessed on the third leaves at two (D2), seven (D7), and 15 (D15) days after treatment, while the plant fresh biomass was determined at 15 days after treatment. Three pots of nine plants each (27 plants in total) were used as replicates for each molecule concentration condition.

### 2.2 *In vitro* antifungal activity assay in solid medium

The *in vitro* antifungal effect of mycosubtilin was determined by measuring the growth of *Z. tritici* strain T02596 on PDA medium, as described by Platel et al. (2021). Briefly, mycosubtilin was dissolved in DMSO (0.1% final DMSO concentration) and different concentrations of this biomolecule (0.19, 0.39, 0.78, 1.56, 3.125, 6.25, 12.5, 25, 50, and 100 mg.L^-1^) were mixed with an autoclaved PDA medium at approximatively 40°C. Each well of sterile 12-well plates (Cellstar standard^®^, Greiner Bio-One GmbH, Kremsmünster, Austria) was filled with 3 mL of the mixture. After PDA solidification, a drop of 5 µL of *Z. tritici* spore suspension at 5.10^5^ spores.mL^-1^ was spotted on the center of each plate well. After drop drying in sterile conditions, the plates were incubated in a growth chamber at 20 ± 1°C in dark conditions. Ten days later, the growth of fungal colonies was assessed by measuring their two perpendicular diameters. Control wells supplemented or not with 0.1% DMSO and inoculated or not with fungal spores were also used. This experiment was repeated twice and three wells were used as replicates for each condition.

### 2.3 *In vitro* direct activity bioassays in liquid medium

The *in vitro* direct antifungal activity of mycosubtilin in liquid medium was assessed by measuring the cell viability of *Z. tritici* strain T02596 using resazurin staining, as proposed by Siah et al. (2010b). Sterile 12-well plates were also used for the bioassay. Plate wells were filled with 2 mL of autoclaved glucose peptone medium supplemented with mycosubtilin at different concentrations (0.8, 4, 20, 100, and 500 mg.L^-1^), before inoculation with fungal spore suspension already prepared in sterile glucose peptone medium, for a final concentration of 5.10^4^ spores.mL^-1^. Mycosubtilin was first dissolved in DMSO at a final concentration of 0.5% in the wells. Controls with and without 0.5% DMSO and with or without the fungus, were also used. After incubation for ten days at 20 ± 1°C under agitation at 150 rpm in dark conditions, 140 µL of the content of each well were sampled and deposited in flat-bottomed polystyrene 96-well microplates (Corning Costar^®^, Corning, USA). Then, 10 µL Alamar blue (AbD Serotec, UK) were added to each well before incubating the microplates for 4h in the same conditions described above. Cell viability was evaluated by measuring the absorbance at 540 nm using a microplate reader (Multiskan GO, Thermo Fischer Scientific, France). Six biological replicates were used for each condition.

The inhibitory effect of mycosubtilin towards unique wheat cells (cv. Alixan) was assessed in sterile 12-well plates. Wheat unique cells were obtained using the protocol of Biesaga-Kościelniak et al. (2008), with few modifications. Briefly, wheat caryopses were plunged for 5 min in 70% ethanol, rinsed twice with sterile osmotic water, and disinfected for 20 min in a 15% calcium hypochlorite solution, before being cleansed again at least twice. Mature embryos were delicately separated from the rest of the grain and were gently ground in a mortar. Fifty embryos were required to initiate wheat-cell suspension in 200 mL Erlenmeyer flask. These flasks contained 20 mL of autoclaved Gamborg B5 medium including vitamins (Duchefa Biochemie B.V, Netherlands), supplemented with 20 g.L^-1^ sucrose and 3.5 mg.L^-1^ 2,4-dichlorophenoxyacetic acid (Thermo Fischer Scientific, France). Wheat cell suspensions were incubated at 20 ± 1°C in dark conditions under agitation at 80 rpm. At three and six days after inoculation, 20 mL of sterile medium were added to each flask. At 10 days, the mixture was filtered through a 1 mm sieve, to get rid of ungrounded agglomerate tissue. Fresh medium was added to the filtrates to obtain 80 mL suspension in each flask. Seven days later, 20 mL of Gamborg B5 fresh medium were supplemented. Finally, every week, 25% of the suspension was discarded and replaced by fresh medium. After two months of subculture, 12-well plate wells were filled with 2 mL of wheat cell suspension as well as 2 mL of fresh Gamborg B5 medium supplemented with mycosubtilin at different concentrations (0.8, 4, 20, 100, and 500 mg.L^-1^). The plates were then placed into a growth chamber at 20 ± 1°C in the dark with an agitation of 80 rpm. Three weeks after incubation, the number of wheat cells were counted for each condition using a Malassez hemocytometer under a light microscope (Nikon, Champigny‐sur‐Marne, France). Representative pictures were obtained using a digital camera (DXM1200C, Nikon, Champigny‐sur‐Marne, France) coupled with the image capture software NIS-Elements BR (Nikon, Champigny‐sur‐Marne, France).

### 2.4 *In planta* cytological assays

The direct antifungal activity of mycosubtilin at 100 mg.L^-1^ on *Z. tritici* spore germination as well as on the epiphytic hyphal growth of the fungus on the leaf surface was assessed in planta at D5 using Fluorescent Brightener 28 (Calcofluor, Sigma-Aldrich, Saint-Louis, USA), a chitin staining dye. Third-leaf segments (2 cm) harvested from wheat plants grown in the greenhouse, inoculated with *Z. tritici* and treated or not with mycosubtilin in the same conditions described above, were sampled and immersed for 5 min in a solution of 0.1% (w/v) Calcofluor buffered with 0.1 M Tris-HCl, pH 8.5. Leaf segments were then rinsed twice in sterile osmosed water for 2 min before being dried in dark conditions at room temperature. Finally, they were deposited on a glass slide, covered with cover slip, and observed with an optic microscope (Eclipse 80i, Nikon, Champigny‐sur‐Marne, France) under UV-light. The proportion of different spore classes was determined from 100 distinct spores on each third-leaf segment. Spore classes were defined as follows; class 1, non-germinated spore; class 2, germinated spore with a small germ tube; class 3, germinated spore with developed germ tube; and class 4, geminated spore with a strongly developed germ tube. Nine leaf segments, randomly selected from three different pots (three segments per pot), were used as replicates for each condition. Pictures were obtained using digital camera (DXM1200C, Nikon, Champigny‐sur‐Marne, France) coupled with the image capture software NIS-Elements BR (Nikon, Champigny‐sur‐Marne, France).

### 2.5 Sampling design for transcriptomic and metabolomic analyses

Samples were collected at two days (D2) and five days (D5) after treatment for transcriptomic analyses. For each condition, *i.e.* plants treated with mycosubtilin (M) or not (control, C), and inoculated with *Z. tritici* (i) or not (Ni), nine third leaves sampled from three different pots (three leaves per pot) were randomly harvested, bulked per pot, immediately frozen in liquid nitrogen and stored at -80°C for further analyses. Thereafter, 100 mg of frozen pooled leaves were ground in a mortar with liquid nitrogen for RNA extraction. Regarding metabolomic analyses, samples were collected at D2, D5, as well as fifteen days after treatment (D15). For each modality, nine third leaves were randomly harvested from three different pots (three leaves per pot), immediately frozen in liquid nitrogen, and stored at -80°C for further analyses. Leaves were later freeze-dried using Alpha 2-4 LSCplus lyophilizer (Martin Christ Gefriertrocknungsanlagen GmbH, Osterode am Harz, Germany) and ground with iron beads using a MM2 Retsch mixer-mill (Retsch GmbH, Haan, Germany) in order to obtain a fine powder, suitable for analyses. Sampling design for both transcriptomic and metabolomic analyses is illustrated in **Supplementary Figure S1**.

### 2.6 RNA extraction and microarray analyses

Total RNA was extracted from wheat leaves using RNeasy Plant Mini Kit (Qiagen, Courtaboeuf, France). RNA quality was determined with Nanodrop One/One^C^ (Thermo Fisher Scientific, USA) by analyzing their absorbance ratios A260/280 and A260/230, which were found to range between 2.0 and 2.2. Moreover, RNA quality was also examined with Bioanalyzer 2100 (Agilent, France) and a minimal RNA integrity number (RIN) of 8 was required for all samples. For microarray analyses, hybridization for all conditions were performed in triplicate with three sets of total RNA extracted from bulked wheat leaves (see above Sampling design section). Wheat Gene Expression Microarrays GE 4x44 (Agilent, Santa Clara, CA, USA) were used to study the gene expression profile between the different conditions. RNA amplification, staining, hybridization, and washing steps were conducted according to the manufacturer’s specifications. Slides were scanned at 5 µm/pixel resolution using the GenePix 4000B scanner (Molecular Devices Corporation, Sunnyvale, CA, USA). Images were used for grid alignment and expression data digitization with GenePix Pro 6.0 software (Molecular Devices Corporation, Sunnyvale, CA, USA). Gene expression data were normalized by Quantile algorithm. The three control samples were filtered for *P* < 0.05 and the average was calculated for each gene. A fold change (FC) value was calculated for each gene between individual treated samples and the mean of corresponding controls. Differentially expressed genes (DEGs) were selected for a significant threshold > 2.0 or < 0.5 (*P* < 0.05). Functional annotation of DEGs was based on NCBI GenBank and related-genes physiological processes were assigned with NCBI, AmiGO 2 Gene Ontology and UniProt. KEGG pathway analysis was also used to identify relevant biological pathways for the selected genes. All microarray data have been submitted to the NCBI GEO: archive for functional genomics data with the accession number GSE169298.

### 2.7 Metabolite extraction and UHPLC-MS analyses

Metabolites were extracted from powdered freeze-dried wheat leaves (30-50 mg per sample) using 25 µL of methanol per mg dry weight. The extract was then incubated in an ultrasound bath for 10 minutes, before centrifugation at 13000 g at 10°C for 10 minutes. The supernatant was analyzed using a Dionex Ultimate 3000 UHPLC system (Thermo Fisher Scientific, USA). The chromatographic separations were performed on a Nucleodur C18 HTec column (150 × 2 mm, 1.8 μm particle size; Macherey-Nagel, Germany) maintained at 30°C. The mobile phase consisted of acetonitrile/formic acid (0.1%, v/v, eluant A) and water/formic acid (0.1%, v/v, eluant B) at a flow rate of 0.3 mL.min^-1^. The gradient elution was programed as follows: 0 to 1 min, 95% B; 1 to 2 min, 95% to 85% B; 2 to 7 min, 85% to 0% B; 7 to 9 min, 100% A. The sample volume injected was 1 μL. The UHPLC system was coupled to an Exactive Orbitrap mass spectrometer (Thermo Fischer Scientific, USA), equipped with an electrospray ionization (ESI) source operating in positive mode. Parameters were set at 300°C for ion transfer capillary temperature and 2500 V for needle voltages. Nebulization with nitrogen sheath gas and auxiliary gas were maintained at 60 and 15 arbitrary units, respectively. The spectra were acquired within the m/z (mass-to-charge ratio) mass ranging from 100 to 1000 atomic mass units (a.m.u.), using a resolution of 50,000 at m/z 200 a.m.u. The system was calibrated internally using dibutyl-phthalate as lock mass at m/z 279.1591, giving a mass accuracy lower than 1 ppm. The instruments were controlled using the Xcalibur software (Thermo Fischer Scientific, USA). LC-MS grade methanol and acetonitrile were purchased from Roth Sochiel (France); water was provided by a Millipore water purification system. Apigenin and chloramphenicol (Sigma-Aldrich, France) were used as internal standards.

Metabolites belonging to different chemical families were identified based on published works about benzoxazinoids (de Bruijn et al., 2016), flavonoids (Wojakowska et al., 2013) and hydroxycinnamic acid amides (Li et al., 2018) from wheat. Putative metabolite identifications were proposed based on expertized analysis of the corresponding mass spectra and comparison with published literature. Further information was retrieved from the KEGG (Kyoto Encyclopedia of Genes and Genomes, http://www.genome.ad.jp/kegg/) and PubChem (http://pubchem.ncbi.nlm.nih.gov) databases. Relative quantification of the selected metabolites was performed using the Xcalibur software. For some metabolites, identity was confirmed with the corresponding standard provided by Sigma-Aldrich (France).

### 2.8 Statistical analyses

Protection efficacy data set was analyzed using One-Way analysis of variance (ANOVA) at *p* ≤ 0.05, while data obtained for *in planta* spore germination and hyphal growth were analyzed using ANOVA followed by the Tukey’s test at *p* ≤ 0.05, using GraphPad Prism software version 9 (GraphPad Software Inc., San Diego, USA). Regarding the *in vitro* antifungal activity assay, the half-maximal inhibitory concentration (IC_50_) was also determined with the GraphPad Prism software version 9. Differential metabolomic analyses were performed with the W4M platform (Guitton et al., 2017), using the Tukey’s Honest Significant Difference method followed by a false discovery rate (FDR) correction using the Benjamini-Hochberg procedure (Benjamini and Hochberg, 1995). Metabolites of interest were considered differentially accumulated when the false discovery rate was below 5% (FDR ≤ 0.05).

## 3 Results

### 3.1 Foliar application of mycosubtilin protects wheat against *Z. tritici* and reduces fungal spore germination and hyphal epiphytic growth

The ability of mycosubtilin to protect wheat against *Z. tritici* was assessed in the greenhouse using the wheat cv. Alixan and the pathogenic *Z. tritici* strain T02596. At 21 days after inoculation, the disease severity level was 55.7% in the non-treated inoculated plants. Preventive foliar application of mycosubtilin at 100 mg.L^-1^ two days before inoculation resulted in significant disease reduction (23.3% of diseased leaf area, corresponding to a 58.1% decrease) in treated plants when compared to non-treated inoculated plants (**Figure 1A**). *In planta* fungal staining assays using Calcofluor revealed that the treatment with mycosubtilin significantly reduced the rates of both spore germination and epiphytic growth of *Z. tritici* at three days after inoculation, *i.e* five days after treatment (D5) (**Figure 1B**). In treated wheat plants, non-germinated spores (class 1) were significantly more abundant (approximatively five-fold) than in the control plants. Moreover, the number of germinated spores with either developed germ tube (class 3) or strongly developed germ tube (class 4) was significantly reduced (by three- and seven-fold, respectively) on treated plants when compared to the control ones.

**Figure 1:**
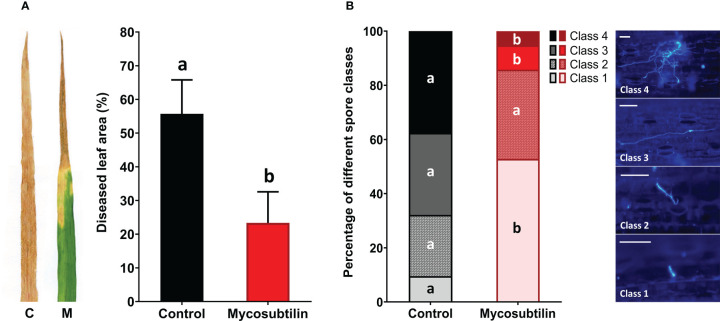
Disease severity level **(A)** and rates of *in planta* spore germination and epiphytic growth **(B)** of *Zymoseptoria tritici* (T02596 strain) on wheat leaves (cv. Alixan) pre-treated with mycosubtilin (M) at 100 mg.L^-1^ or not (C, control). **(A)** Disease severity level was scored 21 days after inoculation (*i.e* 23 days after mycosubtilin treatment) by assessing the area of lesions (chlorosis and necrosis) on the third leaf of each wheat plant (n=36). Means tagged with the same letter are not significantly different according to One-way ANOVA test (*P* ≤ 0.05). **(B)** Proportions of four different development stages of fungal spores were assessed by using Calcofluor staining recorded three days after inoculation (*i.e.* five days after mycosubtilin treatment). The different spore development classes are defined as followed: Class 1, non-germinated spore; Class 2, germinated spore with a small germ tube; Class 3, germinated spore with a developed germ tube; Class 4, germinated spore with a strongly developed germ tube. For each condition, the different classes were determined from 100 distinct spores chosen randomly on each third-leaf segment. Within each spore class, the presence of different letters indicates a significant difference according to the Tukey test at *p* ≤ 0.05. Scale bar = 25 µm.

### 3.2 Mycosubtilin impacts *in vitro* growth of both *Z. tritici* and wheat single cells, but at different concentration thresholds

The effect of mycosubtilin on the *Z. tritici in vitro* growth was evaluated on solid PDA medium in 12-well plates. The biomolecule exhibited a strong antifungal activity against the pathogen, with IC_50_ and MIC values of 0.57 and 0.78 mg.L^-1^, respectively (**Supplementary Figure S2**). In order to gain more insights into the mode of action of mycosubtilin on the host plant as well as on the pathogen, further bioassays were performed in liquid medium to examine the effect of the lipopeptide on the development (cell multiplication) of either wheat single cells or *Z. tritici* spores. Microscopic observation of the fungal spores grown in glucose peptone liquid medium showed that mycosubtilin totally inhibits the fungal growth from the concentration of 4 mg.L^-1^. Besides, the lipopeptide exhibits also an effect on the growth of wheat single cells cultivated in suspension in MS liquid medium, but with a total inhibiting concentration of 500 mg.L^-1^ (**Figure 2**). Hence, the activity threshold of mycosubtilin seems to be 125-fold higher towards wheat single cells than against *Z. tritici* spores in liquid medium. However, no phytotoxic effect of mycosubtilin was observed at this concentration when the biomolecule is applied on wheat leaves. Indeed, no visible leaf necrosis and no significant effect on the total fresh biomass were observed on the treated plants at all tested concentrations (**Figure 2**).

**Figure 2:**
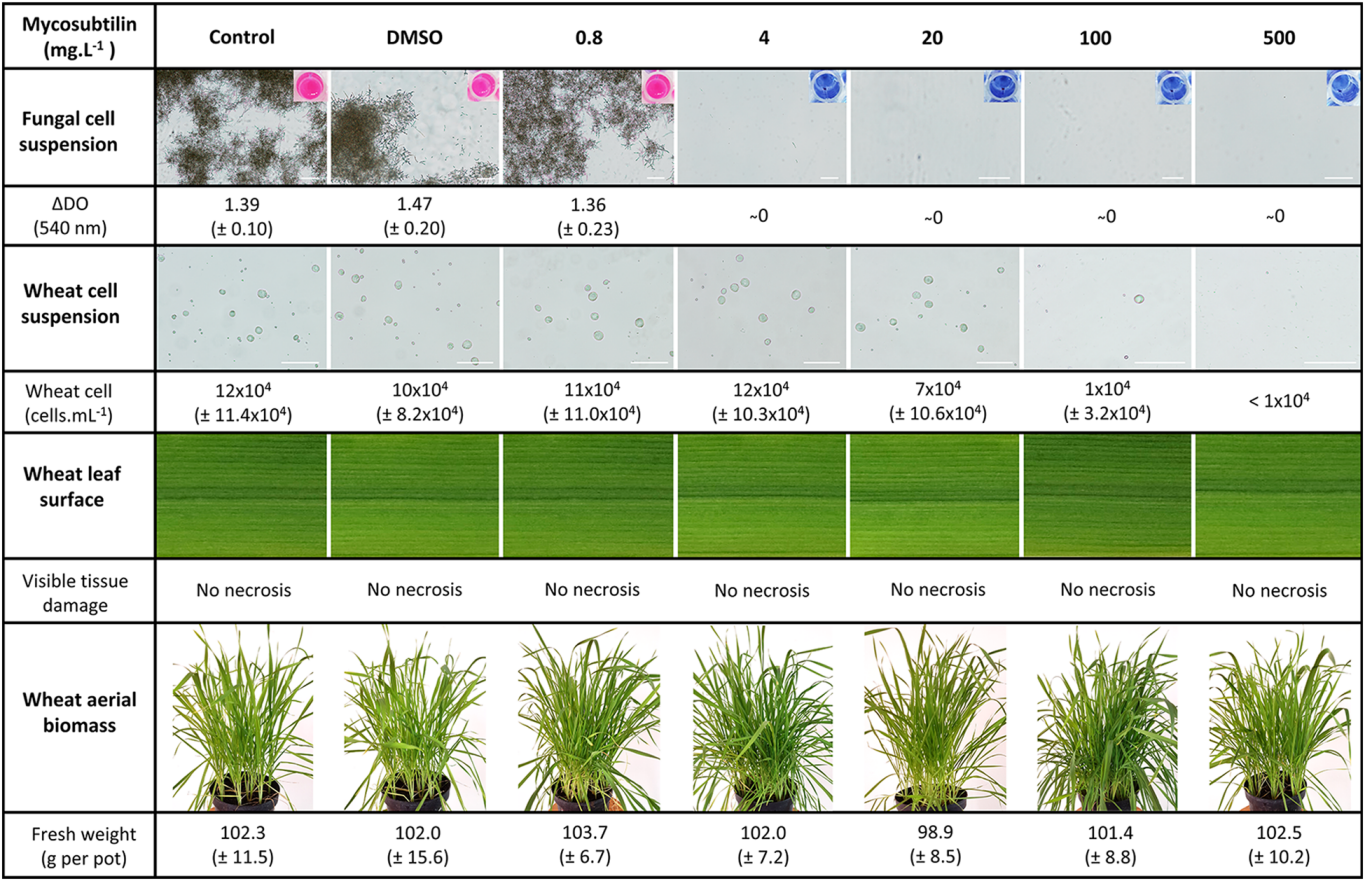
Effect of mycosubtilin at different concentrations on the growth of either *Zymoseptoria tritici* or wheat cells in liquid medium *in vitro* in twelve well microplates, on leaf appearance and on plant fresh biomass of whole plants grown in the greenhouse. Fungal growth was assessed using resazurin staining and optical density measurement 10 days after inoculation (dai) of glucose peptone medium with *Z. tritici* spores (n=6), while wheat cell growth was evaluated using Malassez hemocytometer at 21 days after inoculation of Gamborg B5 medium with wheat cell suspension (n=10). Leaf appearance was assessed visually at two, seven and fifteen days after plant treatment (n=27), while the fresh biomass was determined by weighting nine whole plants from each pot (n=3). Representative pictures of either *Z. tritici* or wheat cell cultures observed under a light microscope at magnification 10x and 20x respectively, as well as the microplate wells used for *Z. tritici* culture medium staining with resazurin, are shown. Likewise, representative pictures of leaf appearance and plant fresh aerial biomass, at fifteen days after treatment, are also presented. Scale bar = 100 µm.

### 3.3 Mycosubtilin regulates several defense-associated genes in wheat against *Z. tritici*

Transcriptomic analyses using RNA microarray assay were performed in order to examine both eliciting and priming effects of mycosubtilin in wheat towards *Z. tritici* during the early stages of the fungal infection. 

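Total RNA of leaves of the wheat cultivar Alixan was hybridized, 1 sample per array, to one-colour Agilent wheat arrays. There were 18 arrays in 6 groups of 3, each array from 1 pot of plants. Leaves were sprayed with mycosubtilin (M), a lipopeptide of Bacillus, at 100 mg/L, or with a mock solution (C, called untreated). They were sampled 2 or 5 days later (D2, D5), and at D5 also after inoculation with Z. tritici (i) or without it (Ni). In the paper, the D5 plants were sprayed again after the D2 leaves were taken, with spores or a mock solution. All of them were then covered with a bag. The authors deposited one intensity per spot, for 10471 spots. Whether these are all spots of the array or a part chosen by the authors is not given in the sources used here. Counts and shares therefore hold for the deposited spots alone. The deposited intensities, from 32 to 65535, were not yet scaled between arrays, since the array medians ran from 155 to 794. By group, the lowest and highest median were 354 and 630 in C-D2-Ni, 510 and 595 in M-D2-Ni, 408 and 535 in C-D5-Ni, 155 and 623 in M-D5-Ni, 238 and 652 in C-D5-i and 283 and 794 in M-D5-i.
The paper's methods name quantile normalization, so the log2 intensities were quantile-normalized across all arrays, and 10271 probes were compared with limma. Most folds in Supplementary Table S2, however, match means of deposited values without quantile normalization, some of them with arrays of slide 2 multiplied by 3. A probe was called up or down at an adjusted p under 0.05 and a fold change above 2 or below 0.5. In a multidimensional scaling of the normalized arrays, the first dimension held 41.2% of the variation and separated D2 (mean -1.57 in C-D2-Ni and -1.49 in M-D2-Ni) from D5. The second, with 18.2%, set C-D5-i (-1.22) apart from M-D5-Ni (1.08). Between the untreated, non-inoculated groups, C-D5-Ni and C-D2-Ni, 1611 probes were called, so treated and untreated plants were compared within a day. Besides the day, these groups differ in the mock inoculation and the bag. The fold and p thresholds, the scaling of the arrays, the slide on which an array was hybridized and single arrays are among the choices that moved the counts.

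**Figure D1:**
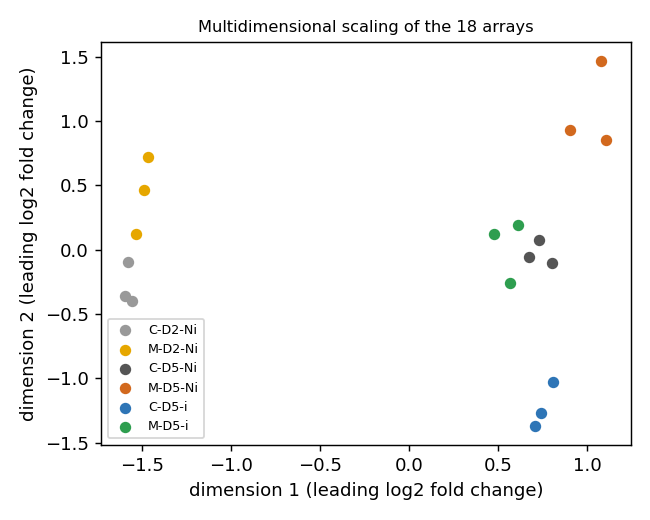
Multidimensional scaling of the 18 quantile-normalized arrays, one point per array, coloured by group. The D2 arrays lie at the left of dimension 1, and on dimension 2 the 3 C-D5-i arrays lie at the opposite end from the M-D5-Ni arrays.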

The bioassay was performed in non-inoculated conditions at two days after treatment (D2), and in both non-inoculated and inoculated conditions at five days after treatment (D5), *i.e* three days after inoculation. The eliciting effect was examined at D2 and D5 by comparing the treated non-inoculated plants to non-treated and non-inoculated plants. The priming effect was investigated at D5 by comparing treated and inoculated plants to non-treated inoculated plants, and by taking into account the elicitation modality at both D2 and D5. Moreover, in order to have a reliable conclusion and comprehensive view on the data linked to the priming effect, additional comparisons (treated and inoculated plants *versus* treated non-inoculated plants, and treated and inoculated plants *versus* non-treated non-inoculated plants), were also performed (**Supplementary Table S1** and **Figures S3**, **S4**). 

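In treated plants, inoculation raised transcripts of WIR1 proteins, which wheat leaves induce on pathogen attack. All of the 5 WIR1 probes rose in M-D5-i over M-D5-Ni (median log2 fold change 1.96, adjusted p = 0.0011, and adjusted p = 0.3 with an estimated correlation), and the same when adjusted over the list alone. WIR1A (probe A_99_P475682) had a log2 fold change of 2.66 ± 0.45, adjusted p = 5.0e-04 (SE, n = 3 arrays per group) and WIR1B (probe A_99_P248341) of 1.96 ± 0.39, adjusted p = 0.0017. Photosystem II 10 kDa polypeptide (probe A_99_P482167) rose by 5.00 ± 0.47, and flavanone 3-hydroxylase (probe A_99_P163772), an enzyme of flavonoid biosynthesis, by 3.13 ± 0.36. Of 9 NAC probes 6 fell and none rose (median log2 fold change -1.16, adjusted p = 8.8e-04, and adjusted p = 0.3 with an estimated correlation). Of 9 WRKY probes 3 fell and none rose (median log2 fold change -0.85, adjusted p = 8.8e-04, and adjusted p = 0.28 with an estimated correlation). Adjusted over the list alone, 6 NAC and 3 WRKY probes fell. Zinc finger protein-like (probe A_99_P410357) fell by 3.42 and ethylene response factor ERF3 (probe A_99_P177974) fell by 2.71 on the log2 scale. Cytosolic ribosomal proteins rose by a small amount, with 10 of 85 probes up and none down (median log2 fold change 0.75, adjusted p = 1.0e-18, and adjusted p = 0.28 with an estimated correlation), and 10 up when adjusted over the list alone.
In total 853 probes were called, 405 up and 448 down. In the values as deposited 137 were up and 17 down, with the median of all probes shifted by 0.51 on the log2 scale. Of the 34 genes that Supplementary Table S1 lists for this comparison, 32 were called in the listed direction, but they were chosen on these arrays and are no independent evidence. The fungal effect without mycosubtilin shares no array with this comparison. Between them 100 probes were up in both and 86 down in both, against 10.6 and 10.4 if the calls were independent, and 7 were opposite. Across all probes, which are not independent replicates, the log2 fold changes correlated with r = 0.49. In simulated data of unchanged groups the 95% range was -0.57 to 0.48, so the observed r lies at its edge. Both inoculated groups lie on slides 2, 3 and 5, so part of this overlap and correlation can come from slide. Slide as a block gave 934 calls (435 up, 499 down). The genes named here kept their calls with slide as a block, and in the values as deposited.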

The fungal effect was investigated at D5 by comparing non-treated and inoculated plants to non-treated and non-inoculated ones. The different comparisons will thereafter be referred to as eliciting, fungal, and priming effects, corresponding to eliciting, infection alone, and priming modalities, respectively.

A total of 130 genes were regulated (*i.e.* when taking into account both up and down regulations) when examining eliciting, fungal, and priming effects and considering all time points (**Supplementary Table S2**). 

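Some genes were called in more than 1 of these comparisons. The light-regulated protein precursor (probe A_99_P223621) fell in the eliciting effect at D2 (log2 fold change -2.15 ± 0.49, adjusted p = 0.016, SE, n = 3 arrays per group), in the eliciting effect at D5 (-2.80 ± 0.49, adjusted p = 0.0026) and in the priming effect (-2.84 ± 0.49, adjusted p = 7.3e-04). Glutaredoxin-C1 (probe A_99_P487912), a thiol redox enzyme, fell at D2 (-2.77 ± 0.36, adjusted p = 2.7e-04) and in the priming effect (-3.06 ± 0.36, adjusted p = 4.4e-05). PR17d precursor (probe A_99_P242791), a pathogenesis-related protein, rose in both (3.03 ± 0.43, adjusted p = 4.9e-04, and 1.95 ± 0.43, adjusted p = 0.0039). In each of these cases all 3 arrays of one group lay above all 3 of the other. The same held for 284 of the 292 probes called in the eliciting effect at D2, 320 of 320 at D5 and 724 of 754 in priming. The call of light-regulated protein precursor ended without C-D2-Ni replicate 1 or 2, or M-D2-Ni replicate 2 (log2 fold change -2.08 to -1.45). Light-regulated protein precursor no longer passed with the arrays of the compared groups only. With slide as a block its call at D5 ended.
At least 1 of the 4 comparisons called 1359 probes. The eliciting effect at D2 called 292 (176 up, 116 down), the eliciting effect at D5 320 (183 up, 137 down), the fungal effect 508 (270 up, 238 down) and the priming effect 754 (366 up, 388 down). In the values as deposited, in the same order, 38 were up and 1 down, 3 up and 58 down, 21 up and 53 down, and 73 up and 50 down. There the median of all probes was shifted by 0.28, -0.45, -0.39 and 0.47 on the log2 scale, so changes are given relative to all probes, after quantile normalization. The groups did not overlap in 29.8%, 32.5%, 34.8% and 29.1% of all probes, where chance gives 10%. At an unadjusted p under 0.05 and the same fold changes, the paper's thresholds, there were 363, 460, 546 and 802 probes. Of the genes in Supplementary Table S2, 19 of 24, 18 of 22, 33 of 38 and 63 of 80 were called in the listed direction, but these genes were chosen on the same arrays and are no independent evidence. In the eliciting effect at D5, 1 of the 22 had the other direction and was not called. Without M-D2-Ni replicate 2 the eliciting effect at D2 called 147 probes, and without C-D2-Ni replicate 2 it called 193.

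**Figure D2:**
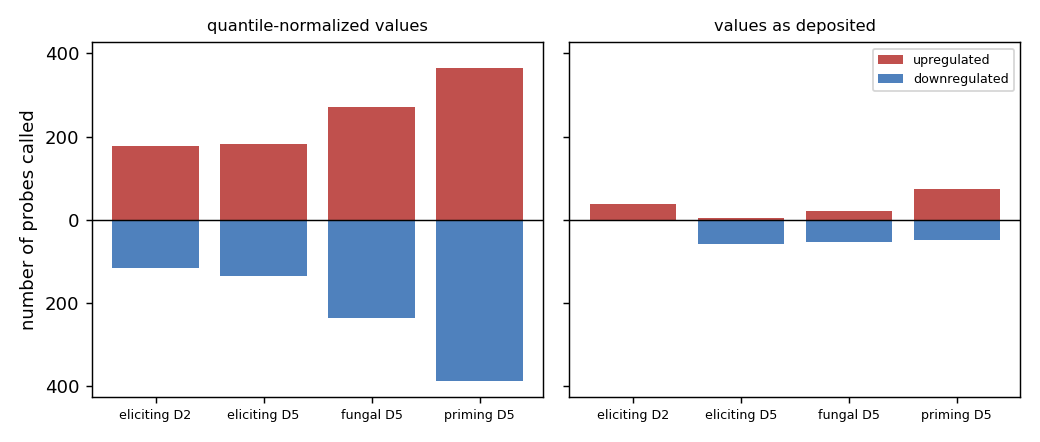
Number of probes called up and down in each of the 4 comparisons, after quantile normalization and in the values as deposited, as bars from 0. After quantile normalization the priming effect has the tallest bars (366 up, 388 down), and as deposited every bar is shorter.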

Overall, treatment with mycosubtilin led to a broader gene regulation response in priming modality at D5 when compared to both elicitation modalities at D2 or D5 (**Figures 3**-**5**). 

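By the test of the difference at D5, some genes had another effect of mycosubtilin in inoculated than in non-inoculated plants. A lipoxygenase (probe A_99_P062708), an enzyme that oxidizes polyunsaturated fatty acids, was lower in M-D5-Ni than in C-D5-Ni, a call that ended without C-D5-Ni replicate 3 (-1.87) and with slide as a block, and its treatment effect was higher by 4.14 ± 0.78, adjusted p = 0.0085 (difference of log2 fold changes, SE, n = 3 arrays in each of 4 groups) in inoculated plants. The effect was also higher for CBFIVd-4.1 (probe A_99_P193543), a CBF/DREB factor (2.56 ± 0.27, adjusted p = 3.8e-04), and for VTC2-like protein (probe A_99_P259271), which belongs to ascorbate biosynthesis (2.46 ± 0.45, adjusted p = 0.0077), and lower for PG1 (probe A_99_P409937) (-3.51 ± 0.42, adjusted p = 0.0012). In total the difference was called for 343 probes, 163 up and 180 down, and in the values as deposited for 12 up and none down, with all probes shifted by 0.92. With slide as a block it was called for 65 (29 up, 36 down). Without C-D5-Ni replicate 2 there were 170, and without C-D5-i replicate 3 there were 214. As deposited, the calls of a lipoxygenase and CBFIVd-4.1 held and those of PG1 and VTC2-like protein ended, the latter also with slide as a block for VTC2-like protein.
Priming shared genes with the eliciting effect at D2, measured on other arrays. Between them 45 probes were up in both and 52 down in both, against 6.27 and 4.38 if the calls were independent, and 11 were opposite. Each pair of M-D5-i and C-D5-i arrays with one replicate number shares a slide, and with slide as a block 776 probes were called for priming (373 up, 403 down). From the Venn diagrams and heatmaps of DEGs in Figures 3-5, the paper concludes that mycosubtilin led to a broader gene regulation in the priming modality at D5 than in both elicitation modalities.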

When considering the eliciting effect at both D2 and D5, only 40 differentially expressed genes (DEGs) were highlighted, with 18, 6, and 16 DEGs specifically scored at D2, both D2 and D5, and D5, respectively. Among them, 28 were upregulated and 12 were downregulated (**Figure 3A**). 

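Flavanone 3-hydroxylase was 6.8-fold higher in M-D2-Ni than in C-D2-Ni (log2 fold change 2.77 ± 0.36, adjusted p = 2.8e-04, SE, n = 3 arrays per group), and phosphoenolpyruvate carboxykinase (probe A_99_P436002), an enzyme of gluconeogenesis, rose by 2.42 ± 0.30, adjusted p = 1.9e-04. At D5 their log2 fold changes were -0.91 ± 0.36, adjusted p = 0.14, and -0.33 ± 0.30, adjusted p = 0.55, and the difference between the days was called for each (-3.67 ± 0.51, adjusted p = 5.4e-04, and -2.75 ± 0.42, adjusted p = 0.0011). Glutathione S-transferase GST 22 (probe A_99_P085775), a detoxifying enzyme, rose on both days (1.40 ± 0.24, adjusted p = 0.0021, and 2.40 ± 0.24, adjusted p = 5.1e-05).
The eliciting effect at D2 or D5 called 562 probes, 242 at D2 alone, 50 on both days and 270 at D5 alone. Of these, 330 were up, 216 down, and 16 up on one day and down on the other. The effect itself differed between the days for 448 probes, 257 higher and 191 lower at D5, and in the values as deposited for 1 higher and 49 lower, with all probes shifted by -0.74. The mock inoculation and the bag also lie between the days. The difference was called with slide as a block for 110 (66 up, 44 down). Of the probes called on both days, 13 were up on both and 21 down on both, against 3.14 and 1.55 if the calls were independent, though slides 1 and 4 hold arrays of both days. The 34 probes of one direction on both days became 10 without M-D2-Ni replicate 2, 12 and 17 without C-D2-Ni replicate 1 or 2, 20, 21 and 18 without C-D5-Ni replicate 1, 2 or 3, and 22 without M-D5-Ni replicate 1. In the values as deposited 0 remained, and with slide as a block 5. At D2 the arrays with one replicate number share a slide, and with slide as a block 294 probes were called at D2. At D5 the groups share only slide 7, and with slide as a block 76 were called (61 up, 15 down).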

At D5, priming modality displayed considerably more DEGs (80) when compared to the eliciting effect at D5 (22), with 13 DEGs found in common among the two modalities. 

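Transcripts that fell in both modalities include lipoxygenase (probe A_99_P155262), whose log2 fold change was -3.33 ± 0.42, adjusted p = 2.8e-04 (SE, n = 3 arrays per group) in eliciting and -2.73 ± 0.42, adjusted p = 2.9e-04 in priming. Its log2 intensity was 12.24 ± 0.09 (SD, n = 3) in C-D5-Ni, 8.92 ± 0.27 in M-D5-Ni, 12.18 ± 0.62 in C-D5-i and 9.44 ± 0.75 in M-D5-i. The other lipoxygenase probe, given above, also fell in eliciting, but its treatment effect was higher in inoculated plants. Light-induced protein 1-like (probe A_99_P209081) fell by 2.91 and by 2.85 on the log2 scale, and alpha/beta fold hydrolase (probe A_99_P304906) rose in both (1.40 ± 0.20 and 2.11 ± 0.20). The modalities share no array, but slides 2 and 5 hold arrays of both. Of 124 probes called in both, 49 were up in both, 69 down in both and 6 opposite, against 6.52 up and 5.18 down in both if the calls were independent. Across all probes, which are not independent replicates, the log2 fold changes correlated with r = 0.40. In simulated data of unchanged groups the 95% range was -0.49 to 0.54. It holds the observed r, which is therefore no evidence of a shared response. The 118 probes of one direction became 78 without C-D5-Ni replicate 3, 25 in the values as deposited and 18 with slide as a block. The eliciting calls of the genes named here ended with slide as a block, and that of alpha/beta fold hydrolase also as deposited.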

Globally, when considering all investigated modalities at D5 (eliciting, fungal, and priming effects), a total of 116 DEGs were recorded (**Figure 3B**). 

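Several genes moved one way with the fungus and the other way with priming. Cinnamyl alcohol dehydrogenase (probe A_99_P318481), an enzyme of lignin monomer biosynthesis, was lower in C-D5-i than in C-D5-Ni (log2 fold change -3.76 ± 0.25, adjusted p = 1.6e-07, SE, n = 3 arrays per group) and higher in M-D5-i than in C-D5-i (2.58 ± 0.25, adjusted p = 1.4e-05). Indole-3-glycerol phosphate lyase (probe A_99_P496502), which releases indole, went from -3.12 ± 0.24, adjusted p = 4.5e-07, to 2.47 ± 0.24, adjusted p = 1.3e-05. Both also rose in the eliciting effect (1.61 ± 0.25 and 1.56 ± 0.24). In the reverse direction, germin-like protein 3 (probe A_99_P546587) rose with the fungus (1.86 ± 0.32) and fell with priming (-2.43 ± 0.32), and glucan endo-1,3-beta-glucosidase (probe A_99_P492787), a beta-1,3-glucanase, did the same (1.26 ± 0.19 and -2.02 ± 0.19). Of 207 probes called in both, 192 were opposite, 117 up with the fungus and 75 down with it, and 15 had one direction. If the calls were independent, 10.2 and 8.48 would be opposite. C-D5-i stands in both comparisons with opposite sign, so part of the excess can come from these shared arrays, and 3 arrays cannot be divided into sets of at least 2. The paper also reports less spore germination on treated leaves at D5. An effect of less fungus in M-D5-i cannot be told apart here from one on the plant. The log2 fold changes of the fungal and priming effects correlated with r = -0.40 across probes. In simulated data that share only the control arrays the mean was -0.47, with a 95% range of -0.83 to 0.04 that holds the observed r. Their covariance was -0.126 against a simulated mean of -0.031, for which no range was taken. The eliciting and fungal effects share C-D5-Ni, and of their 69 shared probes 15 were up in both and 10 down in both, against 4.81 and 3.17 if the calls were independent. A further 10 were up with eliciting and down with the fungus and 34 the reverse, against 4.24 and 3.6. Their r was -0.05, against a mean of 0.47 and a 95% range of -0.25 to 0.81 in the simulated data.
At D5 the eliciting, fungal or priming effect called 1228 probes, 14.1% of them in the eliciting effect alone, 22.6% in the fungal effect alone and 38.2% in priming alone. These sets follow from thresholds, and the difference between modalities was tested only as the difference of treatment effects. As deposited, 16 of the calls were opposite, and with slide as a block 30, where the fungal calls of germin-like protein 3 and glucan endo-1,3-beta-glucosidase ended.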

Out of the detected 116 DEGs, 8, 27 and 59, were specifically noticed during either elicitation, fungal or priming effect modalities, respectively. (**Figure 3B**).

**Figure 3:**
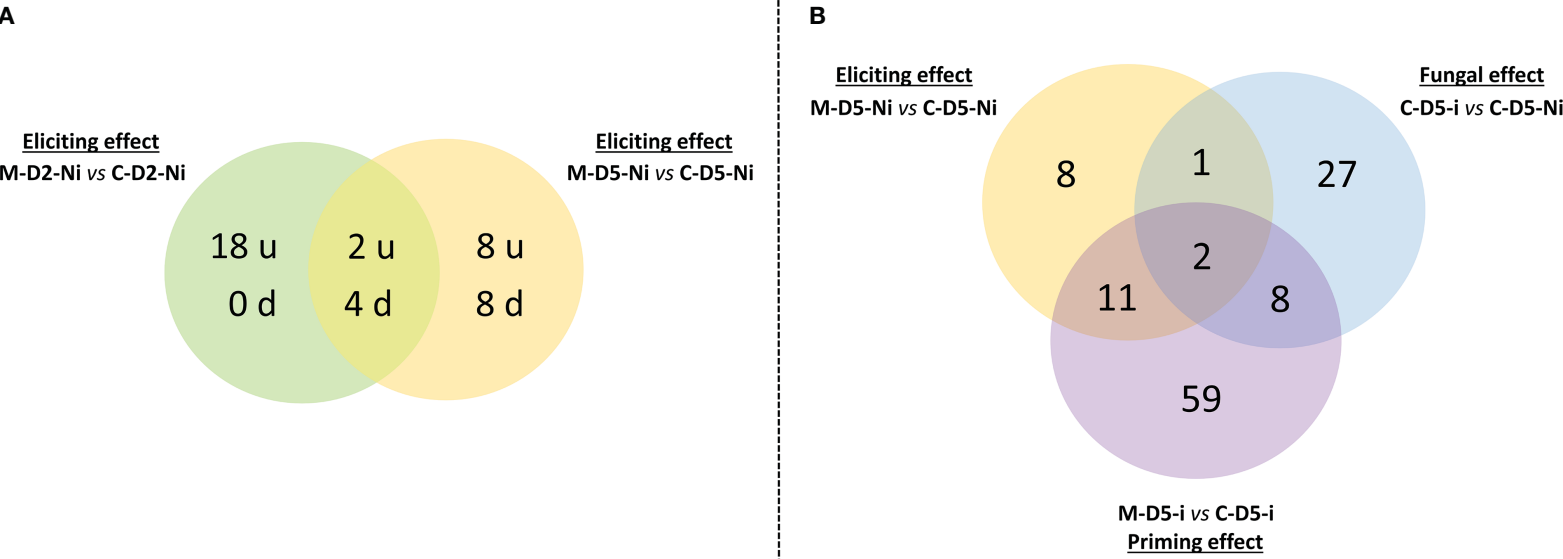
Venn diagrams underlying **(A)** the number of up-regulated (u) or down-regulated (d) genes observed after mycosubtilin treatment in non-inoculated conditions with *Zymoseptoria tritici* as well as **(B)** the number of differentially expressed genes in the different tested conditions at five days after treatment with mycosubtilin (*i.e.* three days after wheat inoculation with *Z. tritici*). In **(A)**, the potential early elicitation effect of mycosubtilin at two days after treatment (M-D2-Ni vs C-D2-Ni) on the levels of wheat leaf gene expression is compared to the later one at five days after treatment (M-D5-Ni vs C-D5-Ni). In **(B)**, The eliciting effect of mycosubtilin (M-D5-Ni vs C-D5-Ni) is compared to the fungus effect (C-D5-i vs C-D5-Ni) and to the priming effect of mycosubtilin (M-D5-i vs C-D5-i). M refers to plants treated with mycosubtilin whereas C stands for mock treated ones. Ni stands for mock inoculated whereas i indicates that plants were inoculated with *Z. tritici*. D2 and D5 signify that leaves were sampled respectively at two and five days after mycosubtilin treatment.

**Figure 4:**
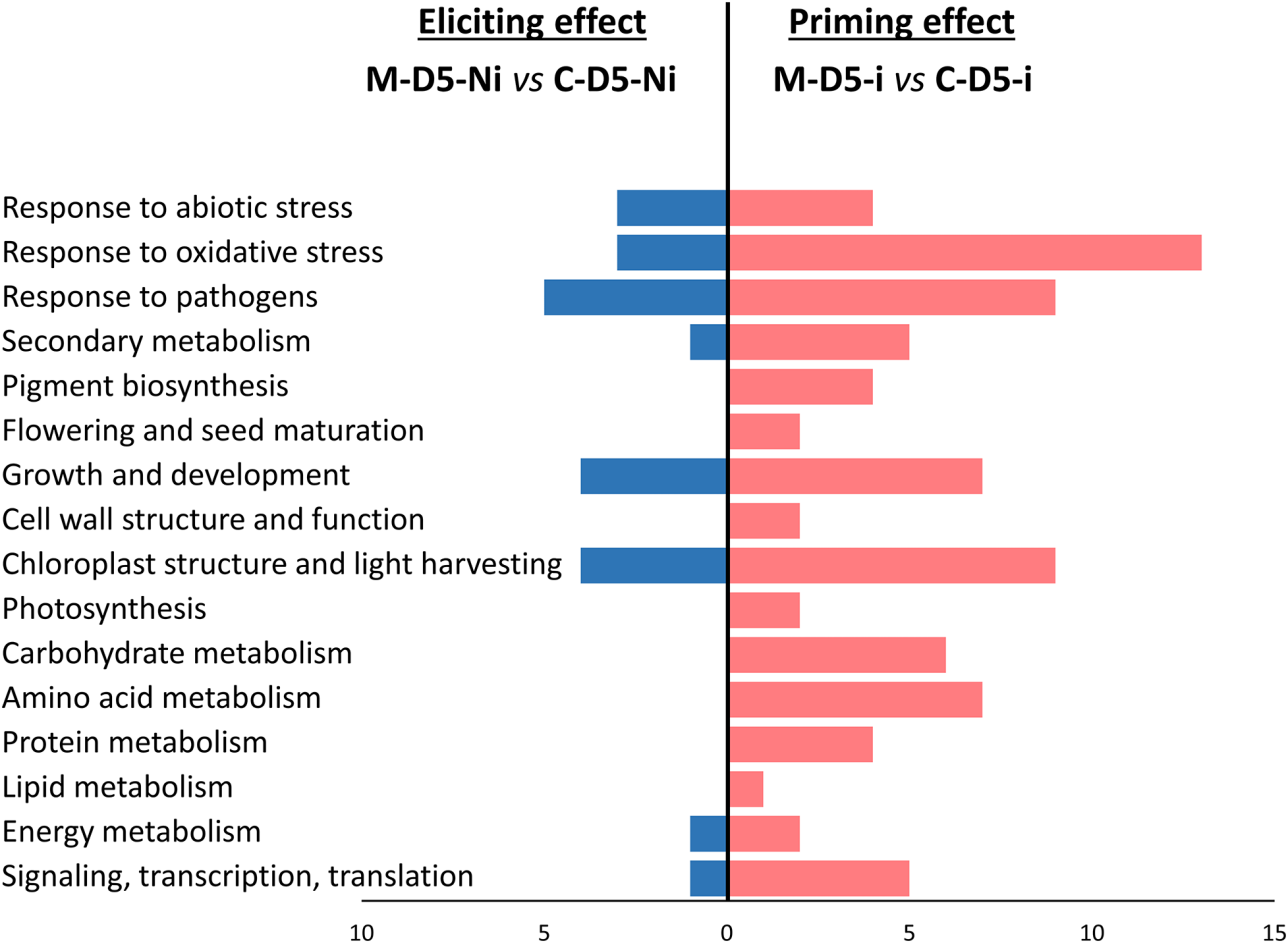
Functional groups of differentially expressed genes (DEGs) highlighting eliciting (M-D5-Ni vs C-D5-Ni) or priming (M-D-5i vs C-D5-i) effects of wheat defenses after treatment with mycosubtilin. Functional annotation of DEGs was performed based on NCBI GenBank and related-gene physiological processes were assigned with NCBI, AmiGO 2 Gene Ontology and UniProt. M refers to plants treated with mycosubtilin whereas C stands for mock treated ones. Ni stands for mock inoculated whereas i indicates that plants were inoculated with *Zymoseptoria tritici*. D5 signifies that leaves were sampled at five days after mycosubtilin treatment.

**Figure 5:**
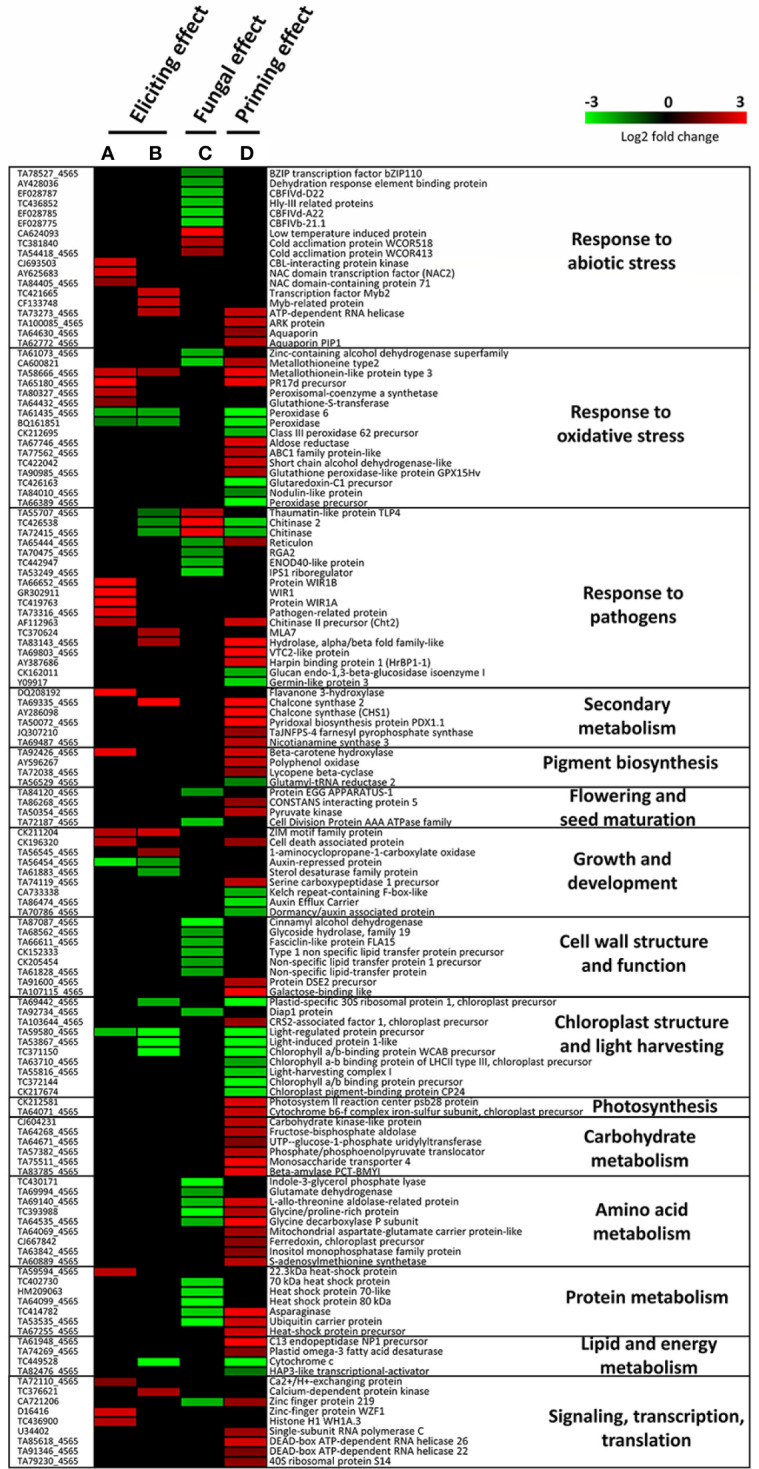
Heatmap showing significantly up- or down-regulated genes in wheat third-leaves (cv. Alixan) treated or not with 100 mg.L^-1^ mycosubtilin and inoculated or not with *Zymoseptoria tritici* (strain T02596), recorded at two days after treatment in non-inoculated conditions **(A, B)** and at five days after treatment (*i.e.* three days after inoculation) in inoculated conditions **(C, D)**. A and B highlight the eliciting effect, C shows the fungal effect, while D reveals the priming effect induced by mycosubtilin. Gene-related physiological processes are represented on the right part of the graph and were determined using NCBI, AmiGO 2 Gene Ontology, KEGG and UniProt. **(A)**, M-D2-Ni *vs* C-D2-Ni; **(B)**, M-D5-Ni *vs* C-D5-Ni; **(C)**, C-D5-i *vs* C-D5-Ni; **(D)**, M-D5-i *vs* C-D5-i. Significant relative change in gene expression is presented in Log2 ratio, according to the color scale, using the WebMev software. M refers to plants treated with mycosubtilin whereas C stands for mock treated ones. Ni stands for mock inoculated whereas i indicates that plants were inoculated with *Z. tritici*. D2 and D5 signify that leaves were sampled respectively at two and five days after mycosubtilin treatment.

Functional groups of DEGs recorded during wheat eliciting or priming by mycosubtilin at D5 were compared (**Figure 4**). Consistently with the findings highlighted above in Venn diagrams, priming conditions clearly exhibited more DEGs annotated in the highlighted functional groups when compared to the eliciting conditions at D5. Among the sixteen identified functional groups of DEGs, those linked to stress responses were the most regulated upon treatment with mycosubtilin, especially in priming conditions, followed by those involved in chloroplast and light harvesting, as well as growth and development. 

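Light-harvesting proteins, which bind chlorophyll in the antennae of both photosystems, fell with priming. Of 19 probes 13 fell, none rose and 6 did not pass the test, and 14 fell when adjusted over the list alone (median log2 fold change -1.87, adjusted p = 6.1e-10, and adjusted p = 0.25 with an estimated correlation). WCAB (probe A_99_P409112) had a log2 fold change of -5.50 ± 0.87, adjusted p = 3.4e-04 (SE, n = 3 arrays per group), CP24 (probe A_99_P437157) of -2.61 ± 0.60, adjusted p = 0.0057, and a chlorophyll a/b binding protein (probe A_99_P214316) of -2.05 ± 0.40, adjusted p = 0.0017. The medians within the shared slides lay between -2.32 and -1.44. In the eliciting effect 2 of these probes fell, none rose and 17 did not pass the test, with 2 lower when adjusted over the list alone (median log2 fold change -0.71, adjusted p = 2.6e-04, and adjusted p = 0.48 with an estimated correlation), and the list did not pass there with slide as a block. Of 7 light-regulated and clock probes 3 fell and none rose, the same when adjusted over the list alone (median log2 fold change -0.57, adjusted p = 4.8e-04, and adjusted p = 0.2 with an estimated correlation). Growth-related transcripts include 18 auxin probes, of which 7 fell and none rose, with 8 lower when adjusted over the list alone (median log2 fold change -0.84, adjusted p = 0.002, and adjusted p = 0.25 with an estimated correlation), such as dormancy/auxin associated protein (probe A_99_P262826) (-1.93 ± 0.28, adjusted p = 1.6e-04).
In the functional groups of Supplementary Table S2, whose genes were chosen on these arrays and are no independent evidence, priming called 8 of 16 oxidative stress genes up and 6 down, 4 of 18 pathogen response genes up and 4 down, and 2 of 18 abiotic stress genes up. It called 6 of 7 light harvesting genes down, and 2 of 10 growth and development genes up and 3 down. The eliciting effect at D5 called 1 oxidative stress gene down, 2 pathogen response genes up and 2 down, 3 abiotic stress genes up and 1 down, 3 light harvesting genes down, and 2 growth and development genes up and 3 down. In the values as deposited the priming call of WCAB held and those of CP24, a chlorophyll a/b binding protein and dormancy/auxin associated protein ended.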

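With priming, glycine decarboxylase P subunit (probe A_99_P240211), an enzyme of photorespiration, rose by 2.33 ± 0.26, adjusted p = 2.6e-05 (log2 fold change, SE, n = 3 arrays per group). It was the only one of 7 photorespiration probes called, none fell, and 1 rose when adjusted over the list alone, while the list as a whole was higher (median log2 fold change 0.67, adjusted p = 0.0012, and adjusted p = 0.13 with an estimated correlation). Photosystem and electron transport probes went both ways. Of 46, 3 rose, 10 fell and 33 did not pass the test, with 3 and 12 when adjusted over the list alone (median log2 fold change -0.69, adjusted p = 0.011, and adjusted p = 0.77 with an estimated correlation). Photosystem II reaction center psb28 (probe A_99_P424262) rose (1.63 ± 0.25, adjusted p = 2.9e-04), as did cytochrome b6-f iron-sulfur subunit (probe A_99_P238726) (1.35 ± 0.14, adjusted p = 1.7e-05), and photosystem I reaction center subunit (probe A_99_P491882) fell (-1.51 ± 0.31, adjusted p = 0.0024). The photosystem list did not pass without C-D5-i replicate 2, or M-D5-i replicate 1 (median -0.67 to -0.65). In amino acid and protein metabolism, asparaginase (probe A_99_P466942) rose by 2.09 ± 0.40, C13 endopeptidase NP1 (probe A_99_P231506), a protease, by 2.09 ± 0.29 and ubiquitin carrier protein (probe A_99_P208256) by 1.52 ± 0.24. Pyridoxal biosynthesis protein PDX1.1 (probe A_99_P197801), of vitamin B6 biosynthesis, rose by 2.12 ± 0.27 and 37 kDa chloroplast inner envelope protein (probe A_99_P341416) by 2.13 ± 0.20.
By the functional groups of Supplementary Table S2, whose genes were picked on these arrays, priming called up 5 of 6 carbohydrate metabolism genes, 5 of 9 amino acid metabolism genes, 5 of 8 protein metabolism genes, 2 of 2 photosynthesis genes and 1 of 3 flowering and seed maturation genes. It called 2 pigment biosynthesis genes up and 1 down, 3 cell wall genes up and 1 down, and the lipid metabolism gene was not called. The eliciting effect at D5 called up 1 gene each of the amino acid, protein, cell wall and flowering groups and none of the carbohydrate, pigment, photosynthesis and lipid groups. The difference between the modalities was not tested by group. As deposited, the calls of photosystem I reaction center subunit, cytochrome b6-f iron-sulfur subunit and ubiquitin carrier protein ended.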

Few functional groups of DEGs were found only in priming modality, including those related to pigment biosynthesis, photosynthesis, flowering and seed maturation, cell wall structure and function, and primary metabolic pathways (carbohydrate, amino acid, protein, and lipid metabolisms). Moreover, a relative strong increase in the number of DEGs involved in transcription regulation, RNA-processing and translation, as well as secondary metabolism, was observed in priming when compared to elicitation modalities (**Figure 4**).

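ATP-dependent RNA helicase (probe A_99_P271141), an enzyme that unwinds RNA, rose with priming by 1.54 ± 0.28, adjusted p = 9.2e-04 (log2 fold change, SE, n = 3 arrays per group) and with eliciting at D5 by 1.61 ± 0.28, adjusted p = 0.0021, and the difference between these effects did not pass the test (-0.08 ± 0.39, adjusted p = 0.93). Flavanone 3-hydroxylase rose with priming by 1.55 ± 0.36, adjusted p = 0.0061, and its treatment effect was higher in inoculated than in non-inoculated plants (2.46 ± 0.51, adjusted p = 0.015). Of the genes that Supplementary Table S2 places in transcription, RNA-processing and translation, 3 of 4 were called up in priming and 1 in eliciting. Of 3 genes of transcription regulation none was called in priming and 1 was down in eliciting. Of 6 genes of secondary metabolism 5 were up in priming and 2 in eliciting. These genes were selected on the same arrays, so their counts are no independent evidence. Of 85 cytosolic ribosomal protein probes 1 rose and 1 fell, the same when adjusted over the list alone, and the list was higher by a small amount (median log2 fold change 0.18, adjusted p = 0.048, and adjusted p = 0.8 with an estimated correlation). Without C-D2-Ni replicate 3, or C-D5-Ni replicate 2, or C-D5-i replicate 2 or 3, or M-D5-Ni replicate 1 or 2, or M-D5-i replicate 1, 2 or 3, the cytosolic ribosomal list no longer passed (median 0.12 to 0.18). The cytosolic ribosomal list did not pass with array weights, with the arrays of the compared groups only or with a filter on dim probes. As deposited that list no longer passed. No shift passed the test for 9 WRKY (median log2 fold change -0.15, adjusted p = 0.45), 9 NAC (median log2 fold change -0.13, adjusted p = 0.68) or 16 MYB probes (median log2 fold change -0.04, adjusted p = 0.87), none of which was called, also when adjusted over the list alone, and whose medians were 0.33, 0.29 and 0.42 as deposited. The priming call of ATP-dependent RNA helicase ended in the values as deposited, and the difference for flavanone 3-hydroxylase with slide as a block.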

When examining the gene regulation in detail, mycosubtilin-induced eliciting effect observed at D2 mainly involved DEGs associated to responses to pathogens, oxidative stress, and abiotic stress; most of them were significantly upregulated, except *peroxidase* and *peroxidase 2*, which were significantly downregulated (**Figure 5** and **Supplementary Table S2**). 

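Transcripts of WIR1 and of other pathogenesis-related proteins were higher in M-D2-Ni than in C-D2-Ni. Of 5 WIR1 probes 4 rose and none fell (median log2 fold change 2.96, adjusted p = 5.4e-07, and adjusted p = 0.28 with an estimated correlation). WIR1B had a log2 fold change of 3.37 ± 0.39, adjusted p = 1.3e-04 (SE, n = 3 arrays per group), WIR1A of 2.96 ± 0.45, adjusted p = 8.7e-04 and thaumatin-like protein (probe A_99_P491592) of 3.25 ± 0.35, adjusted p = 6.3e-05. Of 4 other pathogenesis-related probes 3 rose and none fell (median log2 fold change 1.54, adjusted p = 3.5e-04, and adjusted p = 0.28 with an estimated correlation). Chitinases and glucanases cleave fungal cell walls, and chitinase II (probe A_99_P000381) rose by 1.26 ± 0.26, adjusted p = 0.009 and the endo-1,3(4)-beta-glucanase TaGlb2b (probe A_99_P163837) by 1.89 ± 0.40, adjusted p = 0.01. The lists of 6 chitinases (2 up, median log2 fold change 0.18, adjusted p = 0.15), 7 beta-1,3-glucanases (2 up, median log2 fold change 0.22, adjusted p = 0.18) and 6 thaumatin-like proteins (1 up, median log2 fold change 0.13, adjusted p = 0.2) did not pass, with none down. Class III peroxidases, which oxidize phenolics with hydrogen peroxide, went the other way. Of 13 probes 5 fell and none rose (median log2 fold change -0.65, adjusted p = 0.0066, and adjusted p = 0.32 with an estimated correlation), among them an aspen-like peroxidase (probe A_99_P431937) (-1.31 ± 0.27, adjusted p = 0.0076) and peroxidase 6 (probe A_99_P552147) (-1.81 ± 0.49, adjusted p = 0.037). Of 19 glutathione S-transferase probes 3 rose and none fell (median log2 fold change 0.27, adjusted p = 0.0014, and adjusted p = 0.32 with an estimated correlation). Of 15 probes of CBF/DREB factors, which govern cold and drought responses, 3 fell and none rose (median log2 fold change -0.48, adjusted p = 4.1e-04, and adjusted p = 0.28 with an estimated correlation), such as CBFIVb-D20 (probe A_99_P092110) (-2.00 ± 0.31, adjusted p = 9.0e-04). Adjusted over the list alone, 4 WIR1, 3 pathogenesis-related and 3 glutathione S-transferase probes rose, and 6 peroxidase and 3 CBF/DREB probes fell.
In each gene named here all 3 arrays of one group lay above all 3 of the other, as in 284 of the 292 probes called, and each call held with slide as a block. Without C-D2-Ni replicate 3, or M-D2-Ni replicate 2, TaGlb2b was no longer called (log2 fold change 1.41 to 1.70). Chitinase II lost its call without C-D2-Ni replicate 2 (log2 fold change 1.15). Leaving out C-D2-Ni replicate 1, 2 or 3, or M-D2-Ni replicate 1 or 2 ended the call of peroxidase 6 (log2 fold change -1.88 to -1.43). The call of an aspen-like peroxidase ended without M-D2-Ni replicate 2 (log2 fold change -1.01). Peroxidase 6 no longer passed with a robust variance trend. An aspen-like peroxidase did not pass with the arrays of the compared groups only. The CBF/DREB factors list no longer passed with a filter on dim probes. As deposited, the calls of WIR1B, WIR1A, thaumatin-like protein and TaGlb2b held and the others ended. Of the Table S2 genes of pathogen response, chosen on these arrays, 5 of 18 were up and none down, of oxidative stress 2 were up and 4 down, and of abiotic stress 3 were up.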

Noticeably, three DEGs involved in signaling, transcription, and translation (*Ca^2+^/H^+^ exchanging protein*, *zinc finger protein WZF1*, and *histone H1 WH1A.3*) were found overexpressed at D2 (**Figure 5**). Additionally, at D5, a downregulation of eight other DEGs, three associated with responses to pathogens (*thaumatin-like protein TL4, chitinase*, and *chitinase*2), as well as an upregulation of eight DEGs, with two linked with responses to pathogens, were recorded. 

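Linker histones, which bind DNA between nucleosomes, rose at D2. Histone H1 WH1B.1 (probe A_99_P206656) had a log2 fold change of 2.12 ± 0.28, adjusted p = 3.3e-04 (SE, n = 3 arrays per group) and histone H1 WH1A.3 (probe A_99_P511852) of 1.27 ± 0.26, adjusted p = 0.008. Of 12 histone probes 5 rose and none fell, the same when adjusted over the list alone (median log2 fold change 0.95, adjusted p = 1.1e-04, and adjusted p = 0.28 with an estimated correlation). At D5 6 of them fell and none rose, the same when adjusted over the list alone (median log2 fold change -0.96, adjusted p = 1.6e-05, and adjusted p = 0.19 with an estimated correlation), with -1.62 ± 0.28, adjusted p = 0.0025, for histone H1 WH1B.1 and -1.01 ± 0.26, adjusted p = 0.026, for histone H1 WH1A.3. The medians of the list within the shared slides lay between 0.52 and 1.24 at D2, and at D5 the 1 pair of arrays on one slide gave -0.85. Zinc finger protein WZF1 (probe A_99_P489622) rose at D2 by 1.54 ± 0.42, adjusted p = 0.039, and CBL-interacting protein kinase (probe A_99_P431532), of the calcium signalling pathway, by 1.54 ± 0.29, adjusted p = 0.004. For the Ca2+/H+ exchanging protein (probe A_99_P267366), which moves calcium across membranes, the log2 fold change was 0.79 ± 0.16, adjusted p = 0.0084, below the fold threshold. Of 41 calcium signalling probes 3 rose and none fell, the same when adjusted over the list alone, and the list did not pass the test (median log2 fold change 0.01, adjusted p = 0.15). Without M-D2-Ni replicate 2, histone H1 WH1A.3 was no longer called (log2 fold change 1.13). Zinc finger protein WZF1 lost its call without C-D2-Ni replicate 1, 2 or 3, or C-D5-Ni replicate 1 or 2, or M-D2-Ni replicate 1 or 2 (log2 fold change 1.42 to 1.65). Zinc finger protein WZF1 did not pass with 50 added to each value or with a robust variance trend. At D5, lhe call of histone H1 WH1A.3 ended without C-D5-Ni replicate 1, 2 or 3, or M-D5-Ni replicate 1 or 2 (log2 fold change -1.104 to -0.91). Histone H1 WH1A.3 no longer passed with arrays centred on their medians, with 50 added to each value or with slide as a random block. As deposited the D2 call of histone H1 WH1B.1 held, and both D5 calls ended there and with slide as a block.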

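At D5 a barley-like chitinase (probe A_99_P268406) was lower in M-D5-Ni than in C-D5-Ni (log2 fold change -1.60 ± 0.29, adjusted p = 0.0033, SE, n = 3 arrays per group), as was an aspen-like peroxidase (-1.46 ± 0.27, adjusted p = 0.0034). For thaumatin-like protein TLP4 (probe A_99_P509202) the log2 fold change was -0.997 ± 0.30, adjusted p = 0.053, and for chitinase 2 (probe A_99_P488752) -0.41 ± 0.30, adjusted p = 0.45. Of 6 chitinase probes 1 fell and none rose, with 2 lower when adjusted over the list alone (median log2 fold change -0.26, adjusted p = 0.19). Of 6 thaumatin-like probes 1 fell and 2 when adjusted over the list alone (median log2 fold change -0.95, adjusted p = 0.0064, and adjusted p = 0.19 with an estimated correlation). Of 5 WIR1 probes 1 fell and 4 when adjusted over the list alone (median log2 fold change -1.21, adjusted p = 0.0062, and adjusted p = 0.44 with an estimated correlation). Among transcripts that rose, MLA7 (probe A_99_P408547), an NBS-LRR resistance protein of barley, had a log2 fold change of 1.40 ± 0.16, adjusted p = 1.4e-04, the transcription factors Myb2 (probe A_99_P479147) and Myb-related protein (probe A_99_P453952) of 1.79 ± 0.24 and 1.73 ± 0.28, calcium-dependent protein kinase (probe A_99_P415112) of 1.40 ± 0.23 and a WRKY factor (probe A_99_P148647) of 1.70 ± 0.36. Of 9 WRKY probes 2 rose and none fell, with 3 when adjusted over the list alone (median log2 fold change 0.67, adjusted p = 4.9e-04, and adjusted p = 0.19 with an estimated correlation). Of 7 probes of benzoxazinoid and tryptophan biosynthesis 1 rose, the same when adjusted over the list alone (median log2 fold change 0.72, adjusted p = 0.0064, and adjusted p = 0.19 with an estimated correlation). Of 15 CBF/DREB probes 1 rose and 2 fell, the same when adjusted over the list alone (median log2 fold change -0.80, adjusted p = 3.1e-04, and adjusted p = 0.23 with an estimated correlation). Beside these groups, the 27 housekeeping probes were lower as a list, with none called, also when adjusted over the list alone, and a median of -0.25 (adjusted p = 0.037, and adjusted p = 0.28 with an estimated correlation).
For the housekeeping (RNA quality) list the call ended without C-D5-Ni replicate 1 or 2, or M-D5-Ni replicate 2 or 3 (median -0.30 to -0.17). The thaumatin-like proteins list, the CBF/DREB factors list and the housekeeping (RNA quality) list did not pass with a filter on dim probes. With slide as a block the calls of MLA7, Myb2, Myb-related protein and calcium-dependent protein kinase held, those of a barley-like chitinase, an aspen-like peroxidase and a WRKY factor ended, and the thaumatin-like, WIR1, benzoxazinoid and housekeeping lists no longer passed. As deposited, none of the named calls held, and the housekeeping list did not pass.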

In the priming modality at D5, mycosubtilin induced the regulation of a substantial number of genes related to several physiological pathways. Among them, a subset of 26 genes is linked to responses to stresses, including thirteen to oxidative stress, nine to pathogens, and four to abiotic stress. 

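Class III peroxidases fell with priming. Of 13 probes 8 fell, none rose and 5 did not pass the test, the same when adjusted over the list alone (median log2 fold change -1.98, adjusted p = 1.6e-07, and adjusted p = 0.13 with an estimated correlation). Peroxidase 6 had a log2 fold change of -3.59 ± 0.49, adjusted p = 1.2e-04 (SE, n = 3 arrays per group), peroxidase precursor (probe A_99_P247391) of -2.93 ± 0.37, adjusted p = 7.2e-05 and an aspen-like peroxidase of -2.56 ± 0.27, adjusted p = 1.7e-05. Among pathogen response genes, 4 of 6 chitinase probes fell and 1 rose, the same when adjusted over the list alone (median log2 fold change -1.68, adjusted p = 0.0073, and adjusted p = 0.25 with an estimated correlation). Chitinase 2 fell (-2.41 ± 0.30, adjusted p = 6.3e-05) and chitinase II rose (1.61 ± 0.26, adjusted p = 4.6e-04). TaGlb2b also rose (1.87 ± 0.40), as did harpin binding protein HrBP1-1 (probe A_99_P645996) (1.60 ± 0.21). The 2 germin probes both fell, the same when adjusted over the list alone (median log2 fold change -2.43, adjusted p = 0.0012, and adjusted p = 0.2 with an estimated correlation), with -2.43 ± 0.27 for probe A_99_P225396. Of 6 thaumatin-like probes 1 fell and none rose, the same when adjusted over the list alone (median log2 fold change -0.57, adjusted p = 0.24), with -1.68 ± 0.32 for TLP5 (probe A_99_P244946). Metallothioneins bind metal ions, and of 9 probes 2 rose and 1 fell, the same when adjusted over the list alone (median log2 fold change 0.68, adjusted p = 0.029, and adjusted p = 0.28 with an estimated correlation), with 2.32 ± 0.33 for the metallothionein-like protein type 3 (probe A_99_P166249). Of 22 heat shock protein probes 6 rose and 1 fell, the same when adjusted over the list alone, and the list did not pass the test (median log2 fold change 0.22, adjusted p = 0.12). Heat shock protein HSP17.3 (probe A_99_P405772) rose by 2.02 ± 0.32. The metallothioneins list did not pass without C-D5-i replicate 2, or M-D5-i replicate 1 (median 0.64 to 0.65). The metallothioneins list no longer passed with arrays centred on their medians. All genes named here kept their calls with slide as a block, and those of chitinase 2 and thaumatin-like protein TLP5 ended in the values as deposited.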

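Beta-carotene hydroxylase (probe A_99_P336181), an enzyme of carotenoid biosynthesis upstream of ABA, rose with priming (log2 fold change 1.503 ± 0.30, adjusted p = 0.002, SE, n = 3 arrays per group), while lycopene beta-cyclase (probe A_99_P267096) had 0.81 ± 0.17, adjusted p = 0.0034, below the fold threshold. ARK protein (probe A_99_P360266) rose by 1.48 ± 0.24, adjusted p = 3.8e-04, aldose reductase (probe A_99_P252121) by 1.63 ± 0.21, adjusted p = 8.9e-05, ABC1 family protein-like (probe A_99_P285771) by 1.33 ± 0.23, glutathione peroxidase-like GPX15Hv (probe A_99_P491687) by 1.17 ± 0.20 and nicotianamine synthase 3 (probe A_99_P258261) by 1.20 ± 0.19. S-adenosylmethionine synthetase (probe A_99_P227511) rose by 1.29 ± 0.40, adjusted p = 0.034. The chlorophyll a/b binding protein of LHCII type III (probe A_99_P237481) fell (-1.92 ± 0.37), as did light-harvesting complex I (probe A_99_P214401) (-2.06 ± 0.47). Aquaporins, which pass water through membranes, rose as a group. Of 24 probes 4 rose, none fell and 20 did not pass the test, the same when adjusted over the list alone (median log2 fold change 0.73, adjusted p = 8.1e-07, and adjusted p = 0.25 with an estimated correlation), with 1.16 ± 0.20, adjusted p = 6.5e-04 for aquaporin (probe A_99_P234056). Of the aquaporins of Table S2, probe A_99_P240586 had a log2 fold change of 0.81 ± 0.28, adjusted p = 0.051 and aquaporin PIP1 (probe A_99_P234076) of 1.20 ± 0.54, adjusted p = 0.13. The 5 probes of carotenoid and ABA biosynthesis did not pass the list test (median log2 fold change 0.20, adjusted p = 0.12), with 1 up and none down, the same when adjusted over the list alone, nor did 11 of ABA signalling and response (median log2 fold change -0.62, adjusted p = 0.39), none of which was called, also when adjusted over the list alone. Without C-D5-i replicate 1, 2 or 3, or M-D5-i replicate 1, 2 or 3, S-adenosylmethionine synthetase was no longer called (log2 fold change 1.19 to 1.36). Aquaporin did not pass with 50 added to each value. In the values as deposited the call of aldose reductase held and the others ended.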

Interestingly, several genes involved in abscisic acid (ABA) biosynthesis (*beta-carotene hydroxylase* and *lycopene β-cyclase*) and ABA-associated signaling pathways (*ARK protein*, *aquaporins*, *aldose reductase*, *ABC1 family protein-like*, *glutathione peroxidase-like protein GPX15Hv*, *nicotianamine synthase 3*, *chlorophyll a/b binding protein of LHCII type III chloroplast precursor*, *light-harvesting complex 1* and *S-adenosylmethionine synthetase*) were also regulated in priming modality at D5 (**Figure 5**). 

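In untreated plants inoculation with Z. tritici raised chitinases 3 days later. Chitinase 2 was higher in C-D5-i than in C-D5-Ni by 4.08 ± 0.30, adjusted p = 3.7e-07 (log2 fold change, SE, n = 3 arrays per group) and a barley-like chitinase by 2.56 ± 0.29, adjusted p = 2.8e-05, and 3 of 6 chitinase probes rose and none fell (median log2 fold change 1.20, adjusted p = 6.1e-04, and adjusted p = 0.16 with an estimated correlation). Thaumatin-like protein TLP4 rose by 2.05 ± 0.30 and xylanase inhibitor TAXI-III (probe A_99_P195998), which inhibits fungal xylanases, by 2.32 ± 0.39. Both of 2 germin probes rose (median log2 fold change 1.80, adjusted p = 0.0037, and adjusted p = 0.19 with an estimated correlation), as did 2 of 13 class III peroxidases with none lower (median log2 fold change 0.70, adjusted p = 0.0096, and adjusted p = 0.37 with an estimated correlation). CBF/DREB factors fell in 9 of 15 probes and rose in none (median log2 fold change -1.12, adjusted p = 9.2e-08, and adjusted p = 0.15 with an estimated correlation), with -1.72 ± 0.19, adjusted p = 2.4e-05 for CBFIVd-4.1 and -1.77 ± 0.22 for CBFIVb-21.1 (probe A_99_P012439). Cold acclimation proteins went the other way, with 7 of 34 probes up and none down (median log2 fold change 0.25, adjusted p = 0.0036, and adjusted p = 0.19 with an estimated correlation), although as deposited their median was -0.15, or 0.24 relative to all probes. WCOR518 (probe A_99_P421457) rose by 1.88 ± 0.40 and the low temperature induced protein (probe A_99_P459967) by 3.32 ± 0.45. Heat shock proteins fell in 7 of 22 probes and rose in none (median log2 fold change -0.24, adjusted p = 0.024, and adjusted p = 0.37 with an estimated correlation), with -2.30 ± 0.31 for heat shock protein 80 (probe A_99_P238761) and -1.96 ± 0.34 for a heat shock protein 70 (probe A_99_P592357). Of 12 lipid transfer proteins 1 rose and 6 fell (median log2 fold change -0.996, adjusted p = 0.024, and adjusted p = 0.37 with an estimated correlation). Adjusted over the list alone, 3 chitinase, 2 germin, 2 peroxidase and 7 cold acclimation probes rose, 9 CBF/DREB and 7 heat shock probes fell, and 1 lipid transfer probe rose and 6 fell.
Without C-D5-i replicate 2, the cold acclimation list no longer passed (median 0.11). For the heat shock list the call ended without C-D5-i replicate 3 (median -0.21). The lipid transfer list did not pass without C-D5-Ni replicate 3, or C-D5-i replicate 3 (median -0.84 to -0.81). The heat shock list no longer passed with the arrays of the compared groups only. The groups share no slide, so no value within a slide can be given. With slide as a block 77 of the 10271 probes were called (36 up, 41 down), the calls of thaumatin-like protein TLP4, xylanase inhibitor TAXI-III, CBFIVb-21.1, WCOR518 and heat shock protein 70 ended, and the peroxidase and cold acclimation lists no longer passed. All 508 probes called without the block kept their sign with it, a weak check since they were called on the same arrays. As deposited the calls of thaumatin-like protein TLP4, xylanase inhibitor TAXI-III, CBFIVb-21.1 and WCOR518 ended.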

Regarding the effect of the fungal infection alone on the wheat leaf transcriptome at D5, only an upregulation of six DEGs involved in response to abiotic stress and pathogens was obtained, whereas a set of 32 DEGs was downregulated by the fungus alone at this time point, among them some are also related to responses to abiotic stress and pathogens. However, the most remarkable effect of *Z. tritici* is the downregulation of an important number of genes involved in cell-wall structure, amino acid metabolism, and protein metabolism (**Figure 5**).

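Of the genes that Supplementary Table S2 assigns to these groups, chosen on these arrays and so no independent evidence, 6 of 8 cell wall genes, 5 of 9 amino acid metabolism genes and 5 of 8 protein metabolism genes fell in C-D5-i, and none rose. Glycine/proline-rich protein (probe A_99_P543657) fell by 2.60 on the log2 scale (SE 0.28, n = 3 arrays per group), asparaginase had a log2 fold change of -1.92 ± 0.40, adjusted p = 0.0043, glycine decarboxylase P subunit of -1.23 ± 0.26, adjusted p = 0.0041 and ubiquitin carrier protein of -2.23 ± 0.24, adjusted p = 1.9e-05. Ribosomal proteins moved the other way. Of 85 cytosolic ribosomal probes 84 were higher in C-D5-i after quantile normalization, though 1 alone was called up and none down (median log2 fold change 0.45, adjusted p = 1.7e-14, and adjusted p = 0.16 with an estimated correlation). The median of all probes was -0.01 there and -0.39 as deposited, so the count of 84 depends on the scaling. Of 15 chloroplast ribosomal probes 8 rose and none fell (median log2 fold change 1.03, adjusted p = 3.4e-10, and adjusted p = 0.069 with an estimated correlation), with 2.84 ± 0.31, adjusted p = 2.1e-05 for 50S ribosomal protein L12 (probe A_99_P298386) and 1.39 ± 0.20 for 30S ribosomal protein S17 (probe A_99_P260786). Of 19 glutathione S-transferases 1 fell and none rose (median log2 fold change -0.57, adjusted p = 3.5e-05, and adjusted p = 0.19 with an estimated correlation), with -1.68 ± 0.25 for a wheat glutathione S-transferase (probe A_99_P175879), and 24 aquaporin probes were lower as a group with none called (median log2 fold change -0.51, adjusted p = 5.1e-04, and adjusted p = 0.37 with an estimated correlation). Adjusted over the list alone, 1 cytosolic and 8 chloroplast ribosomal probes rose, 1 glutathione S-transferase fell, and no aquaporin was called. With slide as a block the calls of ubiquitin carrier protein, 50S ribosomal protein L12 and 30S ribosomal protein S17 held and those of glycine/proline-rich protein, asparaginase, glycine decarboxylase P subunit and a wheat glutathione S-transferase ended, and as deposited those of glycine/proline-rich protein, ubiquitin carrier protein and 50S ribosomal protein L12 held.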

### 3.4 Mycosubtilin primes flavonoid accumulation in wheat against *Z. tritici*

Metabolomic analyses using UHPLC-MS were undertaken to assess the effect of mycosubtilin on the wheat leaf metabolome in both non-inoculated and inoculated conditions, and at the same time points than those targeted in the above described transcriptomic assay (D2 and D5), with an additional time point corresponding to 15 days after treatment (D15), *i.e* 13 days after inoculation, corresponding to the late stage of *Z. tritici* biotrophic phase. The eliciting effect was investigated at D2, D5, and D15 by comparing the treated non-inoculated plants to non-treated and non-inoculated plants. The priming effect was examined at D5 as well as D15, on the one hand, by comparing treated and inoculated plants to non-treated inoculated plants, and on the other hand, by considering the elicitation modalities at D2, D5, and D15. Besides, further comparisons (treated and inoculated plants *versus* treated non-inoculated plants, and treated and inoculated plants *versus* non-treated non-inoculated plants), were also carried out in order to have a comprehensive picture on the data linked to the priming effect on leaf metabolome (**Supplementary Figure S5**). As described in the transcriptomic assay, the different comparisons in the metabolomic assay will also be referred to as eliciting, fungal, and priming effects, corresponding to eliciting, infection alone, and priming modalities, respectively.

The analyses were targeted on 54 metabolites belonging to major chemical families that were detected and quantified using UHPLC-MS (**Figure 6** and **Supplementary Table S3**). Plant treatment with mycosubtilin and/or inoculation with *Z. tritici* resulted in marked differentiations among wheat leaf metabolite patterns, as highlighted by the PCA analysis (**Supplementary Figure S6**). The largest changes in the accumulation of the selected metabolites were observed during fungal infection alone or during priming modalities, whereas only minor modifications were scored in eliciting modalities (**Figure 6**). In all eliciting modalities, only eight differentially accumulated metabolites (DAMs) were recorded. Among them, four DAMs were under-accumulated, two at D2 (asparagine and chry-C-hexo-O-hexo), one at D5 (MeJA), and one at D15 (tricin), and four were over-accumulated at D15, including three amino acids (glutamic acid, threonine and proline) and one hormone (ABA-Glc). However, in the priming modalities, a higher number of DAMs was scored, including 16 DAMs at D5 and 16 DAMs at D15 (**Figure 6**). At D5, only metabolite down-accumulation was detected (corresponding mainly to those over-accumulated in the fungal modalities), whereas at D15, both increases and decreases in metabolite concentration were observed. At D15, a decrease in the concentration of three hydroxycinnamic acid amides (coumaroylputrescine, coumaroylcadaverine, and caffeoylputrescine) and five amino acids and derivatives (leucine-isoleucine, arginine, threonine, glutamine, and methyl-pipecolate) was found. Interestingly, seven metabolites belonging to flavonoids and one benzoxazinoid were over-accumulated specifically in the priming modality at D15 (**Figure 6**).

**Figure 6:**
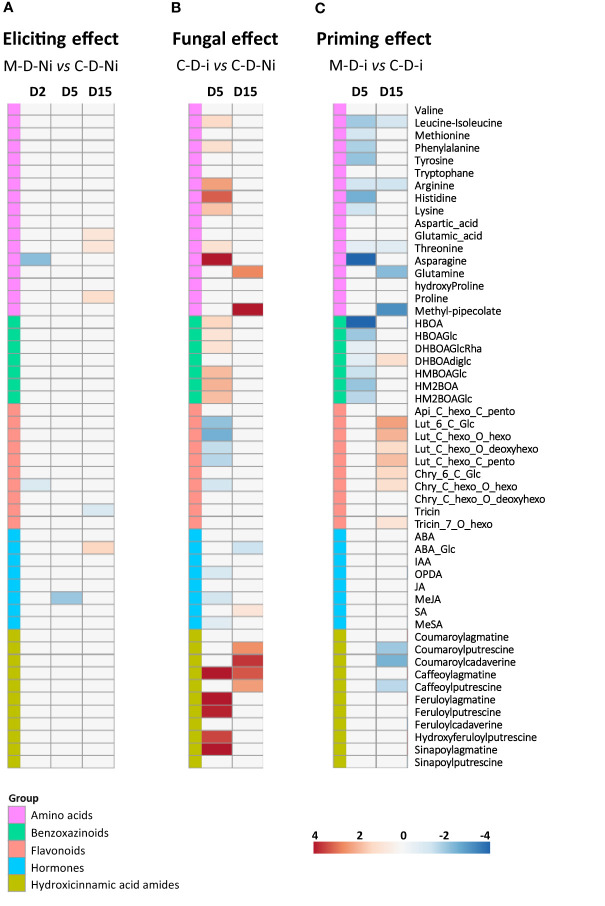
Heatmap of significant relative changes in metabolite patterns within wheat third-leaves (cv. Alixan) treated or not with 100 mg.L^-1^ mycosubtilin and inoculated or not with *Zymoseptoria tritici* (strain T02596) at different time points (n = 9 plants). **(A)**, potential elicitation effect of mycosubtilin in non-inoculated conditions at 2 (M-D2-Ni vs C-D2-Ni), 5 (M-D5-Ni vs C-D5-Ni) and 15 (M-D15-Ni vs C-D15-Ni) days after treatment (dat). **(B)**, Fungal effect on wheat leaf metabolome at 5 (C-D5-i vs C-D5-Ni) and 15 (C-D15-i vs C-D15-Ni) dat, *i.e.* at 3 and 13 days after wheat inoculation (dai) with *Z. tritici*, respectively. **(C)**, Priming effect of mycosubtilin in inoculated conditions at 5 (M-D5-i vs C-D5-i) and 15 (M-D15-i vs C-D15-i) dat (*i.e.* at 3 and 13 dai, respectively). M refers to plants treated with mycosubtilin whereas C stands for mock treated ones. Ni stands for mock inoculated whereas i indicates that plants were inoculated with *Z. tritici*. D2, D5 and D15 signify that leaves were sampled respectively at two, five and fifteen days after mycosubtilin treatment. Log2 of significant metabolite fold changes for indicated pairwise comparisons are given by shades of red or blue colors according to the scale bar. Metabolites were grouped according to their functional or chemical family as amino acids, benzoxazinoids, flavonoids, hormones and hydroxycinnamic acid amides. Data represent mean values of nine biological replicates for each condition and time point. Statistical analyses were performed using the Tukey’s Honest Significant Difference method followed by a false discovery rate (FDR) correction, with FDR < 0.05. For FDR ≥ 0.05, Log2 fold changes were set to 0.

Fungal infection alone induced substantial modifications in metabolite accumulation patterns at D5 and D15, with marked changes at D5, corresponding to the early stages of infection (**Figure 6**). Indeed, at D15, only significant changes in the concentration of glutamine, methyl-pipecolate, salicylic acid, and four hydroxycinnamic acid amides were noticed. However, at D5, a total of 26 DAMs, about half of the quantified molecules, were significantly regulated, with 18 molecules over-accumulated and eight under-accumulated. Seven amino acids, six benzoxazinoids, and five hydroxycinnamic acid amides were more concentrated, while three phytohormone precursors or derivatives (OPDA, MeJA and MeSA), five flavonoids, four luteolin derivatives, and one chrysoeriol derivative were down-accumulated (**Figure 6**). The proposed model on the effects of mycosubtilin-induced priming and *Z. tritici* infection at D5 and D15 on both hydroxycinnamic acid amide and flavonoid biosynthesis pathways within wheat leaves is illustrated (**Figure 7**).

**Figure 7:**
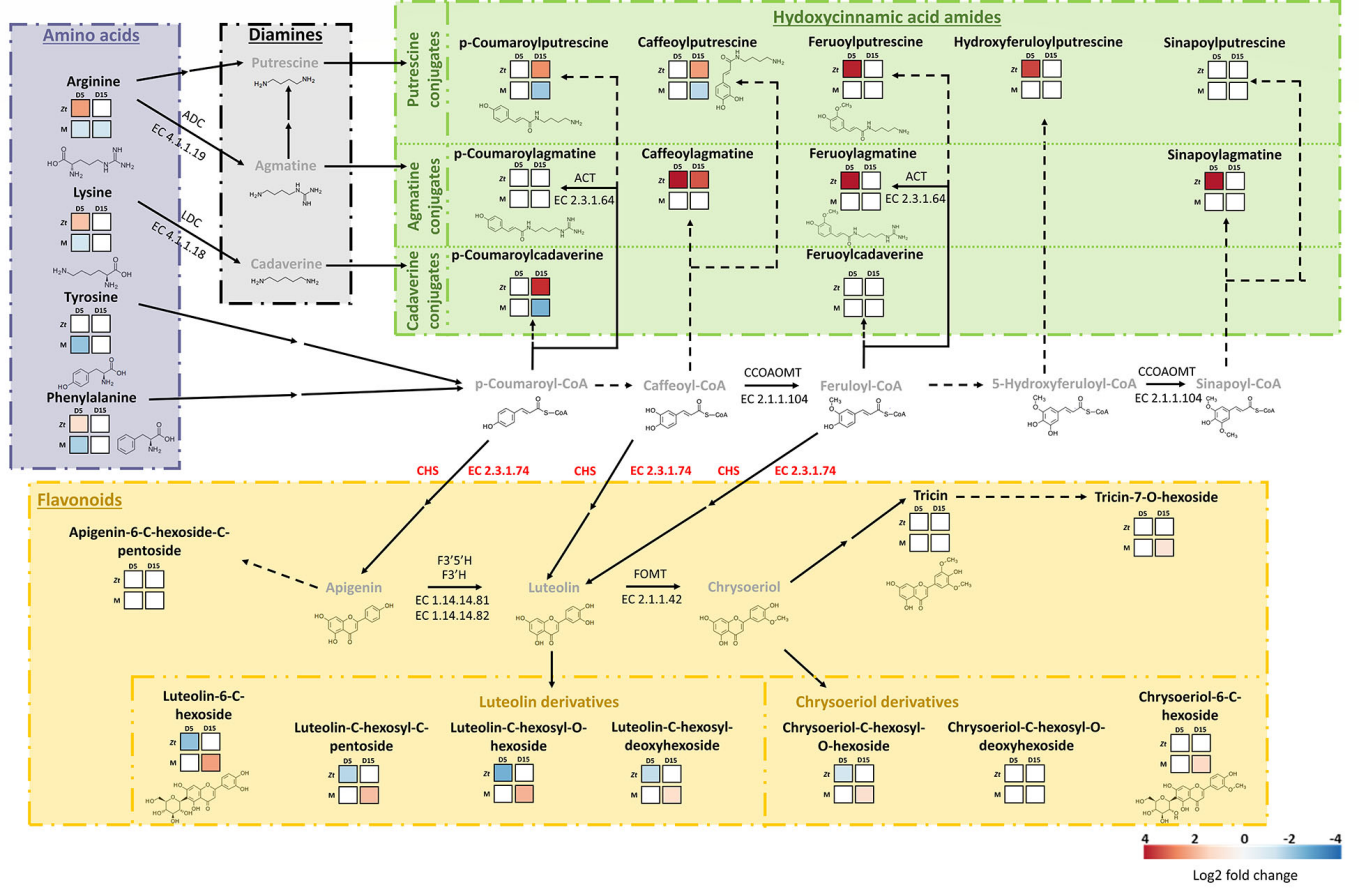
Metabolic map of the biosynthesis pathways and patterns of accumulation of major hydroxycinnamic acid amides and flavonoids within wheat third leaves (cv. Alixan) inoculated with *Zymoseptoria tritici* (strain T02596) pre-treated or not with mycosubtilin. Metabolic pathways are based on KEGG pathways (map00310, map00330, map00940, map00941, map00944). Amino acids, diamines, hydroxycinnamic acid amides and flavonoids metabolite families are separated and indicated in block of different colors, respectively purple, black, green and orange. Heatmaps show significant Log2 fold changes in metabolite accumulation, according to the corresponding scale bar. For each analyzed metabolite, the two upper squares represent the fungus effect on the relative accumulation of the compound, from the left to the right, at five (C-D5-i vs C-D5-Ni) and fifteen (C-D15-i vs C-D15-Ni) days after treatment (dat), *i.e* 13 days after inoculation. The two lower squares represent the effect of application of mycosubtilin (priming) prior to inoculation with *Z. tritici* on the wheat metabolome at five (M-D5-i vs C-D5-i) and fifteen (M-D15-i vs C-D15-i) dat. Metabolites in grey were not analyzed in this study. Solid arrows stand for enzymatic reactions completely described in the abovementioned KEGG pathways whereas dashed arrows are for suggested ones. Double arrows represent two or more metabolic steps. With ACT, agmatine N4-coumaroyltransferase; ADC, arginine decarboxylase; CCOAOMT, caffeoyl-CoA O-methyltransferase; CHS, chalcone synthase; F3’5’H, flavonoid 3’;5’-hydroxylase, F3’H, flavonoid 3’-monooxygenase; FOMT, flavone 3’-O-methyltransferase; LDC, lysine decarboxylase. Genes coding for chalcone synthase were significantly upregulated when plants were primed with mycosubtilin at five days after treatment (M-D5-i vs C-D5-i), hence CHS is presented in red. M refers to plants treated with mycosubtilin whereas C stands for mock treated ones. Ni stands for mock inoculated whereas i indicates that plants were inoculated with *Z. tritici*. D5 and D15 signify that leaves were sampled respectively at five and fifteen days after mycosubtilin treatment.

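Chalcone synthase makes the first intermediate of flavonoids. Chalcone synthase 2 (probe A_99_P174849) was 8.63-fold higher in M-D5-i than in C-D5-i (log2 fold change 3.11 ± 0.44, adjusted p = 1.6e-04, SE, n = 3 arrays per group). Its log2 intensity was 6.28 ± 0.21 (SD, n = 3) in C-D5-i and 9.39 ± 0.85 in M-D5-i. The C-D5-i value is dim, and its signal over background could not be assessed, so the size of the fold is uncertain. The wheat chalcone synthase (probe A_99_P163037) rose by 2.34 ± 0.38, adjusted p = 3.9e-04. Without inoculation they rose by 3.67 ± 0.44, adjusted p = 1.6e-04, and by 2.60 ± 0.38, adjusted p = 8.2e-04, in M-D5-Ni over C-D5-Ni, and the difference between these effects did not pass the test (-0.57 ± 0.63, adjusted p = 0.66, and -0.26 ± 0.53, adjusted p = 0.83). Of 6 flavonoid biosynthesis probes 3 rose in priming and none fell, the same when adjusted over the list alone (median log2 fold change 1.16, adjusted p = 0.019, and adjusted p = 0.28 with an estimated correlation), and 3 rose in eliciting at D5, the same when adjusted over the list alone (median log2 fold change 1.249, adjusted p = 0.002, and adjusted p = 0.19 with an estimated correlation). The 4 phenylpropanoid and lignin probes did not pass the list test in priming (median log2 fold change -0.46, adjusted p = 0.89), with 1 up and none down, the same when adjusted over the list alone, and a median of 0.03 as deposited. Both chalcone synthases kept their calls with slide as a block in both comparisons, but the list no longer passed there in eliciting, and the eliciting call of chalcone synthase ended in the values as deposited.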

## 4 Discussion

We have combined here transcriptomic and metabolomic approaches to unravel the resistance mechanisms induced in wheat, using the *B. subtilis* lipopeptide mycosubtilin as a treatment and *Z. tritici* as a phytopathogenic model. Only few previous works have used Omics to characterize the induced resistance in plants, whereas such tools could be helpful and informative about the molecular and physiological changes occurring during plant resistance activation using exogenous treatments (*e.g.* Gauthier et al., 2014; Fiorilli et al., 2018). Our results revealed that mycosubtilin likely acts on the wheat-*Z. tritici* pathosystem through a double activity (direct and indirect) and that the indirect activity relies mainly on the priming of wheat defense mechanisms.

### 4.1 Mycosubtilin displays direct antifungal activity towards *Z. tritici* and likely interacts with wheat leaf cells without causing *in planta* phytotoxicity

Foliar application of mycosubtilin at 100 mg.L^-1^ decreased *Z. tritici* symptoms on wheat plants by more than half (58.1%), thus agreeing with previous results obtained on this pathosystem (Mejri et al., 2018). Mycosubtilin has also been reported to biocontrol other pathogens, such as *Bremia lactucae* on lettuce, *Botrytis cinerea* on grapevine, and *Fusarium oxysporum* f. sp. *iridacearum* on *Iris* sp. (Deravel et al., 2014; Farace et al., 2015; Mihalache et al., 2018). Our *in vitro* and *in planta* bioassays have shown that mycosubtilin exhibits a direct antifungal effect on both spore germination and epiphytic growth of *Z. tritici* on wheat leaves, hence corroborating previous findings on this fungus (Mejri et al., 2018). Interestingly, our results revealed that mycosubtilin exhibits growth inhibiting activity on fungal as well as wheat single cells grown in suspension, suggesting that the lipopeptide interacts with the cells of both organisms with a common process. Indeed, it has been reported that the mode of action of mycosubtilin could rely on the destabilization of cytoplasmic membranes (Nasir et al., 2010; Nasir and Besson, 2012), that could lead to loss of cell integrity, cytoplasm leakage, and ultimately cell death. We can, thus, hypothesize that the biological activities of mycosubtilin on both *Z. tritici* and wheat cells may be associated with its ability to interact with the plasma membranes of both organisms. Nevertheless, the *in vitro* threshold concentration of the molecule activity on both species varies strongly, with a difference of 125-fold between *Z. tritici* and wheat cells, even though fungal cells growing in contact with the biomolecule during the bioassay were protected by cell-walls, while wheat cells grown in suspension didn’t likely develop complete cell-walls. However, no visible phytotoxicity caused by mycosubtilin on the whole plants was observed even at the highest tested concentration (500 mg.L^-1^), presumably because leaves are overall more robust (presence of cuticle, etc.) than single wheat cells growing *in vitro*. An effect of mycosubtilin at 50 mg.L^-1^ on the growth of grapevine single cells has previously been observed, with a significant increase in the amounts of cell death (23% of the total cells compared with 11% in the control) observed at 24h post-treatment, thus agreeing with our results (Farace et al., 2015). Taken together, these results suggest that, when applied on wheat plants at 100 mg.L^-1^, mycosubtilin is able, on the one hand, to display direct antimicrobial activity towards the pathogen and, on the other hand, to interact with the plasma membranes of plant leaf cells without causing damages that could lead to their death. More likely, this interaction of the molecule with the plasma membranes of plant cells could be the initial stimulus triggering the downstream defense reactions highlighted in wheat plants in the transcriptomic and metabolomic assays. This defense-initiating stimulus could be attributed, as suggested in other plant models, to the potential biophysical and biochemical interactions of mycosubtilin with the lipid bilayer of the leaf cell plasma membranes (Crouzet et al., 2020). The insertion of the lipopeptide within them could, hence, modify their fluidity as an “abiotic stress-like” agent, like a thermal or drought stress (Niu and Xiang, 2018; Couchoud et al., 2019). This “abiotic stress-like” mechanism could therefore explain the accumulation of gene transcripts involved in plant defenses against abiotic and oxidative stresses found in eliciting conditions.

### 4.2 Perception of mycosubtilin by wheat leaves leads to the elicitation of few genes associated with plant defense

Transcriptomic analyses revealed that in wheat plants treated with mycosubtilin (100 mg.L^-1^), the expression of genes involved in plant responses to stresses and other biological functions was significantly regulated. At D2, in the elicitation modality, 24 DEGs were recorded, among which, three involved in signaling, transcription and translation were upregulated, including a gene encoding for Ca^2+^/H^+^ exchanging protein, a crucial regulatory protein of cytoplasm calcium homeostasis. Moreover, we found in the same modality and time point an overexpression of a *CBL-interacting protein kinase* (*CIPK*) gene, encoding for a protein functioning as a calcium sensor displaying a large range of activity in plant responses to stresses (Cui et al., 2018). Calcium influx into the cytoplasm is considered as one of the first cellular reactions after stress signal perception, that can trigger subsequent downstream defense reactions upon detection of the elevation of calcium concentration, by calcium‐dependent protein kinases (CDPKs) (Harmon et al., 2000). The accumulation of *Ca2+/H+ exchanging protein* and *CIPK* transcripts detected in our conditions could likely be linked to the mycosubtilin-induced initial stimulus suggested above on the wheat cell plasma membranes, leading to a modification in Ca^2+^ concentration inside wheat cells and hence to the subsequent triggered defense reactions observed in wheat leaves. In addition, among the DEGs still highlighted at D2 in the elicitation modality, 14 are associated to responses to either oxidative, pathogen, or abiotic stresses, suggesting that mycosubtilin confers to wheat an increased resistance level to these stresses. Notably, the upregulation of three genes encoding for a Pathogenesis-related (PR) protein or precursors (*pathogen-related protein*, c*hitinase II precursor*, and *PR17d precursor*), known to play a major role in plant resistance to pathogens, was observed. Chitinases are enzymes known to be involved in wheat defenses against *Z. tritici* by degrading the chitin of fungal cell-wall (Kettles and Kanyuka, 2016). PR-17 is a class of PR proteins with an unknown mode of action, discovered by Christensen et al. (2002) and which could be involved in wheat defense against powdery mildew (Görlach et al., 1996). WIR1 is a membrane protein that was reported to contribute to wheat defense responses against fungal infections, including powdery mildew and stripe rust, supposedly by increasing the adhesion of the cellular membrane to the cell wall during the pathogen attack (Bull et al., 1992; Coram et al., 2008). The accumulation of these transcripts at D2, *i.e* just before the moment of plant inoculation, may contribute to wheat protection against *Z. tritici*. Nevertheless, further investigations are needed to determine the role of these proteins during the studied compatible interaction.

At D5, still in the elicitation context, 22 DEGs were found, six of them were also reported at D2, including three involved in responses to oxidative stress (*peroxidase*, *peroxidase 6* and *metallothionein-like protein type 3*) and two in growth and development (*ZIM motif family protein* and *auxin-repressed protein*). Genes encoding for ZIM motif family protein have been described as key repressors of the jasmonic acid (JA) signaling pathway (Chini et al., 2009), being, hence, involved in the regulation of many physiological processes, especially in the mediation of plant responses to biotic and abiotic stresses (Sun et al., 2017; Ruan et al., 2019). A large number of genes belonging to this family have been found to be regulated by other hormones such as gibberellins and ABA (Zheng et al., 2020). Considering DEGs involved in the growth and development functional group, the upregulation of 1*-aminocyclopropane-1-carboxylate (ACC) oxidase* is to be noticed. This enzyme has been shown to be of prior importance for ethylene (ETH) production in plants (Houben and Van de Poel, 2019). As ETH is a gaseous plant hormone playing a crucial role in several biological processes, including tolerance to stresses, wheat responses to mycosubtilin could hence include ETH-responses (Adie et al., 2007a). Remarkably, Chandler et al. (2015) showed that mycosubtilin induces changes in gene expression in rice cells *in vitro*, with, especially, an increase in the amount of *ACC synthase* (*ACS1*) transcripts, another key enzyme in ETH synthesis. Regarding DEGs involved in response to pathogens, genes encoding for PR proteins (*thaumatin-like protein TLP4* and *chitinases*) were found to be downregulated, whereas *MLA7*, an homolog of a resistance gene against powdery mildew in barley (Caldo et al., 2004), and *hydrolase alpha/beta fold family-like*, encoding for a protein family displaying large varieties of functions in plants (Mindrebo et al., 2016), were upregulated. In addition to this ability of mycosubtilin to regulate wheat defenses against biotic stress, we also observed significant modifications in the expression of genes involved in responses to abiotic stress, suggesting that mycosubtilin triggers multifaceted cross-talks in wheat defense pathways. In fact, three DEGs involved in response to abiotic stress were upregulated in the elicitation modality at D5, including genes encoding for transcription factor (TF) MYB2 (myeloblastosis), MYB-related protein, and ATP-dependent RNA helicase. MYB TFs were particularly studied for their critical importance in plant growth and stress tolerance, as reviewed by Ambawat et al. (2013). More precisely, a MYB2 was reported to participate in rice tolerance to salt, cold, and dehydration stress (Yang et al., 2012). The authors also showed that this TF was regulated by ABA. ATP-dependent helicases are major actors involved in various biological processes involving RNA, such as RNA splicing and decay as well as translation initiation (Nakamura et al., 2004). Zhang et al. (2014) reported that wheat RNA helicase 1 (*TaRH1*) may play a regulatory role during plant responses to both biotic and abiotic stresses.

### 4.3 Mycosubtilin primes genes associated with several metabolic pathways in wheat

In the priming modality at D5, we observed DEG patterns different from those detected in the elicitation ones at D2 and D5, with a number of DEGs drastically higher than in the other tested modalities, suggesting that mycosubtilin acts on wheat as a priming compound. This hypothesis is supported by the upregulation of the gene encoding for histone H1 WH1A.3 recorded at D2 in elicitation modality. Indeed, histone modifications are supposed to play a central role in priming memorization and transcription reprogramming after the stressing cue, corresponding here to mycosubtilin application (Lämke and Bäurle, 2017). Out of the 80 DEGs noticed in the priming modality, 26 are involved in stress responses (oxidative, pathogen and abiotic stresses). Among them, we observed significant downregulation of the expression of genes encoding for chitinases, glucan endo-1,3- beta glucosidase isoenzyme 1 and a germin-like protein. In addition, as observed in elicitation modalities, transcripts of *peroxidase* were also downregulated, suggesting that mycosubtilin may negatively regulate peroxidase-related defense mechanisms. On the other hand, mycosubtilin priming led to the overexpression of DEGs involved in responses to pathogens such as *harpin binding protein (HrBP1-1)*, a gene encoding a protein located in plant cell walls known to promote anti-pathogen responses and SAR in plants (Chen et al., 2012). We also found DEGs potentially involved in carotenoids and ABA biosynthesis, such as *beta-carotene hydroxylase* and *lycopene β-cyclase* (Finkelstein, 2013). Remarkably, a significant number of DEGs described to play a part in ABA signaling and response pathways were regulated, such as genes encoding for ARK protein, aquaporins, aldose reductase, glutathione peroxidase-like protein GPX15Hv, nicotianamine synthase 3, chlorophyll a/b binding protein of LHCII type III chloroplast precursor, light-harvesting complex 1 and S-adenosylmethionine synthetase (Karuna Sree et al., 2000; Inoue et al., 2003; Finkelstein, 2013; Liu et al., 2013; Zhai et al., 2013; Kim et al., 2015; Saruhashi et al., 2015). The expression of some of these genes could potentially lead to significant protective activity in wheat. For instance, aquaporins (AQPs) are membrane proteins found in a large variety of organisms, mainly known for their role in water transport. As described by Tian et al. (2016), a member of AQP subfamily PIP1, AtPIP1;4, found in *Arabidopsis thaliana*, has been shown to play a central role in pathogen associated-molecular patterns (PAMPs)-triggered immunity (PTI) and SAR in the plant, by regulating H_2_0_2_ transport across the plasma membrane, from the apoplast to the cytoplasm, hence playing an active role in triggering H_2_0_2_-dependent host defenses. Another AQP, AtPIP1;2, has been reported to be involved in PTI and ABA-dependent stomatal closure in *A. thaliana* (Rodrigues et al., 2017). Additionally, genes involved in carbohydrate metabolism were over-transcribed in the priming modality. ABA has been described as primordial in the regulation of carbohydrate metabolism during plant stresses (Kempa et al., 2008). Another identified relevant DEG in the priming modality is *ABC1-family like*. Indeed, Wang et al. (2013) have recently reported that *TaAbc1* upregulation is associated with hypersensitive response against stripe rust in wheat. We also found an overexpression of DEGs involved in amino acid, protein, lipid and energy metabolism, that could be regulated by mycosubtilin to compensate the potential deleterious effect of *Z. tritici* infection on wheat metabolism. Finally, four DEGs associated with signaling, transcription and translation were upregulated in the priming modality, highlighting the significant broader amplitude of responses displayed in mycosubtilin-primed and infected wheat plants than in naïve infected plants.

### 4.4 Mycosubtilin did not elicit marked metabolite regulation but primes flavonoid accumulation in wheat leaves

Metabolomic analyses showed a substantially higher number of DAMs in the priming modality than in the elicitation ones, thus agreeing with transcriptomic findings. Indeed, only a few metabolites were regulated upon treatment with mycosubtilin in the elicitation modality, such as methyl jasmonate (MeJA) at D5. At D15, a flavonoid (tricin) was found under-accumulated, whereas four metabolites were detected in higher concentrations, *i.e* glutamic acid, threonine as well as, remarkably, ABA glucose ester (ABA-Glc), and proline. Proline is an osmolyte amino acid involved in adaptation to abiotic stress, especially salt, osmotic, and drought stresses (Szabados and Savouré, 2010). Proline accumulation is supposed to be regulated by ABA (Finkelstein, 2013). Although the concentration of ABA and derivatives was not significantly regulated in treated wheat leaves, except at D15 for ABA-Glc, many DEGs and DAMs associated to ABA-dependent pathways were scored, suggesting that wheat responses to mycosubtilin may involve this hormone (both in elicitation and priming modalities). Whereas the role of ABA in plant tolerance to abiotic stress, such as drought, salinity, cold, and heavy metals has been extensively investigated, its effect on plant pathogen resistance remains unclear (Asselbergh et al., 2008; Vishwakarma et al., 2017). As reviewed by Lievens et al. (2017), a negative effect of this phytohormone on plant resistance has been reported for many pathosystems, such as tomato*-B. cinerea* and rice*-Magnaporthe oryzae*. In the rice-*M. grisea* pathosystem, ABA has been shown to compromise rice resistance against the pathogen by acting antagonistically towards SA-dependent pathway (Jiang et al., 2010). Some phytopathogens were even able to biosynthesize their own ABA, such as *B. cinerea* and *M. oryzae*, most likely to modulate host defenses and enhance their pathogenicity (Ding et al., 2015; Spence et al., 2015). However, in the later years, this phytohormone has also been described to display positive effects on plant resistance in other pathosystems, such as *A. thaliana*-*Pythium irregulare* and *Brassica napus*-*Leptosphaeria maculans* (Adie et al., 2007b; Kaliff et al., 2007). Two ABA-dependent modes of action on plant resistance against pathogens have been highlighted, including the regulation of stomatal closure to prevent pathogens from invading the plant, and callose deposition (Ton et al., 2009). In addition, ABA has also recently been proposed as a potential key actor in molecular cross-talks for plant-microbe symbiosis at the rhizosphere level (Stec et al., 2016). In the wheat-*Z. tritici* pathosystem, the role of ABA, as well as ethylene, in the host resistance mechanisms has, so far, been clearly overlooked. Hence, further investigations focusing on this phytohormone may provide new insights on its role in wheat resistance against *Z. tritici*.

In the priming modality at D5, only an under-accumulation of metabolites was observed, with patterns of amino acids and benzoxazinoids in opposition to those scored in the fungal effect modality at the same time point. This result suggests that mycosubtilin treatment (weakening the fungus pathogenicity) may reduce the expected fungal effect on benzoxazinoid and amino acid pathways in wheat, likely due (i) to its direct antifungal activity and/or (ii) to a countering by the plant of *Z. tritici* effect on these two pathways thanks to a compensatory mechanism. However, at D15, we observed significant changes in metabolite accumulation. The most remarkable result was clearly the increased accumulation of almost all targeted flavonoids, especially luteolin-derivatives (**Figures 6**, **7**). Noticeably, at D5 in the priming modality, the genes encoding chalcone synthase 1 and 2, enzymes involved in flavonoid biosynthesis, were significantly upregulated (**Figure 7**). Flavonoids are known to exhibit a range of biological activities in plant protection, not only antimicrobial activity but also strong antioxidant activity and cell-wall reinforcing (Lam et al., 2015; Lan et al., 2015; Al Aboody and Mickymaray, 2020). Accumulation of compounds displaying these three activities could be greatly beneficial for the host, especially just at the moment preceding the *Z. tritici* switch to necrotrophic phase. Indeed, at this time, *Z. tritici* growth increases, and the fungus produces toxins to induce wheat cell apoptosis, in order to feed on the released nutrients (Steinberg, 2015). Hence, cell-wall strengthening and the increase in antioxidant capacity may very likely help wheat mesophyll cells to resist to the pathogen attack. On the other hand, hydroxycinnamic acid amides (coumaroylputrescine, coumaroylcadaverine, and caffeoylputrescine) were significantly under-accumulated. The decrease in the concentration of these metabolites in wheat leaves may be linked with the hypotheses regarding mycosubtilin effect on plant metabolome during the priming modality emitted above (due to direct mycosubtilin antifungal effect and/or plant compensatory mechanism). Nevertheless, another reason would be the reorganization of metabolic pathways due to the mycosubtilin priming effect, as illustrated in **Figure 7**. Hence, during infection, flavonoid biosynthesis pathway would be enhanced to the detriment of the hydroxycinnamic acid amide pathway, leading to this differential accumulation in wheat leaves in the priming modalities. Interestingly, flavonoid biosynthesis can be induced by ABA, highlighting once again that ABA-dependent responses may be crucial to understand wheat responses to mycosubtilin (Gai et al., 2020).

In conclusion, this study provides new insights into the mechanisms underlying the bioactivity of the *B. subtilis* lipopeptide mycosubtilin on the wheat-*Z. tritici* pathosystem. This promising biomolecule likely confers protection to wheat through a dual activity, *i.e.* directly by displaying an antimicrobial activity against the fungus, and indirectly by priming the host defense responses. Taken together, these findings reveal that mycosubtilin acts on wheat as a priming agent, likely by involving ABA, and ETH biosynthesis and signaling pathways. Stimulation of the plant immune system by mycosubtilin probably results from the interaction of the biomolecule with the plasma membranes of leaf cells leading to the activation of abiotic stress-like responses in the plant. However, further investigations are required to unravel the precise mechanisms by which wheat leaf cells perceive mycosubtilin within the membranes.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author contributions

All authors listed have made a substantial, direct, and intellectual contribution to the work and approved it for publication.

# Supplementary material for: Deciphering immune responses primed by a bacterial lipopeptide in wheat towards Zymoseptoria tritici
**Source:** Front Plant Sci. 2023 Jan 26;13:1074447. doi: 10.3389/fpls.2022.1074447
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures

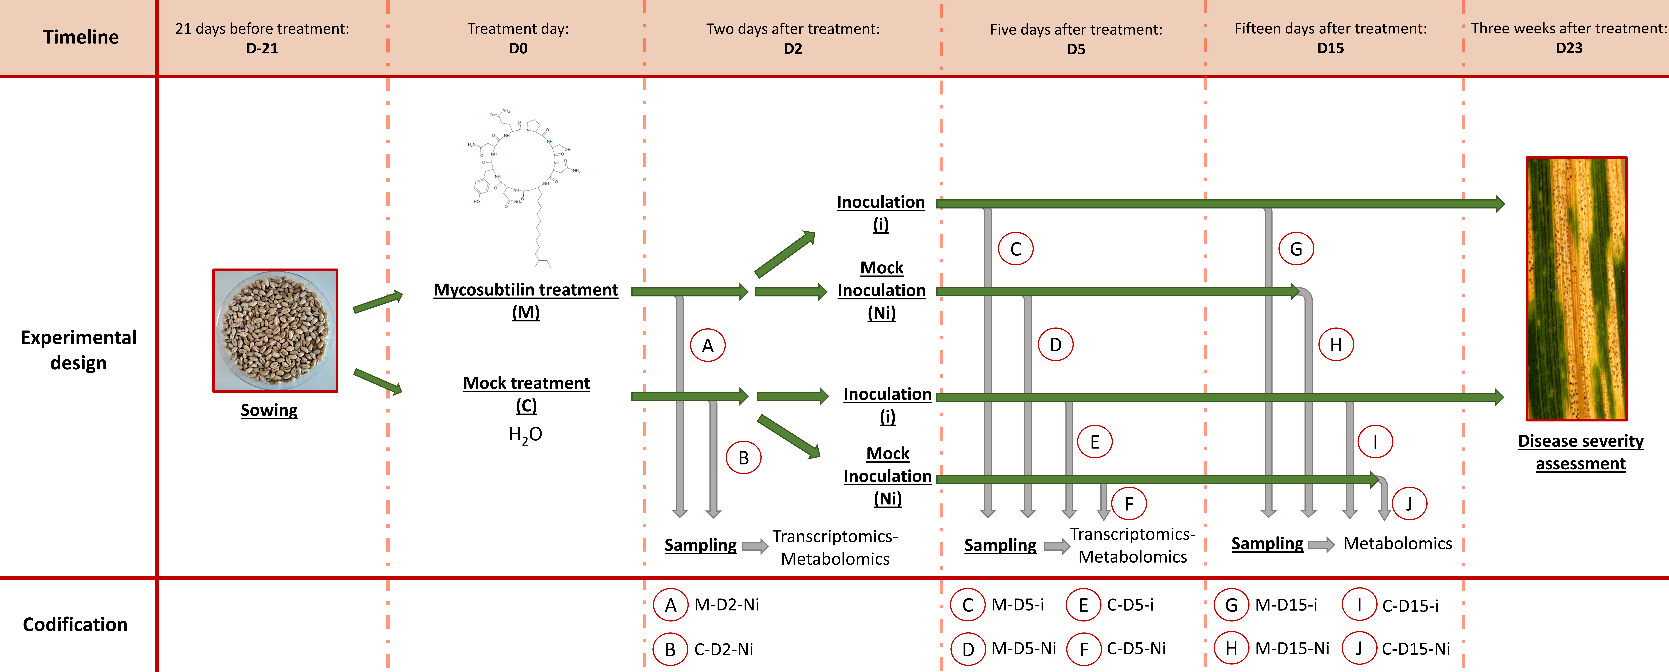

**Supplementary Figure S1.** Experimental design illustrating the main steps of the whole study. After pre-germination in Petri dishes, wheat seeds (cv. Alixan) were grown in greenhouse for 21 days. At days 0 (D0), plants were either sprayed with a solution of mycosubtilin at 100 mg.L^-1^ or with a mock treatment. Photography of the epidermis of wheat third-leaves observed with an optic microscope is shown. At two days after treatment (D2), third leaves were harvested for each condition and were used for further analyses (transcriptomics and metabolomics). After that, remaining plants were inoculated, or not, with a spore suspension of the *Zymoseptoria tritici* strain T02596 (concentration: 10^6^ spores mL^-1^). Photography of *Z. tritici* growing on PDA medium and observed microscopically is presented. At five days (D5) and fifteen days (D15) after the treatment, wheat third leaves were sampled for further analyses; assessment of the *in planta* infection process of the fungus at D5 was investigated as well as transcriptomic analyses whereas metabolomic assays were performed at D5 and D15. Finally, at 23 days after treatment (D23), disease severity level was scored by measuring the third-leaf area with disease lesions. Codification used for each modality in the present study is shown at the bottom of the figure.

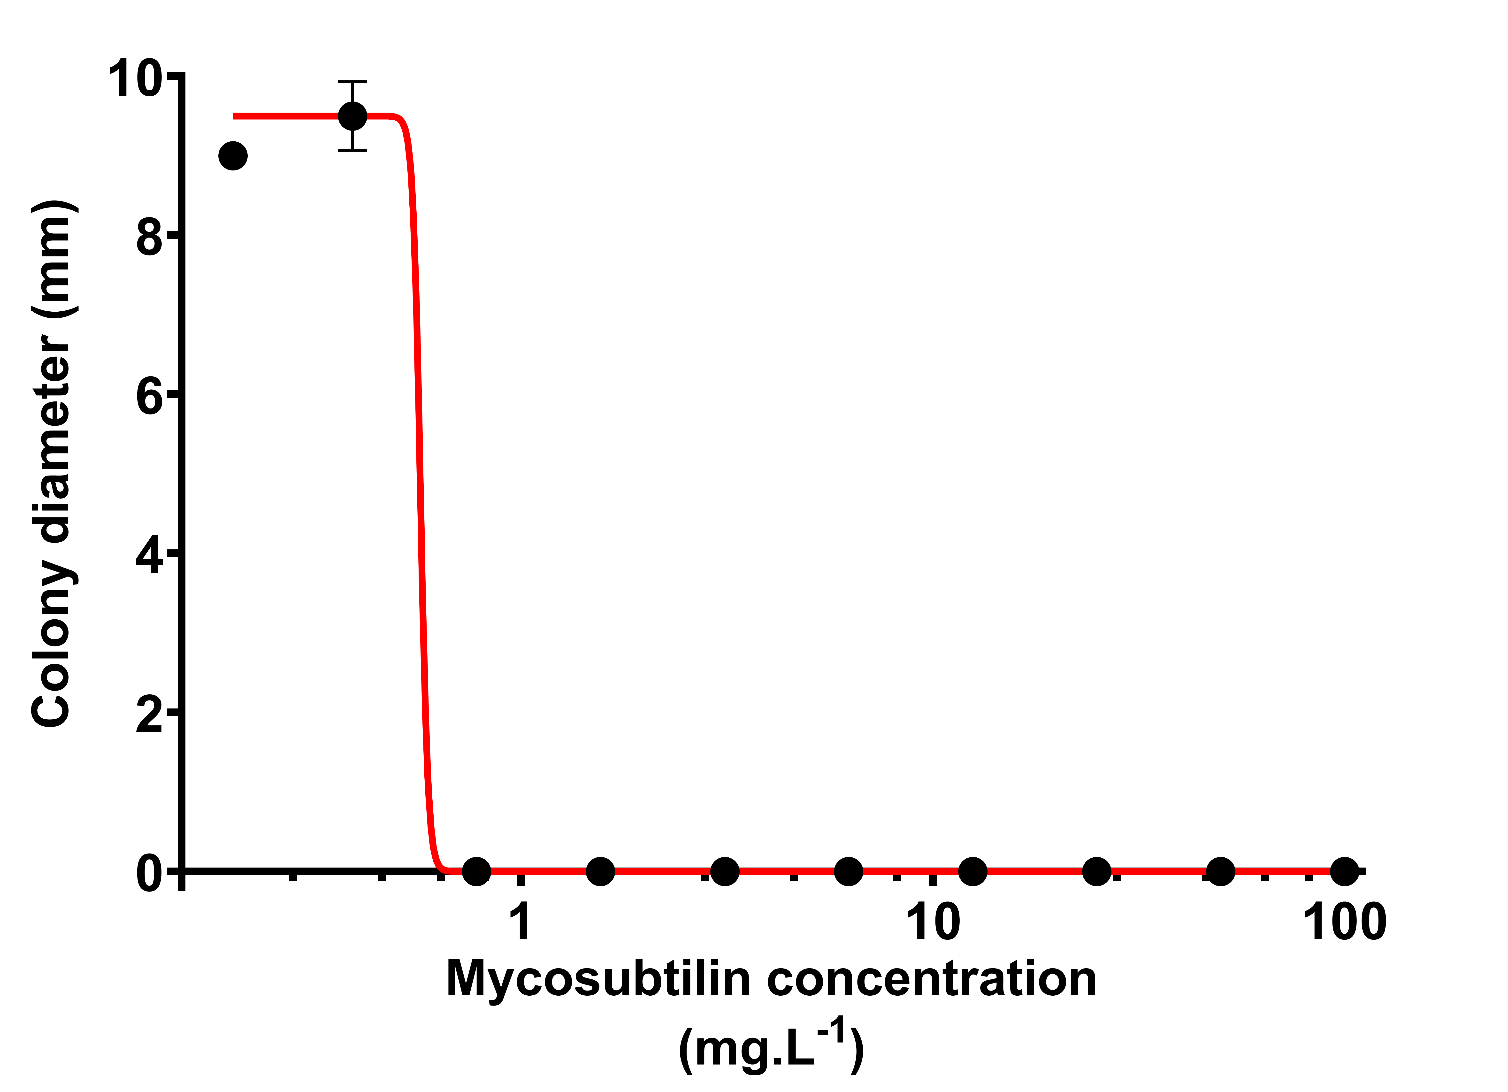

**Supplementary Figure S2.** Dose-response curve obtained *in vitro* for mycosubtilin towards *Zymoseptoria tritici* strain T02596. The fungal growth was assessed on PDA medium amended or not with different concentrations of mycosubtilin and scored 10 days of incubation by measuring the perpendicular diameters of the fungal colonies (n=6 colonies)**.** Non-linear regression was performed and IC_50_ was determined at 0.57 mg.L^-1^ using GraphPad Prism software version 9.

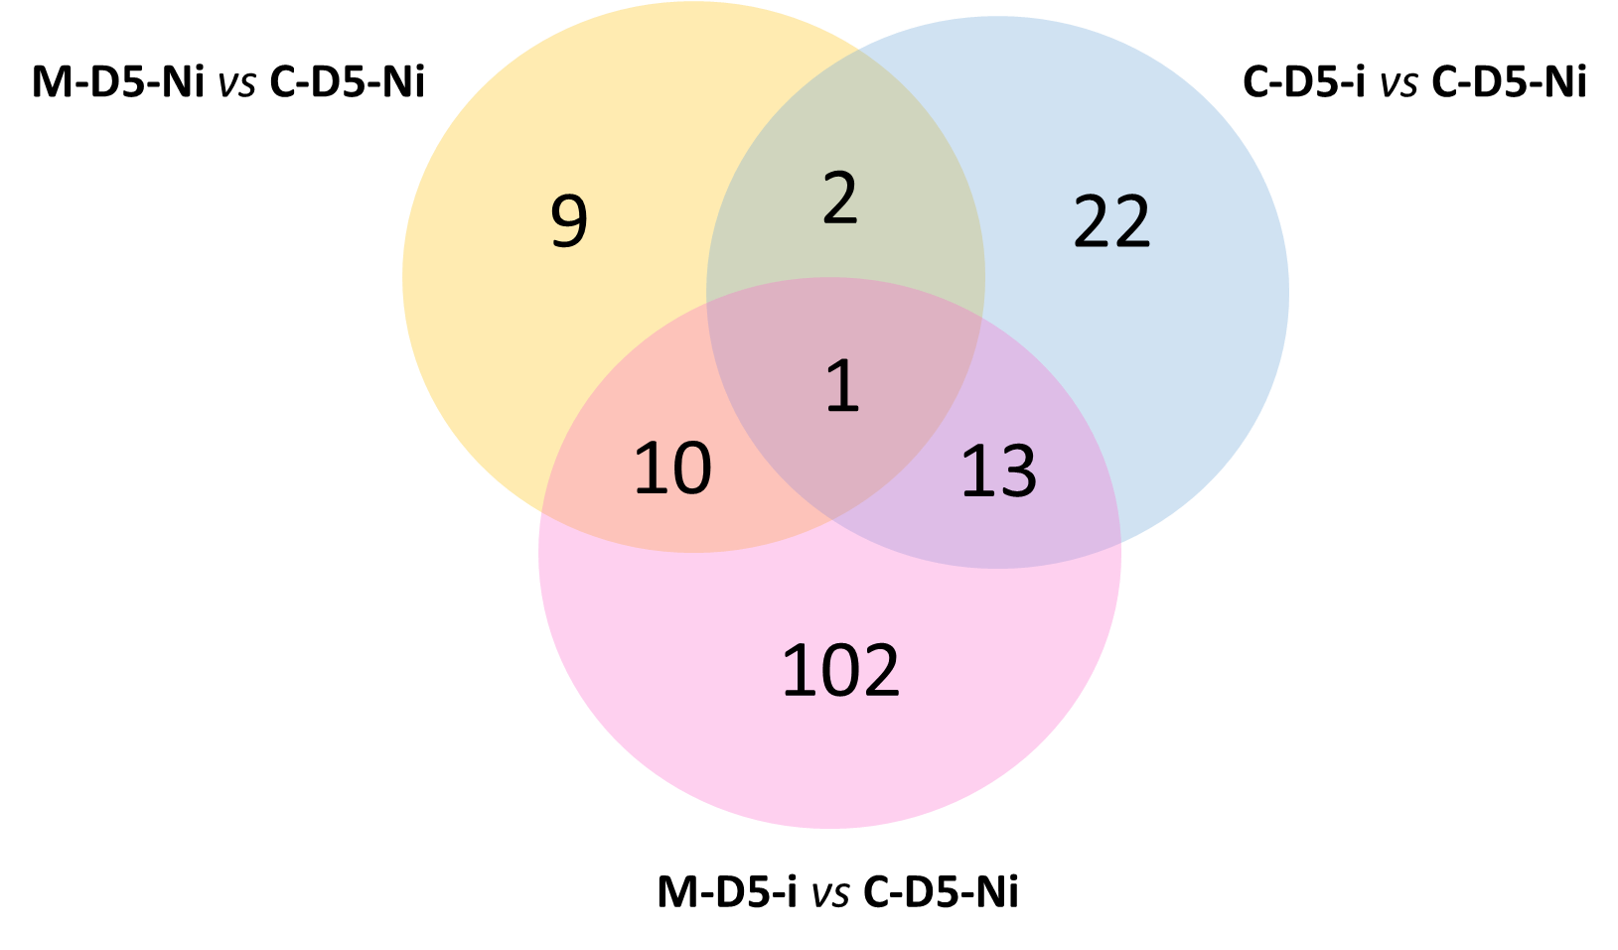

**Supplementary Figure S3.** Venn diagram of the number of differentially expressed genes observed when investigating the eliciting effect of mycosubtilin (M-D5-Ni *vs* C-D5-Ni), *Zymoseptoria tritici* effect (C-D5-i vs C-D5-Ni) and the combined effect of both mycosubtilin and *Z. tritici* (M-D5-i vs M-D5-Ni) at five days after treatment with mycosubtilin (*i.e.* three days after wheat inoculation with *Z. tritici*). M means treated with mycosubtilin towards mock treated C. Ni stands for mock inoculated whereas i indicates that plants were infected with *Z. tritici*. D5 mean that leaves were sampled at five days after mycosubtilin treatment.

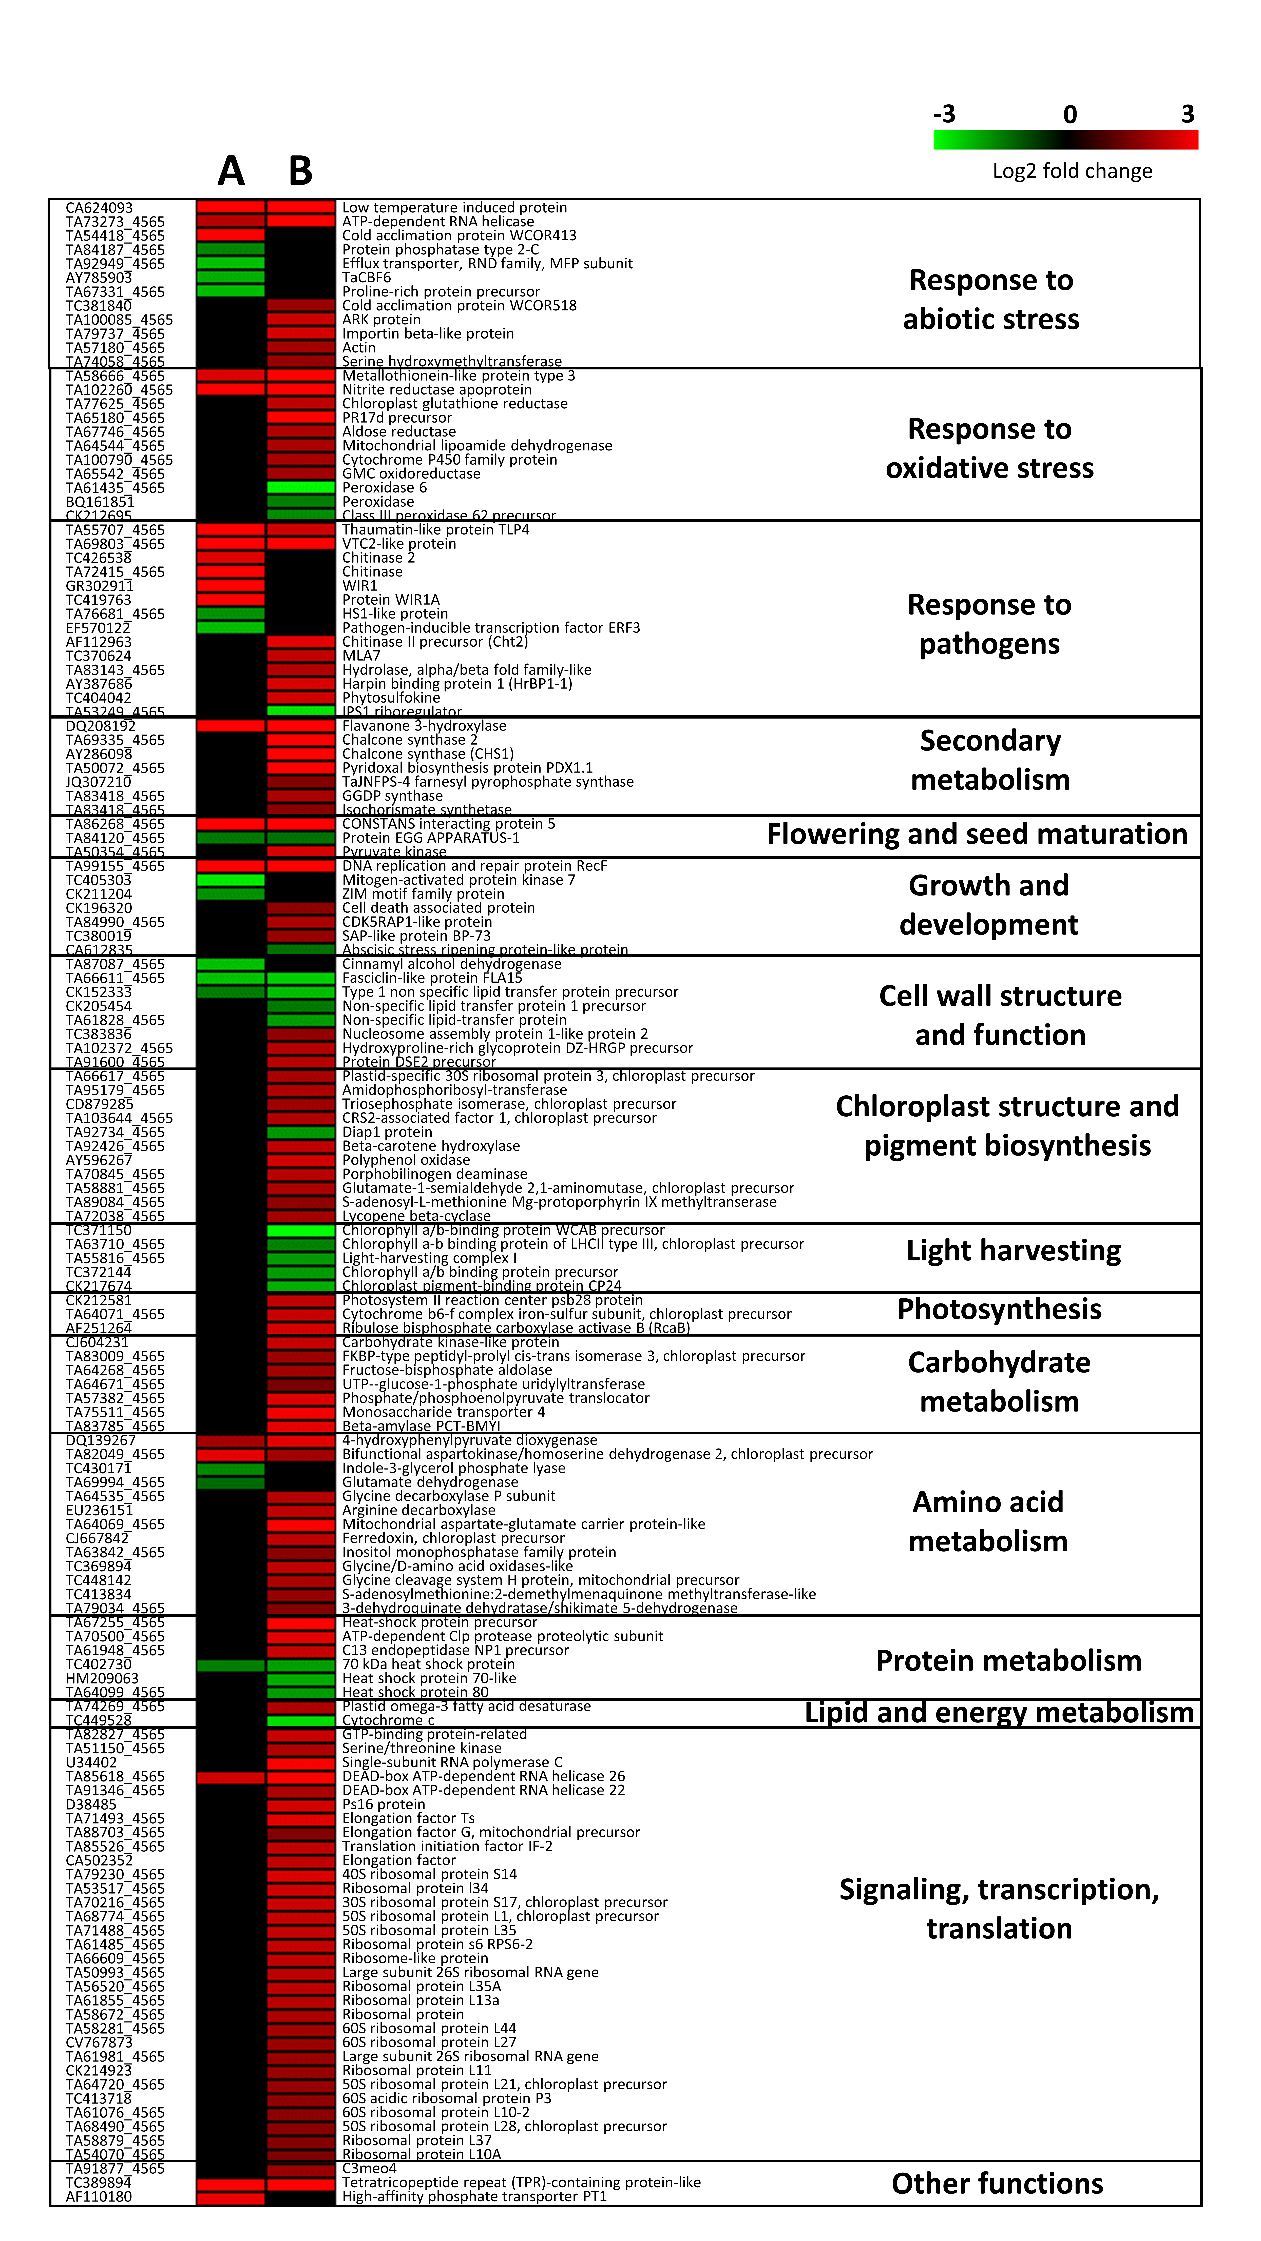

**Supplementary Figure S4.** Heatmap of differentially expressed genes in wheat leaves (Cv.Alixan) after *Zymoseptoria tritici* (T02596 strain) infection in presence of mycosubtilin, at five days after treatment (*i.e.* three days after inoculation). (A) Comparison of gene expression between wheat leaves treated with mycosubtilin and inoculated with the fungus *versus* leaves treated with mycosubtilin and non-inoculated (M-D5-i *vs* M-D5-Ni). (B) whole specter of gene regulation induced by the combined effect of both mycosubtilin and *Z. tritici* (MD5i *vs* CD5Ni). Gene-related physiological processes are represented on the right part of the graph and were determined using NCBI, AmiGO 2 Gene Ontology, KEGG and UniProt. Significant relative changes in gene expression are presented in Log2 ratio, according to the corresponding color scale, using the WebMev software. M means treated with mycosubtilin towards mock treated C. Ni stands for mock inoculated whereas i indicates that plants were infected with *Z. tritici*. D5 means that leaves were sampled at five days after mycosubtilin treatment.

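In M-D5-i against C-D5-Ni, light-harvesting proteins fell in 15 of 19 probes and rose in none (median log2 fold change -1.73, adjusted p = 1.3e-07, and adjusted p = 0.26 with an estimated correlation), with -4.65 ± 0.87, adjusted p = 0.001 (log2 fold change, SE, n = 3 arrays per group) for WCAB. Class III peroxidases fell in 7 of 13 probes and rose in none (median log2 fold change -1.47, adjusted p = 0.0037, and adjusted p = 0.26 with an estimated correlation), with -3.03 ± 0.49, adjusted p = 3.5e-04 for peroxidase 6. CBF/DREB factors fell in 6 of 15 (median log2 fold change -0.94, adjusted p = 2.0e-05, and adjusted p = 0.23 with an estimated correlation), and none rose. Adjusted over the list alone, 15, 7 and 6 fell. Heat shock protein HSP17.3 rose by 2.79 ± 0.32, adjusted p = 2.0e-05, the metallothionein-like protein type 3 by 2.53 ± 0.33 and pyridoxal biosynthesis protein PDX1.1 by 2.02 ± 0.27, and the IPS1 riboregulator (probe A_99_P207336), a marker of phosphate starvation, fell by 2.87. In total 781 probes were called, 412 up and 369 down, and as deposited 42 up and 43 down, with all probes shifted by 0.06. The groups share no slide, and with slide as a block 168 were called (105 up, 63 down), where the calls of WCAB, metallothionein-like protein type 3 and peroxidase 6 ended. Of the 126 genes of Supplementary Table S1, all had the listed direction and 79 were called, but they were chosen on these arrays.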

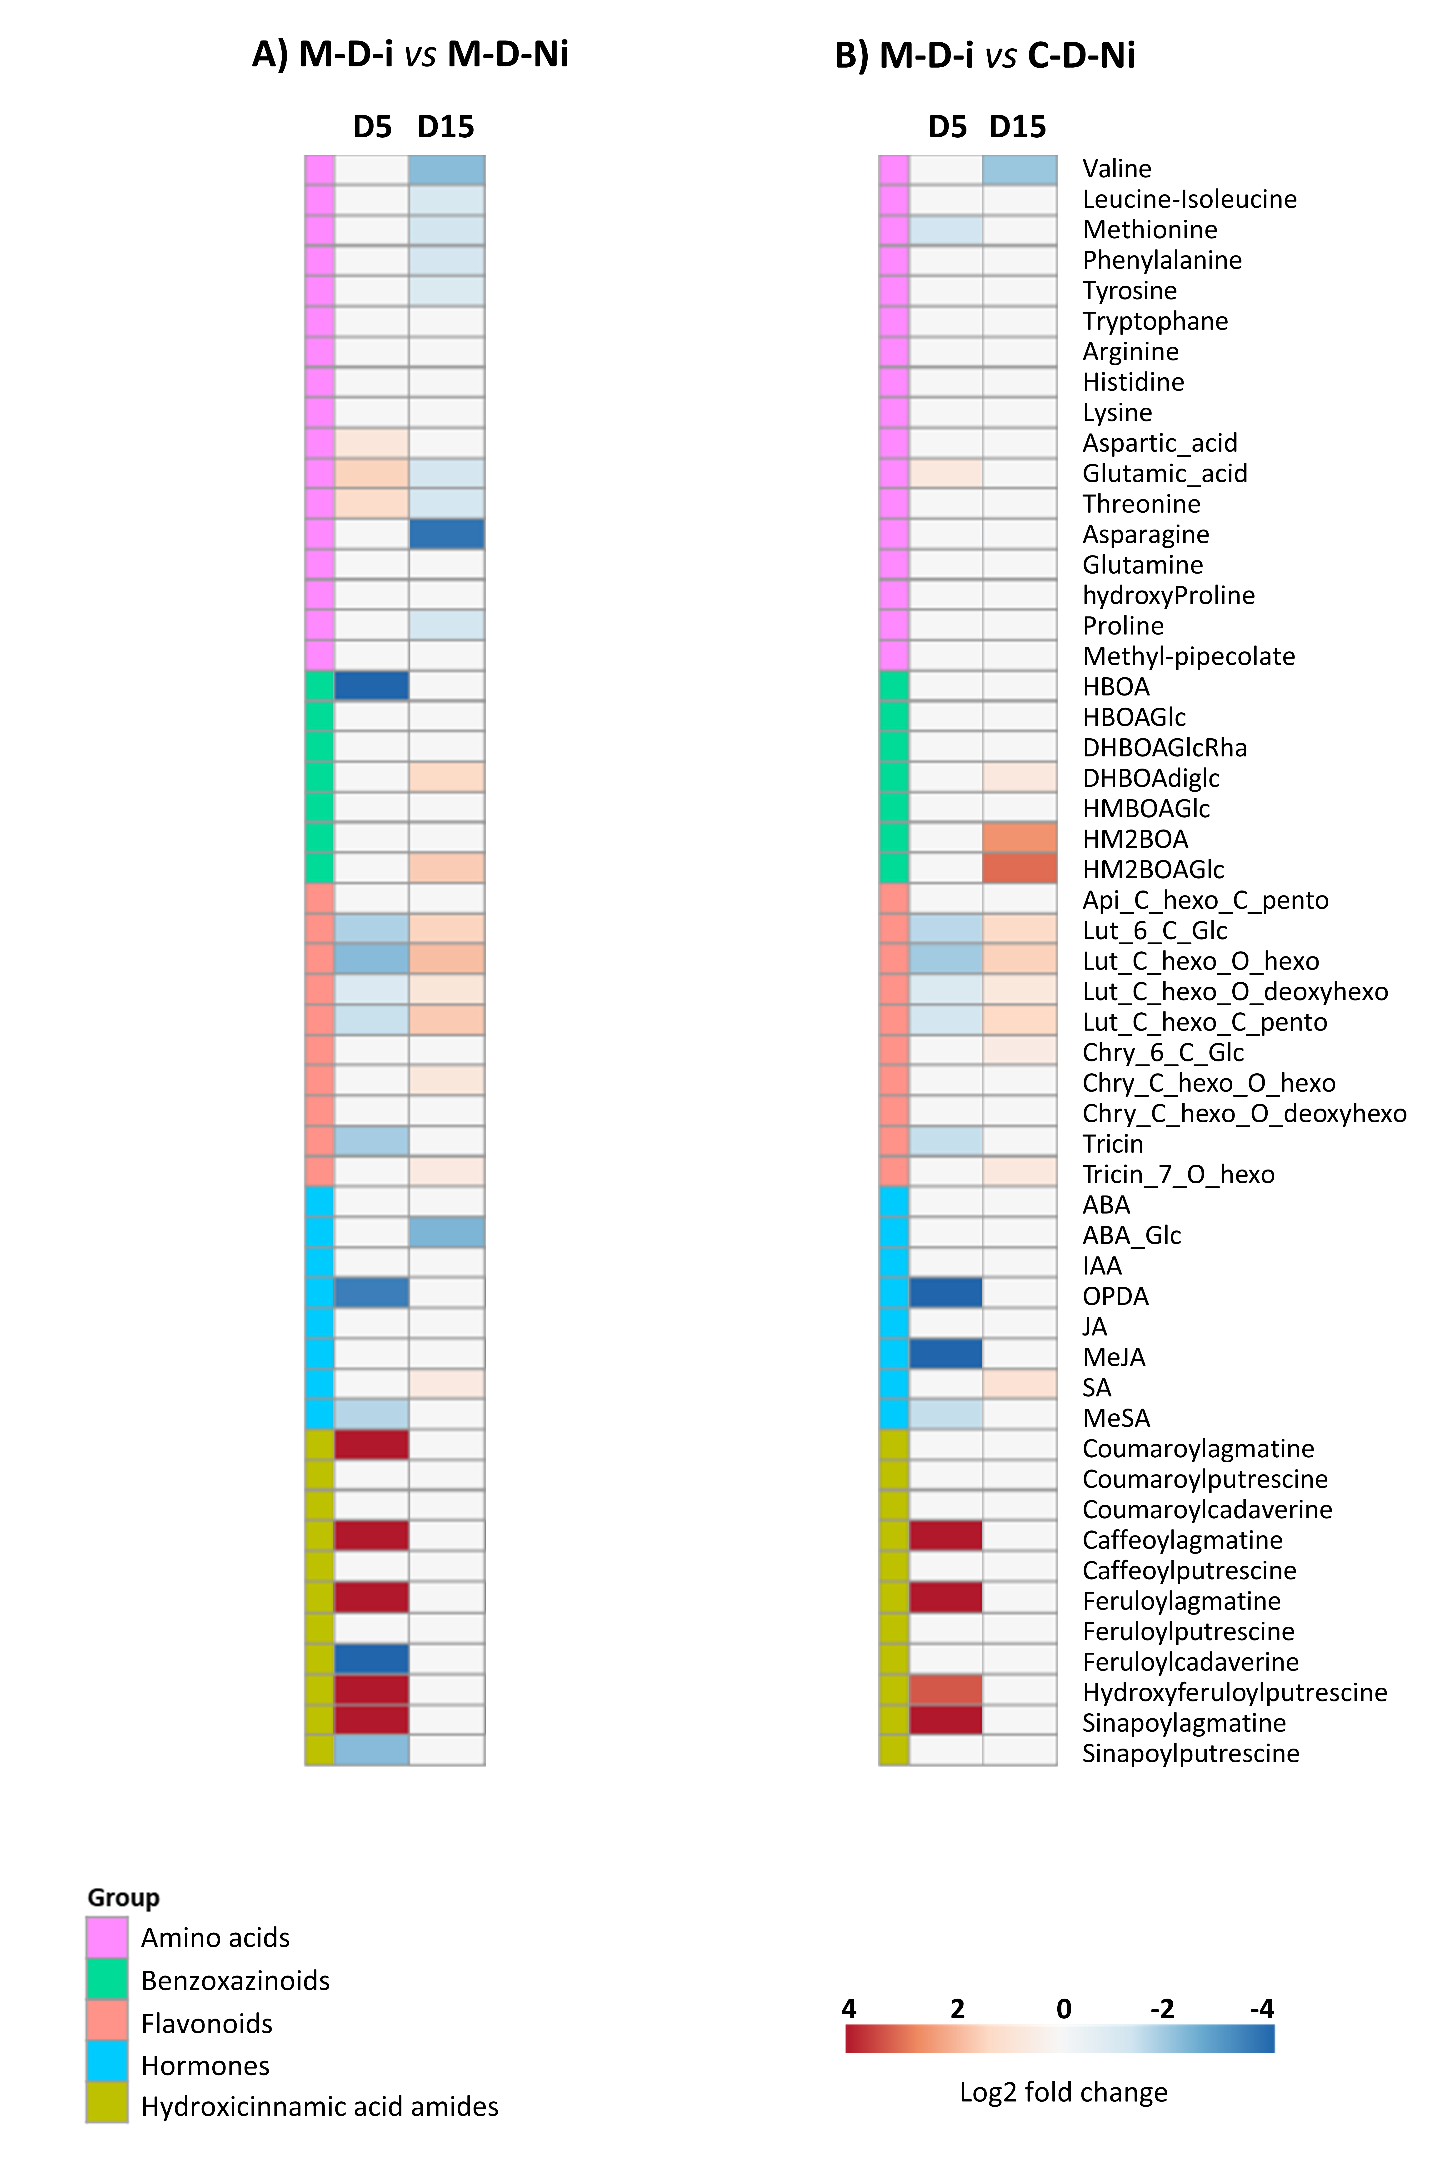

**Supplementary Figure S5.** Heatmap of significant relative changes in metabolite pattern accumulation within wheat third-leaves (Cv. Alixan) following mycosubtilin application and/or *Zymoseptoria tritici* (T02596 strain) infection, at different time points (n=9 plants). (A) From the left to the right, the following conditions are presented, M-D5-i *vs* M-D5-Ni and M-D15-i *vs* M-D15-Ni. (B) Whole specter of metabolite accumulation modifications induced by the combined effect of mycosubtilin treatment and *Z. tritici* infection (from the left to the right M-D5-i *vs* C-D5-Ni and M-D15-i *vs* C-D15-Ni). M means treated with mycosubtilin towards mock treated C. Ni stands for mock inoculated whereas i indicates that plants were infected with *Z. tritici*. D5 and D15 mean that leaves were sampled respectively at five and fifteen days after mycosubtilin treatment. Log2 of significant metabolite fold changes for indicated pairwise comparisons are given by shades of red or blue colors according to the scale bar. Metabolites were grouped according to their functional or chemical family as amino acids, benzoxazinoids, flavonoids, hormones and hydroxycinnamic acid amides. Data represent mean values of nine biological replicates for each condition and time point. Statistical analyses were performed using the Tukey's Honest Significant Difference method followed by a false discovery rate (FDR) correction, with FDR < 0.05. For FDR ≥ 0.05, Log2 fold changes were set to 0.

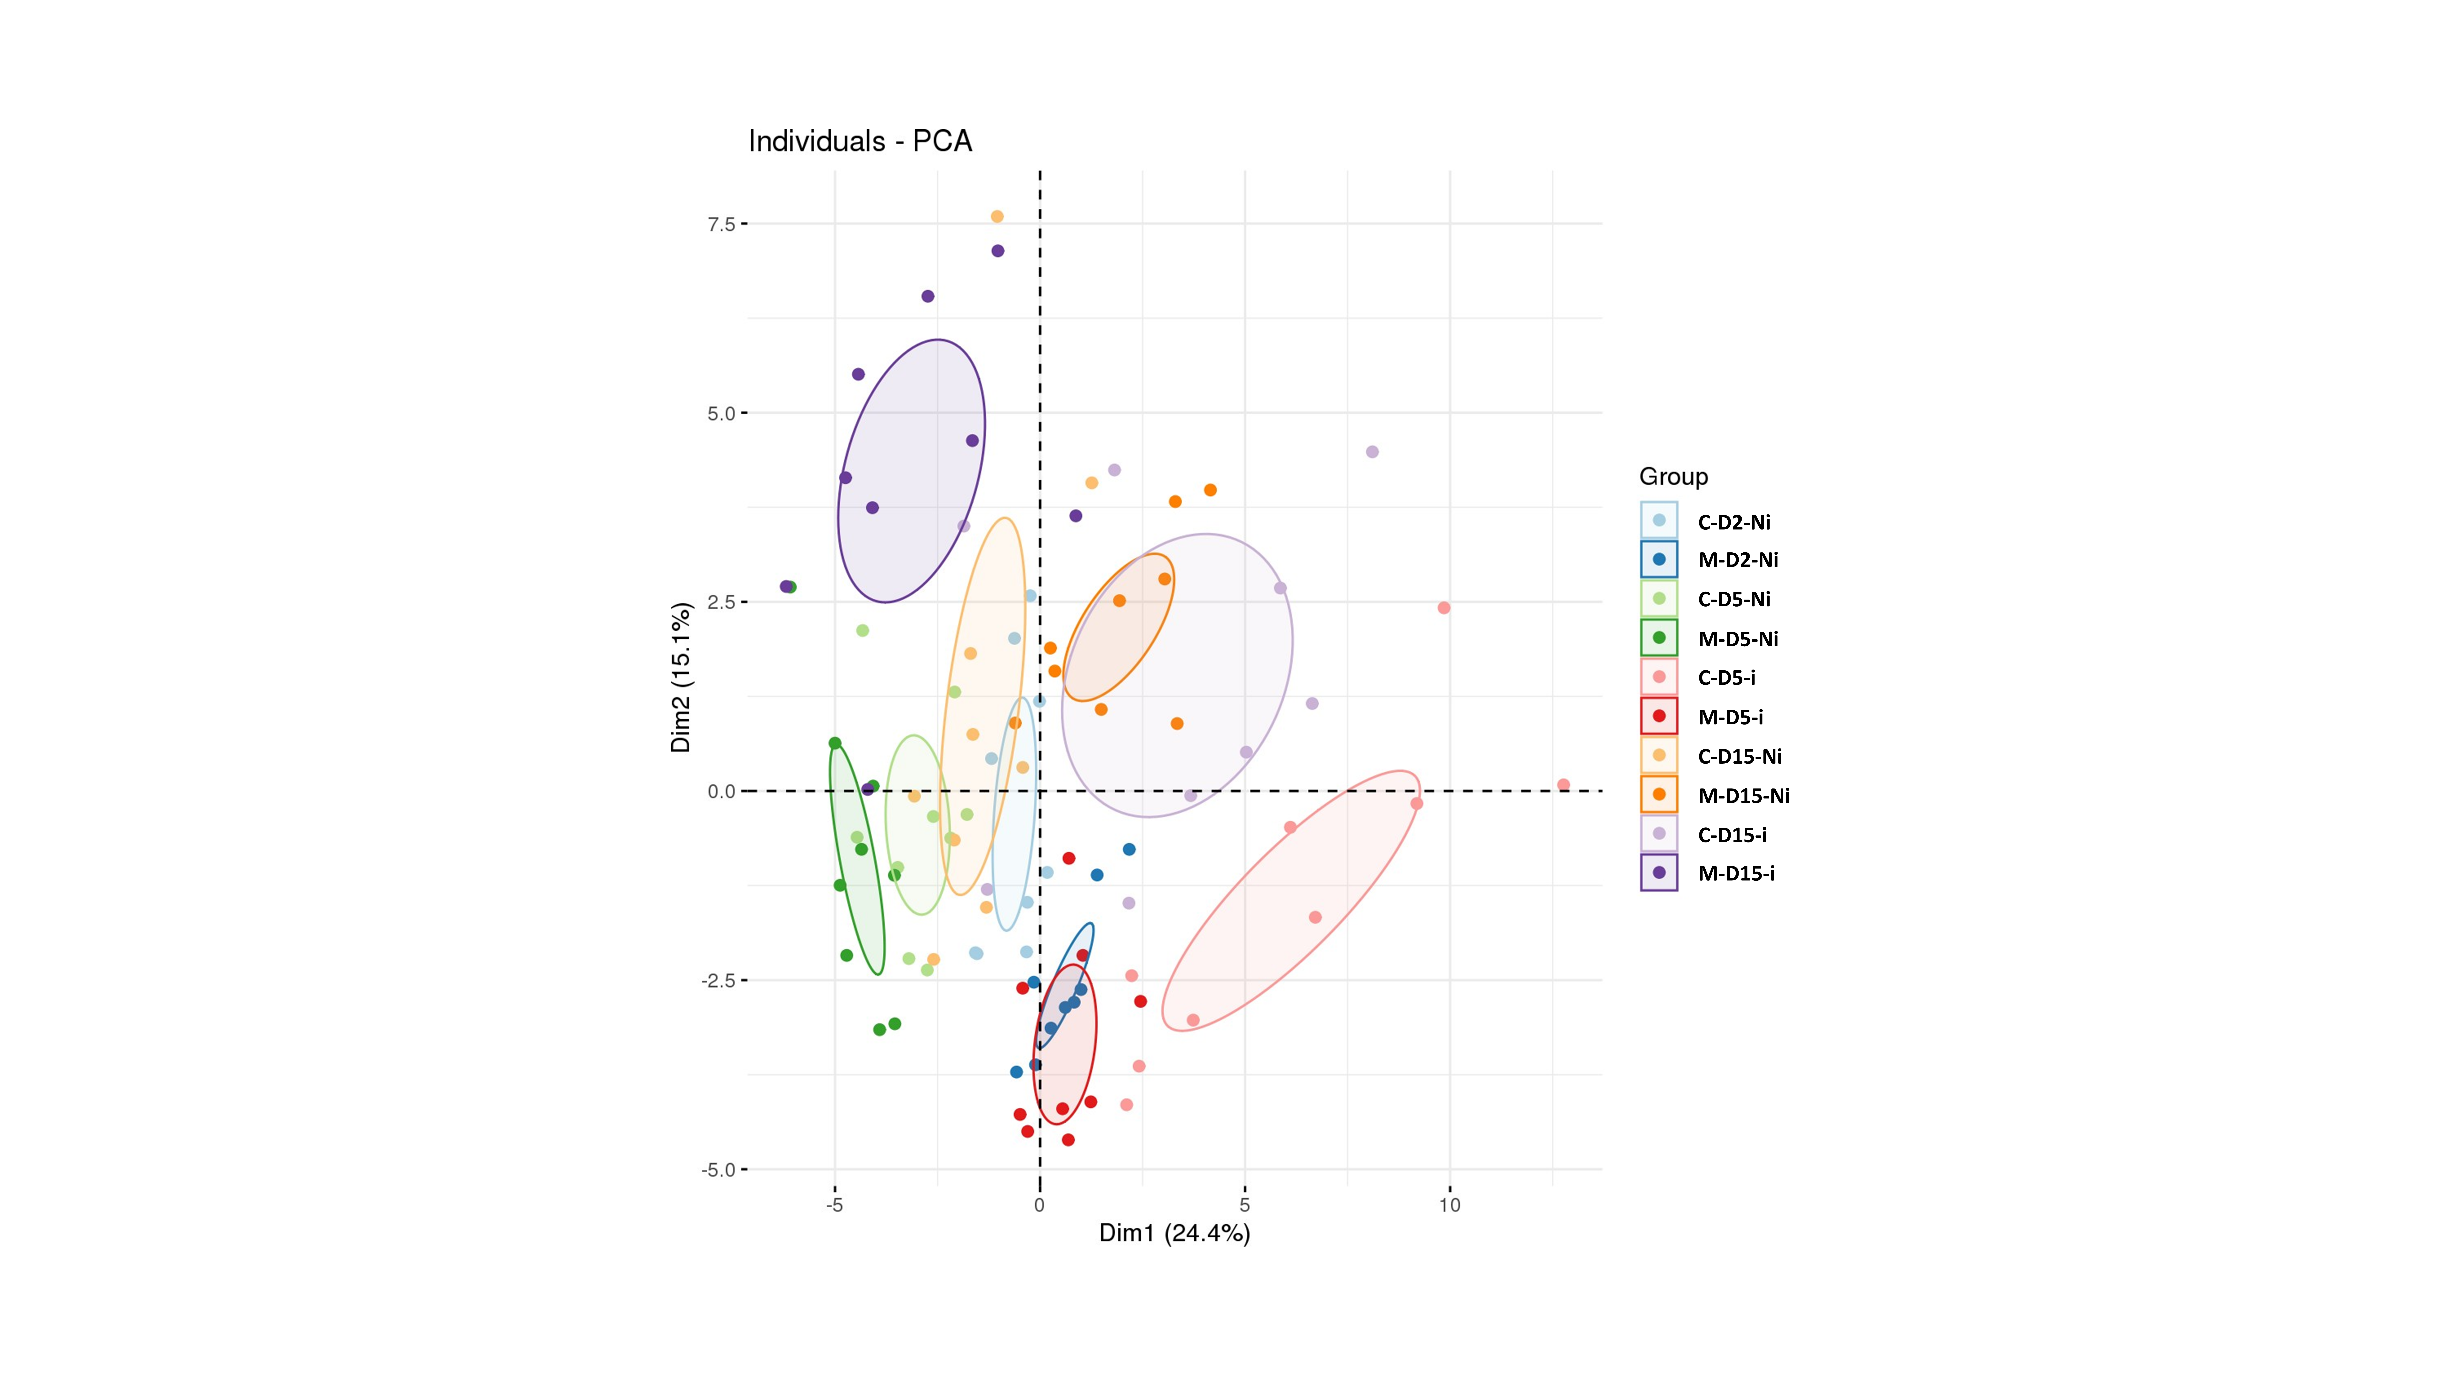

**Supplementary Figure S6.** Principal component analysis (PCA) displaying the global impact of mycosubtilin treatment and infection with *Zymoseptoria tritici* on wheat leaf metabolome. PCA was performed on relative amounts of all analyzed compounds in the different groups of samples. For each group, nine biological replicates were used. The first two principal components explain 24.4% and 15.1% of the variance separating the groups of samples, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

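The data are 18 one-colour arrays of wheat leaf RNA, 3 for each of M-D2-Ni, C-D2-Ni, M-D5-Ni, C-D5-Ni, M-D5-i and C-D5-i, hybridized on 7 slides. The authors scanned the arrays and deposited one intensity per spot, a linear whole number. The submitters' notes name Agilent Feature Extraction, whose version is not given in the sources used here, and the paper names GenePix Pro. Its methods also name quantile normalization and a filter of the control samples, but the deposited values are not on one scale. The array medians differed by up to 5.12 times, and the mean median of slide 2 was 225 against 529 on the other slides. The value tables hold the same values, with 0 differences. Background values and detection marks are not given in the sources used here.

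Of 10471 spots, 186 control spots were left out and 10285 kept, and the 4 probes with more than 1 spot were averaged, which gave 10271 probes. A description was given for 7143 of them, and the 8898 distinct names were found 0 times in the gene reference. The design written before the data were examined named the log2 values as deposited. The change to quantile normalization was made from the array medians, before any test, and the values as deposited became an alternative. Groups were compared with limma 3.58.1 in R 4.3.3, with one fit over all arrays, 12 residual and 4.8 prior degrees of freedom, moderated two-sided tests and Benjamini-Hochberg adjustment over all probes.

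A probe is called at an adjusted p under 0.05 and a fold above 2 or below 0.5. The comparisons are the eliciting effect at D2 and D5, the fungal effect, the priming effect, the fungal effect in treated plants, M-D5-i against C-D5-Ni, the difference of treatment effects at D5 and the difference of eliciting effects between the days. With 3 arrays against 3 the smallest two-sided exact permutation p is 0.1, so single genes rest on the moderated test. Gene lists are patterns on the probe descriptions, tested with limma camera at a preset correlation of 0.01, beside an estimated correlation, with adjustment over the lists of a comparison.

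Named genes follow a rule written in advance: the genes the paper names, found by the probe of Supplementary Table S2, whose values were seen before, the 10 largest rises and 10 largest falls of each of 5 comparisons among called probes with an informative description and groups that do not overlap, and up to 4 called members of each list. How a description is read, for whether it is informative and for which probes share one, was corrected after values were seen. Some tests were also changed after their values were seen. The scaling test of the light-harvesting transcripts first used their median relative to all probes as deposited, -1.89, which an array-wide factor cannot change, and now uses the median with nothing subtracted, with bounds set when it was known. The scaling test of the fungal effect first used the share of genes that keep their direction relative to all probes, and now uses the quartiles with nothing subtracted, after the signs were known. The slide test of the histones was divided by day. The splits of the differences of effects are no longer read as tests. Partial matches to animal, viral or bacterial proteins were passed over in the text. Replicate numbers share a slide in the eliciting effect at D2 and in priming. There the residuals of arrays with one number correlated by 0.24, 0.35 and 0.04, and by 0.38, 0.16 and 0.24. Arrays of different groups correlated by a mean of 0.19 on one slide (15 pairs) and -0.02 on others (120 pairs). The array weights were lowest for M-D2-Ni replicate 2 and M-D5-Ni replicate 1 (0.35 and 0.35).

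The steps were tested on simulated data with known changes. A fold of 4 was called in 97% of changed probes for the eliciting effect at D2 and in 98.5% for priming, and a fold of 2.5 in 86.6% and 77.6%, with 1 and 2 false calls. The simulated noise was independent between probes and arrays and held no slide effect, so these rates may not hold for the real arrays. Alternatives changed the scaling, the offset, the fold and p thresholds, the variance model, array weights, the slide and replicate blocks, the filter on dim probes, one probe per description, the value table, the arrays in the fit, and left out each array in turn. Gene positions are not used here.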

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

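The tests of explanations were chosen after the result was seen, apart from the comparison with equally bright probes. Light-harvesting transcripts were lower in M-D5-i than in C-D5-i, with a list median of -1.87. Compression of bright spots is argued against by 174 probes of matched brightness, whose median was 0.078 (quartiles -0.24 and 0.33), with 0 spots of the list at the scanner limit. Scaling of the arrays and slide are argued against by a median of -1.41 in the values as deposited, where the median of all probes was 0.47, and by the highest median within a shared slide, -1.44. A response of primed, inoculated leaves may explain the fall and stays a hypothesis, found and tested on the same arrays, and differences between pots in light or sampling time were not tested.

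Histone transcripts were higher in M-D2-Ni and lower in M-D5-Ni than in the controls, and the median difference of the effect at D5 minus D2 was -1.91 on the log2 scale. A change in the number of dividing cells is argued against by the 14 other cell cycle probes, whose median difference was -0.028 (quartiles -0.15 and 0.14). This holds only as far as these probes, matched by description, follow dividing cells, which was not checked. Their signal over background could not be assessed. The housekeeping list, kept for RNA quality, moved the same way with a median difference of -0.28, and RNA quality was not tested as a source. For the rise at D2 slide is argued against by histone medians of 0.52 to 1.24 within the 3 shared slides. For the fall at D5 slide stays open: only 1 pair of arrays shares a slide, with a median of -0.85 and no spread, and the calls of both linker histones named for D5 ended with slide as a block. An effect of the treatment may explain the rise at D2 as a hypothesis. Day, sampling time, mock inoculation and the bag cannot be separated with these samples.

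The treatment effect at D5 differed between inoculated and non-inoculated plants, by the test of the difference, for lists of genes. It was higher with inoculation for photorespiration (1 up and 0 down of 7, median 0.65, adjusted p = 0.013, and adjusted p = 0.22 with an estimated correlation), CBF/DREB factors (5 up and 1 down of 15, 7 and 2 adjusted over the list alone, median 0.90, adjusted p = 0.0016, and adjusted p = 0.35 with an estimated correlation), WIR1 proteins (0 up and 0 down of 5, 3 and 0 adjusted over the list alone, median 1.45, adjusted p = 0.0059, and adjusted p = 0.41 with an estimated correlation), metallothioneins (1 up and 0 down of 9, 2 and 0 adjusted over the list alone, median 0.96, adjusted p = 0.013, and adjusted p = 0.32 with an estimated correlation), cytosolic ribosomal proteins (0 up and 0 down of 85, median 0.25, adjusted p = 0.002, and adjusted p = 0.46 with an estimated correlation), aquaporins (7 up and 0 down of 24, 12 and 0 adjusted over the list alone, median 1.02, adjusted p = 2.4e-11, and adjusted p = 0.22 with an estimated correlation) and histones (0 up and 0 down of 12, 1 and 0 adjusted over the list alone, median 0.75, adjusted p = 0.012, and adjusted p = 0.41 with an estimated correlation). It was lower for light-harvesting proteins (0 up and 0 down of 19, median -0.99, adjusted p = 0.0016, and adjusted p = 0.45 with an estimated correlation), germins and oxalate oxidases (0 up and 2 down of 2, median -1.99, adjusted p = 0.0024, and adjusted p = 0.22 with an estimated correlation), class III peroxidases (0 up and 2 down of 13, 0 and 8 adjusted over the list alone, median -1.101, adjusted p = 2.1e-05, and adjusted p = 0.22 with an estimated correlation), WRKY factors (0 up and 2 down of 9, 0 and 4 adjusted over the list alone, median -0.83, and 0.12 as deposited, adjusted p = 3.7e-04, and adjusted p = 0.22 with an estimated correlation) and NAC factors (0 up and 0 down of 9, 0 and 2 adjusted over the list alone, median -0.66, and 0.22 as deposited, adjusted p = 0.0031, and adjusted p = 0.41 with an estimated correlation). Without C-D5-i replicate 2, or M-D5-i replicate 1, the histones list no longer passed (median 0.51 to 0.61). The CBF/DREB factors list and the histones list did not pass with a filter on dim probes. The histones list no longer passed with array weights. The lists of photorespiration, WIR1 proteins and histones did not pass with slide as a block.

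The eliciting effect differed between D5 and D2 by the same kind of test, and the mock inoculation and the bag also lie between these days. It was higher at D5 for flavonoid biosynthesis (3 up and 1 down of 6, 4 and 1 adjusted over the list alone, median 1.88, adjusted p = 0.023, and adjusted p = 0.33 with an estimated correlation), benzoxazinoid and tryptophan biosynthesis (2 up and 0 down of 7, median 0.69, and -0.13 as deposited, adjusted p = 0.023, and adjusted p = 0.22 with an estimated correlation), WRKY factors (2 up and 0 down of 9, 3 and 0 adjusted over the list alone, median 0.70, and -0.04 as deposited, adjusted p = 0.023, and adjusted p = 0.45 with an estimated correlation) and chloroplast ribosomal proteins (2 up and 0 down of 15, median 0.41, and -0.35 as deposited, adjusted p = 0.023, and adjusted p = 0.48 with an estimated correlation). It was lower at D5 for chitinases (0 up and 2 down of 6, 0 and 3 adjusted over the list alone, median -1.18, adjusted p = 0.023, and adjusted p = 0.33 with an estimated correlation), thaumatin-like proteins (0 up and 2 down of 6, 0 and 3 adjusted over the list alone, median -1.48, adjusted p = 0.0082, and adjusted p = 0.22 with an estimated correlation), other pathogenesis-related proteins (0 up and 3 down of 4, median -2.06, adjusted p = 0.0023, and adjusted p = 0.22 with an estimated correlation), WIR1 proteins (0 up and 4 down of 5, median -4.09, adjusted p = 1.6e-07, and adjusted p = 0.22 with an estimated correlation), histones (0 up and 8 down of 12, median -1.91, adjusted p = 1.3e-07, and adjusted p = 0.22 with an estimated correlation) and housekeeping genes (0 up and 0 down of 27, median -0.28, adjusted p = 0.023, and adjusted p = 0.22 with an estimated correlation). For the chitinases list the call ended without C-D2-Ni replicate 3, or M-D2-Ni replicate 3, or M-D5-Ni replicate 2 (median -1.11 to -1.04). The benzoxazinoid and tryptophan biosynthesis list did not pass without M-D5-Ni replicate 1 (median 0.57). Without M-D2-Ni replicate 3, or M-D5-Ni replicate 1, the WRKY factors list no longer passed (median 0.34 to 0.70). For the chloroplast ribosomal proteins list the call ended without C-D5-Ni replicate 3, or M-D2-Ni replicate 2, or M-D5-Ni replicate 3 (median 0.32 to 0.50). The housekeeping genes list did not pass without C-D2-Ni replicate 2, or M-D2-Ni replicate 3 (median -0.40 to -0.24). The thaumatin-like proteins list, the flavonoid biosynthesis list, the chloroplast ribosomal proteins list and the housekeeping genes list did not pass with a filter on dim probes. The flavonoid biosynthesis list, the benzoxazinoid and tryptophan biosynthesis list and the WRKY factors list no longer passed with array weights. The lists of chitinases, thaumatin-like proteins, flavonoid biosynthesis, benzoxazinoid and tryptophan biosynthesis and housekeeping genes did not pass with slide as a block. In the values as deposited the housekeeping genes list did not pass.

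Signals also appeared in a comparison that the paper does not report and in genes outside its Supplementary Table S2. Between the days in untreated, non-inoculated plants, which also differ in the mock inoculation and the bag, 1611 probes were called, 784 up and 827 down in C-D5-Ni. Outside the genes of that table, 263 probes were called for the eliciting effect at D2, 292 for the eliciting effect at D5, 464 for the fungal effect and 683 for the priming effect.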

How the results depend on the processing

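Multiplying the arrays of slide 2 by 3, leaving out the 3 arrays of slide 2, and leaving out M-D5-Ni replicate 1 with M-D2-Ni replicate 2 were chosen after seeing the data. No named gene that was called changed its sign under any alternative, and no called list changed sides relative to all probes. Of the 781 probes called for M-D5-i against C-D5-Ni, 777 kept their sign with slide as a block. These genes and lists were called on the same arrays, so kept signs are a weak check. The balance of calls did turn as deposited, from 183 up and 137 down to 3 and 58 (eliciting D5), 270 up and 238 down to 21 and 53 (fungal), 366 up and 388 down to 73 and 50 (priming), 405 up and 448 down to 137 and 17 (fungal in treated plants), 412 up and 369 down to 42 and 43 (M-D5-i against C-D5-Ni), 163 up and 180 down to 12 and 0 (difference of treatment effects) and 257 up and 191 down to 1 and 49 (difference of eliciting effects), and some list medians turned too, such as -0.22 to 0.33 for calcium signalling in M-D5-i over M-D5-Ni and -0.83 to 0.12 for WRKY factors in the difference of treatment effects. Eliciting D2 kept more up than down (176 and 116, 38 and 1 as deposited). Among counts and overlaps, 527 values stayed within 1.5 times the main value and 65 moved further. For gene lists 11238 values kept their side of the threshold, 158 lost it and 204 gained it, and for named genes 21047, 2129 and 51. All of these list values use the preset correlation. With the estimated correlation, which is not in this count, no list reported here as passing had an adjusted p under 0.05. Counts of the paper's table genes stayed in 187 cases and moved in 11. The counts and overlaps stayed within 1.5 times with array weights, the fold from mean linear values, one probe per description, a filter on dim probes, the second value table, a robust variance trend, slide as a random block and the replicate number as a block.

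With the values as deposited the counts were 39 (eliciting D2), 61 (eliciting D5), 74 (fungal), 123 (priming), 154 (fungal in treated plants), 85 (M-D5-i against C-D5-Ni), 12 (difference of treatment effects), 50 (difference of eliciting effects), 0 (one direction in eliciting D2 and D5), 25 (one direction in eliciting D5 and priming) and 16 (opposite in fungal and priming). With arrays centred on their medians the counts were 213 (difference of treatment effects). With 50 added to each value the counts were 22 (one direction in eliciting D2 and D5). With the adjusted p alone and no fold threshold the counts were 621 (eliciting D2), 771 (eliciting D5), 1450 (fungal), 1952 (priming), 2867 (fungal in treated plants), 2775 (M-D5-i against C-D5-Ni), 58 (one direction in eliciting D2 and D5), 326 (one direction in eliciting D5 and priming) and 465 (opposite in fungal and priming). With an unadjusted p and the fold threshold the counts were 740 (difference of treatment effects), 751 (difference of eliciting effects) and 67 (one direction in eliciting D2 and D5). With the arrays of the compared groups only the counts were 22 (one direction in eliciting D2 and D5). With slide as a block the counts were 76 (eliciting D5), 77 (fungal), 168 (M-D5-i against C-D5-Ni), 65 (difference of treatment effects), 110 (difference of eliciting effects), 5 (one direction in eliciting D2 and D5), 18 (one direction in eliciting D5 and priming) and 30 (opposite in fungal and priming). With an unmoderated test and unadjusted p the counts were 606 (difference of treatment effects). With the adjusted p alone the results at the paper's thresholds take the same values, by construction. The cause was not tested for the others.

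Of the alternatives chosen after seeing the data, leaving out the arrays of slide 2 kept all counts and overlaps within 1.5 times. With the arrays of slide 2 multiplied by 3 and otherwise as deposited the counts were 201 (eliciting D5), 296 (fungal), 1761 (fungal in treated plants), 2199 (M-D5-i against C-D5-Ni), 61 (difference of treatment effects), 98 (difference of eliciting effects), 584 (eliciting D2 at the paper's thresholds), 1341 (priming at the paper's thresholds), 2286 (M-D5-i against C-D5-Ni at the paper's thresholds) and 117 (opposite in fungal and priming). Without M-D5-Ni replicate 1 and M-D2-Ni replicate 2 the counts were 166 (eliciting D2), 277 (difference of eliciting effects) and 9 (one direction in eliciting D2 and D5). The cause was not tested.

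Leaving out 1 array at a time gave ranges of 789 to 939 (M-D5-i against C-D5-Ni at the paper's thresholds), 270 to 491 (eliciting D2 at the paper's thresholds), 366 to 644 (eliciting D5 at the paper's thresholds), 514 to 633 (fungal at the paper's thresholds), 722 to 915 (priming at the paper's thresholds), 727 to 879 (M-D5-i against C-D5-Ni), 324 to 526 (difference of eliciting effects), 170 to 414 (difference of treatment effects), 147 to 377 (eliciting D2), 215 to 394 (eliciting D5), 418 to 557 (fungal), 767 to 966 (fungal in treated plants), 640 to 849 (priming), 10 to 44 (one direction in eliciting D2 and D5), 78 to 136 (one direction in eliciting D5 and priming) and 153 to 240 (opposite in fungal and priming). Counts moved by more than 1.5 times are one direction in eliciting D2 and D5 (12 without C-D2-Ni replicate 1, 17 without C-D2-Ni replicate 2, 20 without C-D5-Ni replicate 1, 21 without C-D5-Ni replicate 2, 18 without C-D5-Ni replicate 3, 10 without M-D2-Ni replicate 2, 22 without M-D5-Ni replicate 1), eliciting D2 (193 without C-D2-Ni replicate 2, 147 without M-D2-Ni replicate 2), difference of treatment effects (170 without C-D5-Ni replicate 2, 214 without C-D5-i replicate 3) and one direction in eliciting D5 and priming (78 without C-D5-Ni replicate 3). Each such fit has fewer arrays, and where an arm keeps 2 arrays its spread is taken from all groups. In the eliciting effect at D5 and the fungal effect, arrays of one number correlated by 0.10, 0.11 and 0.03, and by -0.05, -0.01 and -0.03. There the replicate number as a block left the class III peroxidases list short of the threshold in the eliciting effect at D5. The block brought the Calvin cycle list there and the metallothioneins list in the fungal effect past it, and changed the calls of some named genes.

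Signal over background could not be assessed, since background values and detection marks are not given in the sources used here. In simulated data a fold of 1.5 was called in 1.52% of changed probes for the eliciting effect at D2 and in 0% for priming. A call needs a fold above 2 or below 0.5, so the rule itself leaves out changes of this size, and these shares do not measure sensitivity.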

Differences from the paper's values

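At the paper's thresholds of an unadjusted p under 0.05 and a fold above 2 or below 0.5, the counts exceed the paper's. The alternatives behind the ranges include other thresholds, the adjusted p alone with no fold threshold and the adjusted p with the fold threshold. The values here count probes, and the filter of control samples that the paper's methods name was not applied. Whether the deposited spots had already passed it is not given in the sources used here. The paper's value for genes in any of the 4 comparisons (eliciting, fungal and priming) is 130, and the value here 1523, or 1149 to 3397 over the alternatives. The paper's value for genes in the eliciting effect (D2 or D5) is 40, and the value here 730, or 561 to 1290 over the alternatives. The paper's value for genes in the eliciting effect (D2 only) is 18, and the value here 270, or 194 to 519 over the alternatives. The paper's value for genes in the eliciting effect (D2 and D5) is 6, and the value here 93, or 50 to 104 over the alternatives. The paper's value for genes in the eliciting effect (D5 only) is 16, and the value here 367, or 270 to 669 over the alternatives. The paper's value for genes in the eliciting effect (upregulated) is 28, and the value here 393, or 265 to 730 over the alternatives. The paper's value for genes in the eliciting effect (downregulated) is 12, and the value here 311, or 216 to 516 over the alternatives.

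The paper's value for genes in the priming effect (D5) is 80, and the value here 802, or 589 to 1952 over the alternatives. The paper's value for genes in the eliciting effect (D5) is 22, and the value here 460, or 320 to 771 over the alternatives. The paper's value for genes in common (eliciting D5 and priming D5) is 13, and the value here 160, or 119 to 356 over the alternatives. The paper's value for genes at D5 (eliciting, fungal and priming) is 116, and the value here 1382, or 1038 to 3185 over the alternatives. The paper's value for genes at D5 in one modality only (eliciting) is 8, and the value here 259, or 165 to 441 over the alternatives. The paper's value for genes at D5 in one modality only (fungal) is 27, and the value here 280, or 214 to 818 over the alternatives. The paper's value for genes at D5 in one modality only (priming) is 59, and the value here 472, or 322 to 1164 over the alternatives.

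The paper's value for genes downregulated in the fungal effect (D5) is 32, and the value here 259, or 200 to 759 over the alternatives. The paper's value for genes upregulated in the fungal effect (D5) is 6, and the value here 287, or 108 to 691 over the alternatives. The paper's value for genes in the eliciting effect (D2) is 24, and the value here 363, or 270 to 621 over the alternatives. The paper's value for genes for M-D5-i against M-D5-Ni in Supplementary Table S1 is 34, and the value here 906, or 671 to 2867 over the alternatives. The paper's value for genes for M-D5-i against C-D5-Ni in Supplementary Table S1 is 126, and the value here 806, or 619 to 2775 over the alternatives. For none of these did any of the 34 alternatives set before the data were examined come within 1.5 times the paper's value. Among the 34 are the values as deposited, which were first named as the main setting.

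For genes of Supplementary Table S1 for M-D5-i against C-D5-Ni past the thresholds in the listed direction the paper's value is 126 and the value here 80. Of the same 34 alternatives, the adjusted p alone and leaving out C-D5-Ni replicate 2 come within 1.5 times, and the others do not. With the arrays of slide 2 multiplied by 3, an alternative chosen after seeing the values, it is 123, which drops 3 of the paper's listed genes.

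Of the folds that the paper lists, 38 of 38 fungal and 22 of 24 eliciting D2 folds match means of deposited values without quantile normalization. Most others match with arrays of slide 2 multiplied by 3. The paper's folds and the values here are thus on different scales. The paper states that the fungal effect was mostly a fall in transcripts, while 287 probes rose and 259 fell here at the paper's thresholds, and as deposited 108 rose and 508 fell, which is in the paper's direction. Falls also outnumbered rises with slide as a block, with the adjusted p alone, with a filter on dim probes and without C-D5-i replicate 2. It lists TLP4 and chitinase 2 as lower in the eliciting effect at D5, where their log2 fold changes here were -0.997 ± 0.30, adjusted p = 0.053 (the paper's own value, -0.87 on the log2 scale, does not reach its threshold), and -0.41 ± 0.30, adjusted p = 0.45, and no setting called either. It lists the Ca2+/H+ exchanging protein as higher in the eliciting effect at D2, where it was 0.79 ± 0.16, adjusted p = 0.0084. This passes with the adjusted p alone, and no setting that joins the fold threshold to an adjusted p called it. With the arrays of slide 2 multiplied by 3 and otherwise as deposited, an alternative chosen after seeing the values, all 24 listed genes of that comparison passed the paper's thresholds. None of its arrays is on slide 2, so its folds there are those of the values as deposited. The factor acts on it only through the spread taken over all arrays. The paper lists lycopene beta-cyclase, the aquaporin of probe A_99_P240586 and aquaporin PIP1 as higher in priming, where they were 0.81 ± 0.17, adjusted p = 0.0034, 0.81 ± 0.28, adjusted p = 0.051, and 1.20 ± 0.54, adjusted p = 0.13. Lycopene beta-cyclase passes with the adjusted p alone and no fold threshold. The aquaporin of probe A_99_P240586 was called without C-D5-i replicate 2, and PIP1 with the arrays of the compared groups only and without M-D5-Ni replicate 1. With the arrays of slide 2 multiplied by 3, chosen after seeing the values, lycopene beta-cyclase (1.30), this aquaporin (1.23) and PIP1 (1.68) were called, and 1 of the 80 priming genes of the paper was dropped. PIP1 was also called without the arrays of slide 2, and without M-D5-Ni replicate 1 and M-D2-Ni replicate 2, each chosen after seeing the values. The paper's text names a peroxidase 2 where its Supplementary Table S2 lists peroxidase 6.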

Other observations

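Of the tests of explanations in this part, those of slide, scaling and the factor of 3 were chosen after the result was seen. In treated plants, inoculation moved further groups in M-D5-i over M-D5-Ni, among them light-harvesting proteins (0 up and 5 down of 19, median -0.83, adjusted p = 0.0057, and adjusted p = 0.48 with an estimated correlation), photorespiration (1 up and 0 down of 7, median 0.53, adjusted p = 0.023, and adjusted p = 0.28 with an estimated correlation), glutathione S-transferases (0 up and 4 down of 19, median -0.41, and 0.11 as deposited, adjusted p = 0.001, and adjusted p = 0.3 with an estimated correlation), lipid transfer proteins (2 up and 6 down of 12, median -0.97, adjusted p = 0.0012, and adjusted p = 0.28 with an estimated correlation), benzoxazinoid and tryptophan biosynthesis (0 up and 1 down of 7, median -0.53, and 0.00 as deposited, adjusted p = 0.046, and adjusted p = 0.28 with an estimated correlation), calcium signalling genes (0 up and 7 down of 41, 0 and 8 adjusted over the list alone, median -0.22, and 0.33 as deposited, adjusted p = 0.046, and adjusted p = 0.28 with an estimated correlation), chloroplast ribosomal proteins (3 up and 0 down of 15, median 0.64, adjusted p = 8.8e-04, and adjusted p = 0.28 with an estimated correlation) and aquaporins (3 up and 0 down of 24, median 0.48, adjusted p = 8.8e-04, and adjusted p = 0.42 with an estimated correlation). Without C-D5-Ni replicate 2, or M-D2-Ni replicate 2, or M-D5-Ni replicate 1, or M-D5-i replicate 1 or 2, the benzoxazinoid and tryptophan biosynthesis list no longer passed (median -0.53 to -0.38). For the calcium signalling genes list the call ended without C-D5-Ni replicate 2, or C-D5-i replicate 3, or M-D2-Ni replicate 2 or 3, or M-D5-Ni replicate 3, or M-D5-i replicate 1 or 3 (median -0.27 to -0.22). The benzoxazinoid and tryptophan biosynthesis list did not pass with array weights. The benzoxazinoid and tryptophan biosynthesis list and the calcium signalling genes list no longer passed with arrays centred on their medians, with the arrays of the compared groups only or with the replicate number as a block. The calcium signalling genes list did not pass with a robust variance trend. Nitrite reductase (probe A_99_P366657), the single probe of nitrate assimilation, rose with inoculation in untreated plants (1.47 ± 0.36, adjusted p = 0.011), in treated plants (2.26 ± 0.36, adjusted p = 2.8e-04) and in M-D5-i over C-D5-Ni (1.91 ± 0.36, adjusted p = 0.001, from limma). Its call in untreated plants ended without C-D5-Ni replicate 3, or C-D5-i replicate 3 (1.21 to 1.33), and as deposited or with slide as a block the calls in untreated plants and in M-D5-i over C-D5-Ni ended, while that in treated plants held.

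In M-D5-i against C-D5-Ni these groups also moved: light-regulated and clock genes (0 up and 3 down of 7, median -0.70, adjusted p = 0.0049, and adjusted p = 0.23 with an estimated correlation), photorespiration (1 up and 0 down of 7, median 0.68, adjusted p = 0.0019, and adjusted p = 0.23 with an estimated correlation), cold acclimation proteins (3 up and 0 down of 34, median 0.34, adjusted p = 0.0037, and adjusted p = 0.23 with an estimated correlation), glutathione S-transferases (0 up and 2 down of 19, median -0.69, adjusted p = 0.0021, and adjusted p = 0.3 with an estimated correlation), lipid transfer proteins (1 up and 5 down of 12, median -0.75, adjusted p = 5.8e-04, and adjusted p = 0.23 with an estimated correlation), flavonoid biosynthesis (3 up and 0 down of 6, median 1.17, adjusted p = 0.048, and adjusted p = 0.32 with an estimated correlation), cytosolic ribosomal proteins (6 up and 1 down of 85, median 0.62, adjusted p = 6.1e-16, and adjusted p = 0.23 with an estimated correlation), chloroplast ribosomal proteins (5 up and 1 down of 15, median 0.64, adjusted p = 6.5e-04, and adjusted p = 0.23 with an estimated correlation) and histones (0 up and 0 down of 12, median -0.42, adjusted p = 0.049, and adjusted p = 0.52 with an estimated correlation). The flavonoid biosynthesis list did not pass without C-D5-Ni replicate 2, or M-D5-i replicate 2 or 3 (median 1.09 to 1.247). Without C-D5-Ni replicate 2 or 3, or M-D2-Ni replicate 2, or M-D5-Ni replicate 1 or 3, or M-D5-i replicate 3, the histones list no longer passed (median -0.46 to -0.24). The flavonoid biosynthesis list and the histones list no longer passed with 50 added to each value, with slide as a random block or with a robust variance trend. The histones list did not pass with arrays centred on their medians or with a filter on dim probes. The lists of light-regulated and clock genes, cold acclimation proteins, flavonoid biosynthesis and histones did not pass with slide as a block. In the values as deposited the histones list did not pass.

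Further groups moved in the eliciting effect at D2, light-regulated and clock genes (0 up and 2 down of 7, 0 and 3 adjusted over the list alone, median -0.35, adjusted p = 0.028, and adjusted p = 0.32 with an estimated correlation), auxin genes (0 up and 4 down of 18, median -0.29, adjusted p = 0.0087, and adjusted p = 0.32 with an estimated correlation), NAC factors (2 up and 0 down of 9, median 0.57, adjusted p = 1.6e-04, and adjusted p = 0.28 with an estimated correlation), chloroplast ribosomal proteins (0 up and 1 down of 15, median -0.47, adjusted p = 0.0012, and adjusted p = 0.28 with an estimated correlation) and senescence genes and cysteine proteases (1 up and 0 down of 8, median 0.63, adjusted p = 0.037, and adjusted p = 0.28 with an estimated correlation), and at D5, light-regulated and clock genes (0 up and 3 down of 7, median -0.36, adjusted p = 3.1e-04, and adjusted p = 0.19 with an estimated correlation), class III peroxidases (0 up and 2 down of 13, 0 and 4 adjusted over the list alone, median -0.76, adjusted p = 0.039, and adjusted p = 0.48 with an estimated correlation), NAC factors (0 up and 0 down of 9, 2 and 0 adjusted over the list alone, median 0.63, adjusted p = 0.002, and adjusted p = 0.4 with an estimated correlation) and aquaporins (0 up and 0 down of 24, median -0.22, adjusted p = 0.0082, and adjusted p = 0.54 with an estimated correlation). For the light-regulated list the call ended without M-D2-Ni replicate 2 (median -0.17). The auxin genes list did not pass without M-D2-Ni replicate 2 (median -0.15). Without C-D2-Ni replicate 3, or M-D2-Ni replicate 1 or 2, the senescence list no longer passed (median 0.43 to 0.64). The light-regulated list and the auxin genes list no longer passed with array weights. The light-regulated list and the senescence list did not pass with the arrays of the compared groups only. The senescence list no longer passed with arrays centred on their medians. For the class III peroxidases list the call ended without C-D5-Ni replicate 3, or M-D5-Ni replicate 2, or M-D5-i replicate 2 (median -0.76 to -0.49). The aquaporins list did not pass without C-D5-Ni replicate 3 (median -0.11). The class III peroxidases list did not pass with array weights, with the arrays of the compared groups only or with the replicate number as a block. The list of light-regulated and clock genes did not pass with slide as a block. In the fungal effect jasmonate genes were lower (0 up and 0 down of 10, 0 and 1 adjusted over the list alone, median -0.57, adjusted p = 0.037, and adjusted p = 0.37 with an estimated correlation), and in priming lipid transfer proteins (0 up and 2 down of 12, median -0.56, adjusted p = 0.019, and adjusted p = 0.38 with an estimated correlation). Without C-D5-Ni replicate 3, or C-D5-i replicate 1 or 3, the jasmonate genes list no longer passed (median -0.53 to -0.40). The jasmonate genes list no longer passed with a filter on dim probes. For the lipid transfer list the call ended without C-D5-i replicate 2, or M-D5-i replicate 1 (median -0.55 to -0.48).

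Other splits of the same arrays were counted. For comparisons of 3 against 3 arrays there are 10 splits, too few for a share under 0.05. In each, 1 split, the real one, had a count as large. The real counts were 292, 320, 508, 754, 853 and 781 for eliciting D2, eliciting D5, fungal, priming, fungal in treated plants and M-D5-i against C-D5-Ni, and the highest other count was 0 each time. At the paper's thresholds the real and the highest other counts were 363 and 78, 460 and 117, 546 and 80, 802 and 191, and 806 and 61, without the fungal effect in treated plants. For the differences of eliciting and of treatment effects 1 and 5 of 100 splits were as large (real 448 and 343, highest other 121 and 698). The highest counts came from draws that leave one of the compared effects whole or swapped, and so keep a real effect in the difference, while 84 and 83 draws that mix the arrays of both called at most 1 and 1. These splits therefore leave open whether chance grouped the arrays of either difference. This reading was made after the counts were seen: the rule written before, a share under 0.05, would have excluded chance for the first difference and not for the second.

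C-D5-i and C-D5-Ni share no slide, so slide was weighed as the source of the fungal effect. In treated plants 86.6% and 84.3% of the fungal genes kept their direction between inoculated and non-inoculated arrays within slides 2 and 5, against 63.3% and 66.6% of the genes not called, which argues against slide as the whole source. Scaling of the arrays as the whole source of the folds was weighed with the values as deposited, with nothing subtracted. There the genes called up had a median of 0.94 (quartiles 0.75 and 1.42) and those called down of -1.67 (-2.02 and -1.47), against 1.35 and -1.34 after normalization, while all probes shifted by -0.39. The genes were chosen for a fold above 2 or below 0.5 after normalization. With a shift of this size their signs as deposited were nearly fixed by that choice, so these values cannot decide on scaling. Of the 508 calls 72 held as deposited, where the median standard error was 0.56 and 0.56, against 0.27 and 0.23. The other calls ended with this larger spread, and with the folds of genes called up that came below the threshold. Scaling also stays open for the balance of the calls, of which 53.1% are up after normalization and 28.4% as deposited. A candidate explanation of the direction in the paper's Supplementary Table S2 is a factor of 3 on the arrays of slide 2, used for some comparisons and not for others. Of 80 priming folds, 79 match means of the deposited values with the M-D5-i and C-D5-i arrays of slide 2 multiplied by 3, within 0.005 on the log2 scale, 3 without, and 0 with either array alone. Of 38 fungal folds 38 match without it and 0 with C-D5-i replicate 1 multiplied. Of 24 eliciting folds at D2, a comparison with no array on slide 2, 22 match the deposited values. With it, 20 of 22 eliciting folds at D5, 126 of 126 folds of M-D5-i against C-D5-Ni and 15 of 34 of M-D5-i against M-D5-Ni match, with M-D5-Ni replicate 1 multiplied for the first and M-D5-i replicate 1 for the others, and 0, 0 and 0 match without it. Multiplied by 3 throughout, 384 probes rose and 177 fell in the fungal effect at the paper's thresholds.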
